# Cytoplasmic cleavage of *IMPA1* 3′ UTR is necessary for maintaining axon integrity

**DOI:** 10.1016/j.celrep.2021.108778

**Published:** 2021-02-23

**Authors:** Catia Andreassi, Raphaëlle Luisier, Hamish Crerar, Marousa Darsinou, Sasja Blokzijl-Franke, Tchern Lenn, Nicholas M. Luscombe, Giovanni Cuda, Marco Gaspari, Adolfo Saiardi, Antonella Riccio

**Keywords:** sympathetic neurons, axons, neuronal development, NGF, local translation, mRNA localization, 3’UTR, 3’UTR cleavage, RNA processing, alternative polyadenylation

## Abstract

The 3′ untranslated regions (3′ UTRs) of messenger RNAs (mRNAs) are non-coding sequences involved in many aspects of mRNA metabolism, including intracellular localization and translation. Incorrect processing and delivery of mRNA cause severe developmental defects and have been implicated in many neurological disorders. Here, we use deep sequencing to show that in sympathetic neuron axons, the 3′ UTRs of many transcripts undergo cleavage, generating isoforms that express the coding sequence with a short 3′ UTR and stable 3′ UTR-derived fragments of unknown function. Cleavage of the long 3′ UTR of *Inositol Monophosphatase 1* (*IMPA1*) mediated by a protein complex containing the endonuclease argonaute 2 (Ago2) generates a translatable isoform that is necessary for maintaining the integrity of sympathetic neuron axons. Thus, our study provides a mechanism of mRNA metabolism that simultaneously regulates local protein synthesis and generates an additional class of 3′ UTR-derived RNAs.

## Highlights

• Axons and cell bodies of sympathetic neurons express distinct 3′ UTR isoforms
• Axon-specific short 3′ UTR isoforms are generated by local cleavage of longer 3′ UTRs
• A protein complex containing Ago2, Upf1, HuD, and Pabpc4 mediates the 3′ UTR cleavage

## Introduction

Asymmetric localization of RNA is an evolutionarily conserved mechanism that allows spatial restriction of protein synthesis to cellular compartments. In neurons, transcripts are transported to dendrites and axons where they are rapidly translated in response to extracellular cues, such as neurotrophins (Dalla Costa et al., 2020; Holt et al., 2019). In sympathetic and sensory neurons, for example, hundreds of transcripts are targeted to axons in response to nerve growth factor (NGF) (Andreassi et al., 2010; Willis et al., 2005, 2007) in a process that is necessary for both neuronal survival and differentiation and for nerve regeneration after injury (Ben-Yaakov et al., 2012; Terenzio et al., 2018). Critically, incorrect processing and delivery of messenger RNA (mRNA) have been implicated in many neurological disorders to the extent that it has been proposed that all neuronal disorders are fundamentally RNA disorders (Baleriola et al., 2014; Wang et al., 2007).

Eukaryotic mRNAs share common features that include exons and introns; 5′ and 3′ untranslated regions (UTRs); a modified base at the 5′ end named the “cap”; and a stretch of adenosines at the 3′ end named the poly(A) tail, which confers stability to the transcript and prevents premature degradation and enables translation. Information necessary for RNA processing can be stored anywhere along the transcript; however, the elements that regulate mRNA localization and translation are primarily found within the 3′ and 5′ UTRs (Andreassi et al., 2018; Leppek et al., 2018; Mayr, 2017). Much effort has been put into the identification of 3′ UTR sequences that regulate mRNA transport in dendrites and axons. The first localization element was identified within the 3′ UTR of β-actin and named zipcode because it was necessary for delivering β-actin mRNA to the leading lamellae of fibroblasts and to dendrites (Eom et al., 2003; Kislauskis et al., 1994). Following this seminal discovery, many localization elements were found within the 3′ UTRs of transcripts transported to both dendrites and axons. In sympathetic neurons, a 120 nt element within the 3′ UTR is necessary and sufficient to target the *Inositol Monophosphatase 1* (*IMPA1*) transcript to axons in response to NGF (Andreassi et al., 2010). Similarly, a 3′ UTR variant of *importin-β1* is responsible for axonal targeting of the transcript and for activating the injury response in adult sensory neurons (Ben-Yaakov et al., 2012; Perry et al., 2012). In hippocampal neurons, isoforms of the *BDNF* transcript with either short or long 3′ UTRs are localized to dendrites in response to extracellular cues (Allen et al., 2013; An et al., 2008; Will et al., 2013). Despite all of this evidence, how mRNA metabolism is regulated in neurons and the role of the 3′ UTR in determining the translation of transcripts necessary for neuronal functions remain largely unknown.

Here, we show that the 3′ UTR of hundreds of transcripts localized in sympathetic neuron axons are potentially cleaved to simultaneously generate an mRNA isoform carrying the coding sequence and a stable 3′ UTR-derived RNA fragment. Analysis of *IMPA1*, a highly abundant axonal transcript ( Andreassi et al., 2010), revealed that the 3′ UTR is remodeled in axons to generate an isoform that is very efficiently translated in response to NGF and a non-coding RNA that may contribute to the maintenance of axon growth and integrity. Importantly, we discovered that 3′ UTR remodeling is performed by a cleavage complex containing the endonuclease Argonaute 2 (Ago2) and the RNA-binding protein (RBP) ELAV-like protein 4 (HuD).

A handful of recent studies have demonstrated distinct expression patterns of 3′ UTRs and respective coding sequences for thousands of neuronal (Kocabas et al., 2015) and non-neuronal (Mercer et al., 2011) genes. Because these 3′ UTR fragments do not originate from independent transcriptional events (Mercer et al., 2011), it has been suggested that remodeling of 3′ UTRs may occur post-transcriptionally. We provide evidence that 3′ UTR cleavage takes place in sympathetic neuron axons and demonstrate the impact on local protein synthesis and maintenance of axon integrity.

## Results

### Identification of 3′ UTR isoforms in axons and cell bodies of sympathetic neurons

To characterize the 3′ UTR isoforms localized in cell bodies or axons of rat sympathetic neurons, we performed stranded 3′ end RNA sequencing (RNA-seq) using mRNA isolated from neurons grown in compartmentalized chambers (Figure S1A). In this model system, distal axons are separated from cell bodies by a 1 mm wide Teflon divider, allowing the isolation of mRNA from distinct cellular compartments (Campenot, 1977; Riccio et al., 1997). 

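The deposited data comprised 8 libraries, with 2 replicates each of axons and cell bodies of sympathetic neurons kept with NGF and 2 replicates each with NT3. The paper reports 2 replicates per compartment and its text does not mention NT3, so the NGF libraries were taken as its samples. Summed counts were 13426779 and 13722967 in the NGF axon libraries and 91988201 and 91302080 in the NGF cell body libraries. Table S5 of the paper gives 99300000 and 80800000 mapped reads for axons and 82700000 and 86200000 for cell bodies, and under number of sequences, which it does not define, 27200000 and 24900000 for axons and 73500000 and 74500000 for cell bodies, without naming the neurotrophin. All values here use the summed counts, which for cell bodies exceed those mapped reads. According to the methods, RNA of each library came from several independent cultures and was amplified linearly before paired-end stranded sequencing. The authors mapped the reads to the rat genome build rn5 with TopHat2 and counted reads in the terminal window of each 3′ UTR isoform. The deposited values were expected counts not scaled to library size, and windows of neighboring isoforms can share reads. Values were rounded to whole numbers for tests on counts. The files listed 54350 isoforms of 22785 transcript IDs. Isoforms were ordered along the transcript by their number. The isoform numbered 0 was placed at the first missing number, since its counts across the NGF libraries were mostly closest to those of an isoform next to that gap. Among transcripts with 3 or more numbered isoforms, this held in 70.2% of 1887 with 1 missing number, against 39.4% by chance. With any number missing it held in 67.8% of 2647, against 38.9% by chance. Shared reads can add to this likeness, and the check does not test that numbers run from proximal to distal. For 4074 transcripts no number was missing and the place of isoform 0 remained open. Intervals given for shares of counts are 95% exact binomial intervals and cover counting error only, and for a count of 0 the upper limit given is 3 counts of the total.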

Prior to sequencing, mRNA was subject to two rounds of linear amplification (Figure S1B) that led to the accumulation of reads at the 3′ end of transcripts independently of the 3′ UTR length (Figures 1A and S1C), generating a read coverage profile similar to poly(A)-seq (Shepard et al., 2011). The rat genome is poorly annotated compared with mouse and human; therefore, 3′ end RNA-seq data were used to identify unknown isoforms by re-annotating the 3′ ends to the Ensembl Rn5 database (v.78). A segmentation algorithm (see STAR methods for details) was used to recognize regions of continuous coverage, which are expected to coincide with genuine 3′ UTRs (Figure 1B). In addition to the existing Ensembl annotations, we identified 26,468 new 3′ UTR isoforms and extended the 3′ UTR of 7,506 transcripts (Figures 1C, S1D, and S1E). 

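Neurofilament light chain, Nefl, had 6 isoforms in the deposited table, and all 6 were expressed in both axons and cell bodies. Its highest-numbered isoform, number 5, took 20.6% ± 0.452 (SD, n = 2) of Nefl counts in cell bodies and 14.2% ± 1.92 (SD, n = 2) in axons. Of the 6 isoforms of Elovl5, an elongase of long fatty acids, all 6 were expressed in cell bodies and 1 in axons. Snrk had 5 isoforms, of which 3 were expressed in each compartment. Apba2 had 5 isoforms, of which 4 were expressed in cell bodies and 3 in axons. In the whole table, 31565 isoforms with a number of 1 or higher belonged to 11449 transcript IDs, and 11336 transcript IDs had isoform 0 alone. The files give no positions or lengths, so 3′ UTR extensions could not be measured.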

We confirmed the expression of isoforms carrying longer 3′ UTRs in axons and cells bodies by using single-molecule fluorescence *in situ* hybridization (smFISH) targeting the long 3′ UTR of three transcripts: *Nefl*, *Snrk*, and *Apba2* (Figures 1D and S1F). The reliability of our annotations was further confirmed by checking them against a comprehensive polyadenylation atlas compiled from a number of independent resources (for details, see STAR methods). Nearly 70% of the newly identified 3′ ends were found within a distance of 100 nt from the annotations in these resources, demonstrating the suitability of our approach (Figures S1G and S1H). When critical sequencing data were re-analyzed using the more recent Ensembl Rn6 database, we obtained similar results (see STAR methods). Analysis of the poly(A) site (PAS) motifs within 150 nt of the 3′end revealed preferential usage of non-canonical PAS motifs for the longer 3′ UTRs (Figure S2A). The 3′ rapid amplification of cDNA ends (3′ RACE) performed for the *actin beta*, *stathmin 2*, and *cofilin1* transcripts on sympathetic neurons confirmed in all cases that the isoforms detected matched the 3′ ends identified by the screen (Figure S2B).

**Figure 1:**
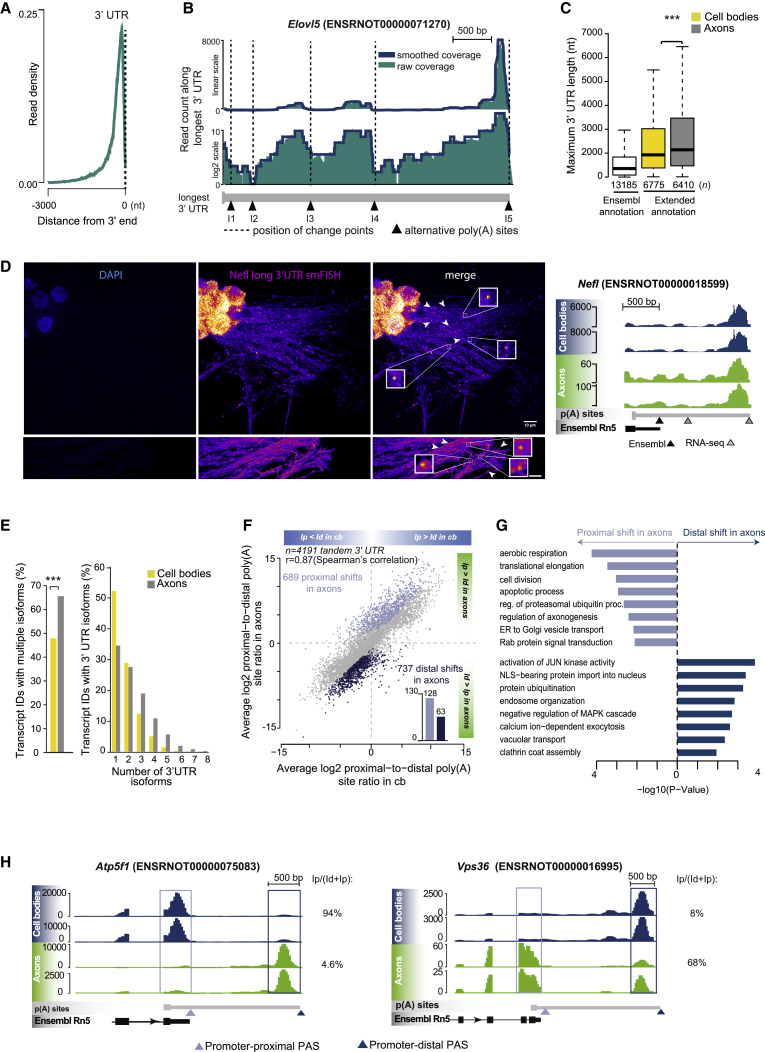
3′ End RNA-seq on RNA isolated from axons and cell bodies (A) Accumulation of reads at the 3′ end of the transcripts. The read density (number of reads/nt divided by the total number of reads) of 4,975 transcripts between 2,000 and 3,000 nt long is shown. Dashed line indicates the 3′ end. (B) Identification of novel 3′ ends in the longest 3′ UTR of *Elovl5*. Raw coverage was smoothed using a running median (window width of 100 nt), and potential 3′ ends were identified by segmenting sudden transitions in read depth. (C) Maximum 3′ UTR lengths for existing annotations in Ensembl Rn5 and for those newly identified by 3′ end RNA sequencing (RNA-seq) in this study (^∗∗∗^p = 1.010881e−06; two-sided Wilcoxon rank-sum test). (D) Left: single-molecule FISH (smFISH) of *Nefl* long 3′ UTR in sympathetic neurons cell bodies and axons. Arrowheads indicate mRNA puncta without any pixel dilation. Insets show 5× magnification of boxed area. Scale bar, 10 μm. Right: genome browser view of *Nefl* in axons and cell bodies. (E) Percentage of cell body and axonal transcript IDs showing multiple 3′ UTRs (left) and distribution of 3′ UTR isoforms per expressed Ensembl transcript ID (right) (^∗∗∗^p = 3.116589e−72; two-sided Fisher’s exact count test). (F) Scatterplot of the relative usage of promoter-proximal and promoter-distal poly(A) sites in cell bodies and axons (FDR < 0.01 between cell body and axonal compartment; Fisher’s exact test). Distal shifts in axons compared with cell body (dark blue); proximal shifts in axons compared with cell body (light blue). (Inset) 3′ UTR isoforms with proximal or distal shift uniquely detected in axons (see STAR methods for details). (G) Statistically enriched GO terms for transcripts showing a proximal (top) or distal (bottom) shift in poly(A) site usage in axons. (H) Genome browser view of representative transcripts with a marked shift toward decreased (*Atp5f1*) or increased (*Vps36*) promoter-proximal poly(A) site usage in axons compared with cell bodies. See also Figure S1.

### Differential distribution of 3′ UTR isoforms in axons and cell bodies

Distinct 3′ UTRs are generated by alternative polyadenylation of the nascent mRNA, and the choice of PAS is regulated by tissue- and developmental stage-restricted factors (Gruber and Zavolan, 2019; Lianoglou et al., 2013). To investigate whether specific 3′ UTR isoforms were localized in axons or cell bodies, transcripts were divided into two categories: those present solely in cell bodies or those present also in axons (Figures S2C and S2D). 

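Cofilin 1, Cfl1, which severs actin filaments, was higher in axons than in cell bodies by a log2 fold change of 3.49 (standard error 0.312, adjusted p = 0.0268 from edgeR's quasi-likelihood test, n = 2 per compartment). Actin beta, Actb, had a log2 fold change of 1.53 (standard error 0.386, adjusted p = 0.0887 from edgeR) with trimmed-mean scaling and of -0.60 (adjusted p = 0.228) with total counts alone. Stathmin 2, Stmn2, a regulator of microtubules, had a log2 fold change of 1.25 (standard error 0.174, adjusted p = 0.0605 from edgeR) and of -0.85 (adjusted p = 0.0336) with total counts alone. For Nefl the log2 fold change was -0.60 (standard error 0.165, adjusted p = 0.0939 from edgeR), and with total counts alone -2.70 (adjusted p = 0.0285). For Impa1 it was -3.25 (standard error 0.531, adjusted p = 0.0798 from edgeR), and with total counts alone -5.36 (adjusted p = 0.0285). The change of Cfl1 was 1.39 (adjusted p = 0.0369 from edgeR) with total counts alone, and its call was lost without a filter on low counts (3.25, adjusted p = 0.0614) and without cell body replicate 1 or 2 (3.56 and 3.42). Over all transcripts the median log2 fold change was -0.59 with trimmed-mean scaling and -2.68 with total counts alone. In axons 15788 isoforms of 7306 transcripts were expressed, and in cell bodies 29490 isoforms of 11919 transcripts. A total of 6942 transcripts were expressed in both compartments, 4977 in cell bodies only and 364 in axons only. An isoform counted as expressed above the 95th percentile of the background component in both replicates, or above the 10th percentile of the expressed component in at least 1, of a Gaussian mixture with 2 components. Of 13938 transcripts tested, 260 were higher and 0 lower in axons at an adjusted p under 0.05 from edgeR, whereas 3637 were lower at an unadjusted p under 0.05, DESeq2 called 2489 higher and 2519 lower, and edgeR with total counts alone called 405 higher and 5710 lower. With a minimum of 10 counts in both replicates in place of the mixture, 10360 isoforms were expressed in axons.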

We found 9,378 3′ UTR isoforms associated with 6,410 transcripts in axons (Figure S2E). 

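Transcripts expressed in axons had 2.84 ± 1.75 isoforms expressed in axons or cell bodies and 2.16 ± 1.29 isoforms expressed in axons (SD, n = 7306 transcripts), and transcripts expressed in cell bodies only had 1.94 ± 1.13 (SD, n = 4977 transcripts). Among axonal transcripts, 72.5% had several isoforms with both compartments counted, compared with 54.6% of the cell body transcripts (odds ratio 2.19, 95% interval 2.03 to 2.37, p = 4.04e-92, two-sided Fisher's exact test). With only the isoforms expressed in axons counted, 60.9% of axonal transcripts had several (odds ratio 1.30, 95% interval 1.20 to 1.39, p = 3.98e-12, two-sided Fisher's exact test). Transcripts with 3 or more isoforms made up 49.3% of the axonal ones with both compartments counted, 31.4% with axons counted, and 25.3% of those expressed in cell bodies only. Axonal transcripts were also the more abundant ones in cell bodies, where the median of their highest isoform count was 1887, compared with 307.7 for transcripts expressed in cell bodies only. Within 10 equal groups of transcripts by that count, with both compartments counted, the common odds ratio was 1.15 (95% interval 1.05 to 1.26). The files hold no 3′ UTR lengths, so the lengths were not compared.

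**Figure D1:**
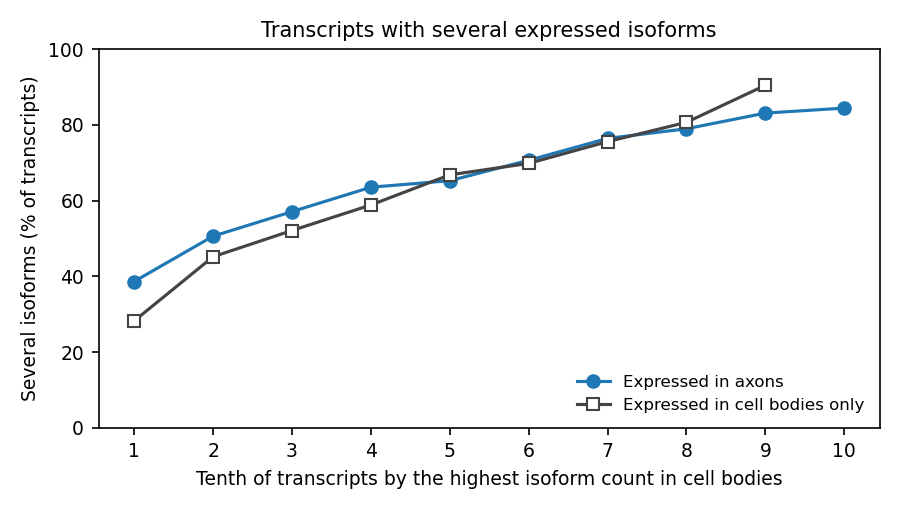
Percent of transcripts with several isoforms expressed in axons or cell bodies (y axis) in each of 10 equal groups of transcripts by their highest isoform count in NGF cell bodies (x axis), for transcripts expressed in axons (filled circles) and in cell bodies only (open squares). In group 1, the lowest, the values were 38.7% and 28.2%, in group 5 they were 65.3% and 66.8%, and group 10 held 0 transcripts expressed in cell bodies only.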

On average, axonal transcripts expressed longer 3′ UTRs and a higher number of 3′ UTR isoforms than the cell body transcripts, with many axonal transcripts expressing three or more alternative 3′ UTRs (Figure 1E).

Next, we compared the relative usage of promoter-proximal and promoter-distal PASs between transcripts with multiple isoforms located either in cell bodies or axons. Transcripts containing two or more 3′ UTR isoforms were considered for further analysis (4,191 tandem pairs of 3′ UTR isoforms; Figure 1F), and the difference in log2 proximal-to-distal expression ratios of 3′ UTR isoforms between cell bodies and axons was calculated. A difference below −1 or above 1 (false discovery rate [FDR] < 0.01, Fisher’s exact count test) indicated, respectively, a distal or proximal shift of poly(A) usage in axons compared with the cell body. 

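Stmn2 used its proximal isoform for 25.7% ± 2.44 (SD, n = 2) of the counts of its outermost pair in cell bodies and for 48.8% ± 12.8 (SD, n = 2) in axons, a proximal shift that was not called without axon replicate 2 (S1, the difference in log2 ratio, -1.46 and -0.93). For isoforms 1 and 5 of Nefl the share went from 27.8% ± 1.39 to 52.2% ± 6.31 (SD, n = 2 each), but the place of its isoform 0 was open, and with isoform 0 as the most distal one the share was 50.4% in cell bodies and 50.6% in axons and no shift was called. In cell bodies the counts of isoform 0 were thus closer to those of isoform 1 than of isoform 5. Likeness of counts does not favor the last place, so this alternative does not decide the shift. Actb had 3.77% ± 0.248 in cell bodies and 1.91% ± 1.23 in axons (SD, n = 2 each) and was not called. Among 4535 pairs, 535 transcripts (11.8%) had a proximal shift and 481 (10.6%) a distal shift in axons. The median difference in log2 ratio, cell bodies minus axons, negative where the proximal isoform had the larger part in axons, was -3.08 for the proximal and 2.79 for the distal shifts. Each pair joined the outermost expressed isoforms of inferred place, without an isoform 0 of open place in 953 pairs, for a transcript expressed in axons, with a pseudocount of 1 in the ratio, and calls followed the thresholds of the methods with Fisher's exact test on summed counts. Across pairs, which are not independent replicates, Spearman's rho of the ratio between replicates was 0.990 in cell bodies and 0.667 in axons. Of the proximal shifts, 238 passed the thresholds in each replicate taken alone, as did 179 of the distal shifts. Pairs of the 2 isoforms of highest count, whose windows can share reads, gave 249 proximal and 285 distal shifts. A minimum of 10 counts in both replicates gave 306 and 209. It counted 39259 isoforms as expressed in cell bodies, against 29490 with the mixture, so the outermost pair of a transcript could change. The same thresholds called 713 pairs between the 2 NGF axon libraries, against a mean of 961.5 between 1 axon and 1 cell body library. Fisher's test on summed counts takes no account of the spread between replicates. EdgeR's quasi-likelihood test, which does, called 0 pairs at an adjusted p under 0.01, with 1106 pairs at an unadjusted p under 0.05. The smallest adjusted p from edgeR was 0.0804. In a simulation with the same spread for all isoforms of a compartment, edgeR recovered 0% of 200 changed pairs and Fisher's test called 964 unchanged pairs. In the axon data the spread fell with the count, so neither value is an estimate for these libraries. The 0 calls of edgeR do not by themselves show that shifts are absent.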

We found 737 isoforms (17.7% of tandem 3′ UTR isoforms) that displayed increased usage of distal PAS in axons and therefore expressed long 3′ UTR (Figure 1F, dark blue dots) and 689 transcripts (16.5% of tandem isoforms) that preferentially expressed short 3′ UTR isoforms in axons (Figure 1F, light blue dots), with high correlation between sample types (Spearman coefficients r = 0.97 for cell bodies samples and r = 0.64 for axon samples) (Figure S2F). Gene Ontology (GO) functional analysis revealed that terms associated with axon growth and energy and protein metabolisms were statistically overrepresented among axonal transcripts with shorter 3′ UTRs, whereas terms associated with more general biological pathways, such as intracellular signaling, were enriched among axonal transcripts with longer 3′ UTRs (Figure 1G). A subset of transcripts selected by applying a thresholding method (see the Figure 1F legend and STAR methods for details) displayed extreme differences in isoform usage, 63 transcripts with longer 3′ UTR and 128 transcripts with shorter 3′ UTR were either uniquely detected or expressed at very high levels in axons (Figure 1F, inset). 

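The stringent thresholds left 158 transcripts with a proximal shift and 139 with a distal shift. Among the transcripts with a proximal shift, the proximal isoform had a median of 122 counts in cell bodies and of 42.1 in axons, and it was below the expression threshold in cell bodies for 51 and at a count of 0 there for 1. Among those with a distal shift, the distal isoform had a median of 23.5 counts in cell bodies and of 48.6 in axons, and it was below the expression threshold in cell bodies for 86 and at a count of 0 there for 25. Cell body libraries held 6.75 times as many counts as axon libraries on average. Of these shifts, 45 proximal and 29 distal ones passed the thresholds in each replicate taken alone, and without axon replicate 2 the distal shifts numbered 75. The paper states that the detection of many shorter isoforms solely in axons led it to ask whether they result from local remodeling.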

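Atp5f1, a subunit of the mitochondrial ATP synthase, used its proximal isoform for 93.8% ± 1.94 (SD, n = 2) of the pair's counts in cell bodies and for 6.65% ± 6.05 (SD, n = 2) in axons. Vps36, a subunit of an endosomal sorting complex, went the other way, from 8.37% ± 0.362 to 69.5% ± 5.99 (SD, n = 2 each). Isca1, which takes part in iron-sulfur cluster assembly, went from 9.73% ± 0.592 to 85.3% ± 6.92 (SD, n = 2 each). Sub1, a transcriptional coactivator, fell from 88.6% ± 1.55 to 52.7% ± 8.48 (SD, n = 2 each). The share for Sh3pxd2a was 55.1% ± 1.37 in cell bodies and 6.41% ± 7.56 in axons, and for Hspa1a, an inducible heat shock protein, it was 25.8% ± 7.59 and 0.617% ± 0.167 (SD, n = 2 each). For Cd1d1, which presents lipid antigens, the share was 96.0% ± 1.56 (SD, n = 2) in cell bodies, and the proximal isoform had 0 counts in both axon libraries, which allows up to 1.85% and 1.13% of the pair's counts. This proximal isoform was isoform 0, of inferred place, with 68.2 and 75.2 counts in cell bodies. With isoform 0 left out, the share was 59.2% in cell bodies and 67.4% in axons and no shift was called. With the minimum of 10 counts the pair was isoforms 1 and 9, and a distal shift was called. In Pbx1, a homeodomain protein, the share was 11.5% ± 0.212 in cell bodies and 81.4% ± 26.4 in axons, and in Rpl7l1 it was 2.90% ± 0.0655 and 69.4% ± 41.3 (SD, n = 2 each). Vimp had 97.2 and 8.02 proximal and 0 and 189.5 distal counts in axon replicates 1 and 2, and Slc30a4, a zinc transporter, had 0 and 55.1 proximal and 9.02 and 1.00 distal counts with its isoform 0 of open place left out, so that the calls of both rested on axon replicate 2. Mtmr7 had 94.9% ± 0.379 in cell bodies and 10 and 2 proximal counts with 0 distal counts in axons, and Pcnp had 1.78% ± 0.0538 and 8.86% ± 7.60 (SD, n = 2 each), and neither passed the thresholds. C1qtnf1 had no ordered pair, and its isoform 1 took 12.4% ± 3.01 of its counts in cell bodies and 86.9% ± 7.20 in axons (SD, n = 2 each). Of the 14 examples, 11 passed the thresholds in the direction shown by the figures with the outermost expressed isoforms of inferred place as the pair. With the 2 isoforms of highest count 4 did. For Atp5f1, Vps36 and Sh3pxd2a that pair had near-equal counts in both compartments, and windows can share reads, so it says little about the outermost pair. With the minimum of 10 counts 7 did. It left Vimp and Slc30a4 without a pair. The pair, no longer called, became isoforms 1 and 6 for Isca1 (97.6% in cell bodies and 100% in axons) and 0 and 6 for Rpl7l1 (5.38% and 0%). With edgeR's quasi-likelihood test 0 of the 14 passed, and with all 8 libraries 1 did (Cd1d1). In the simulation, whose spread did not fall with the count as it did in the axon data, that test recovered 0% of 200 changed pairs. This is not an estimate of its recovery here, and the 0 by itself does not show that the shifts are absent.

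**Figure D2:**
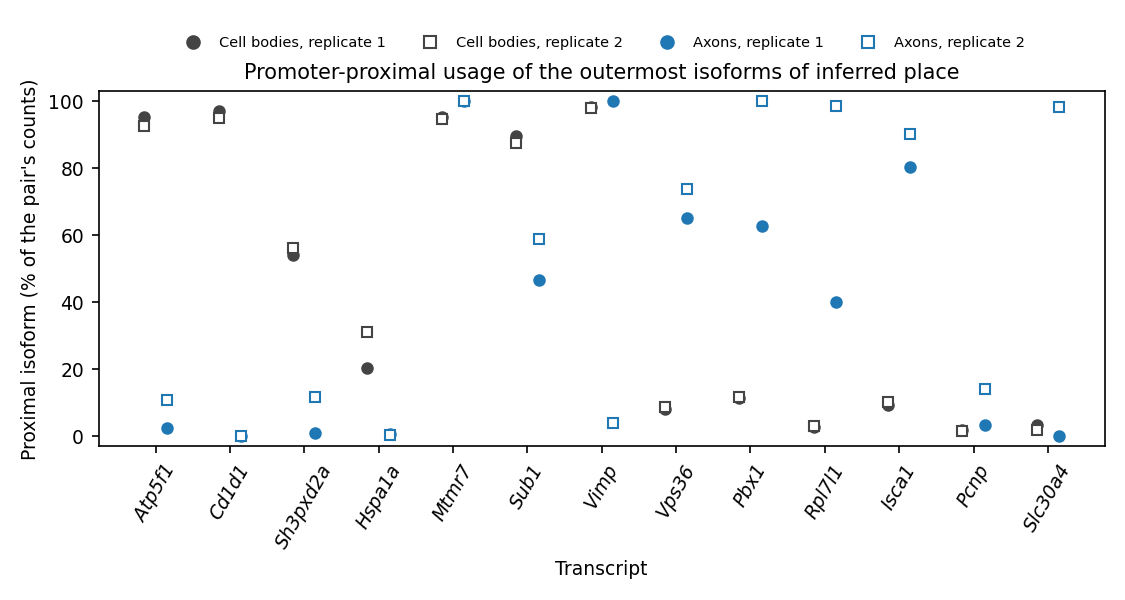
Promoter-proximal isoform as a percent of the counts of the outermost expressed isoforms of inferred place (y axis) for 13 transcripts (x axis), in each NGF cell body library (gray) and axon library (blue), with replicate 1 filled and replicate 2 open. For Atp5f1 the axon replicates stand at 2.37% and 10.9%.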

Examples of transcripts with strikingly distinct poly(A) usage in cell bodies or axons are shown in Figures 1H, S3A, and S3B.

### An *IMPA1* isoform with a short 3′ UTR is expressed only in axons

The finding that many shorter 3′ UTR isoforms were detected solely in axons prompted us to investigate whether they may be the result of local remodeling. We previously discovered that the *IMPA1* transcript is transported to, and highly enriched in, sympathetic neuron axons and that its local translation is necessary for maintaining axon integrity (Andreassi et al., 2010). IMPA1 is the enzyme that regulates the inositol cycle and plays a key role in both the synthesis of *de novo* inositol and the recycling of inositol polyphosphates generated upon receptor activation (Resnick and Saiardi, 2008). The inositol ring is the structure upon which many intracellular messengers are built, including the calcium-releasing factor I(1,4,5)P_3_ and several membrane phosphoinositides (Di Paolo and De Camilli, 2006). Importantly, IMPA1 is one of the targets of lithium in neurons (Berridge et al., 1989) and has been implicated in the pathogenesis of bipolar disorders (Saiardi and Mudge, 2018). The 3′ end RNA-seq revealed that in sympathetic neurons, *IMPA1* expresses three isoforms bearing 3′ UTRs of different length (Figure 2A, left). 

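Impa1, inositol monophosphatase 1, had 5 isoforms in the deposited table, with 23833 and 22810 counts in the cell body libraries and 87 and 81 in the axon libraries. Isoform 0 took 30.0% ± 0.118 of Impa1 counts in cell bodies and 31.6% ± 0.753 in axons (SD, n = 2 each). Isoform 4 took 24.9% ± 0.476 and 26.9% ± 3.88, isoform 5 took 21.9% ± 0.803 and 23.3% ± 3.70, and isoform 2 took 18.7% ± 0.898 and 16.5% ± 5.90 (SD, n = 2 each). Isoform 1, first in the inferred order, took 4.42% ± 0.263 in cell bodies, with 1009 and 1051 counts, and had 3 and 0 counts in the axon libraries. In axon replicate 1 that is 3.45% (95% exact binomial interval 0.717% to 9.75%), and in axon replicate 2 a count of 0 allows a share of up to 3.70% (3 counts of the total). Each of the 5 isoforms had counts in both cell body libraries. The difference in share between compartments had an adjusted p from 0.256 for isoform 1 to 0.928 for isoform 0 over the 5 isoforms (two-sided Fisher's exact test on summed counts). The files give isoforms by number without positions, so none could be matched to the isoforms named in the paper, and windows closer together than their width share reads.

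**Figure D3:**
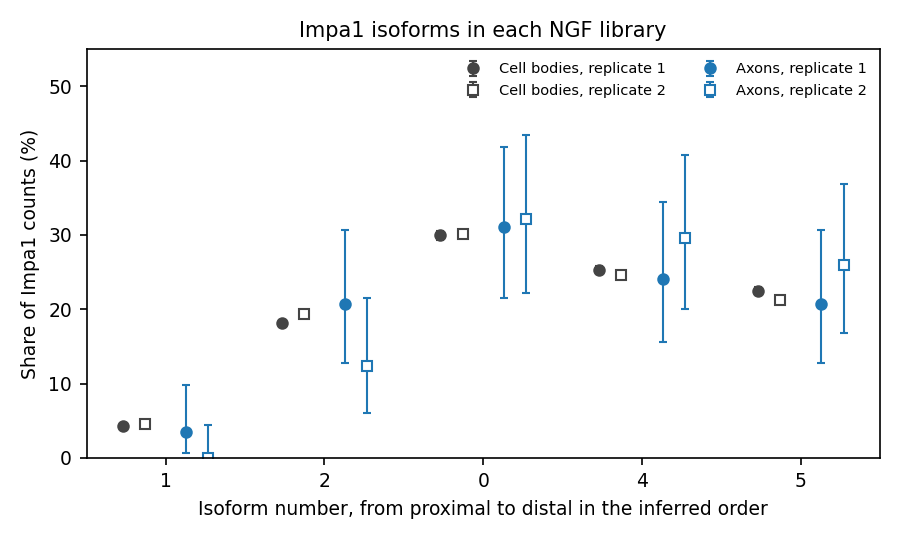
Share of Impa1 counts in percent (y axis) for each isoform number in the inferred order (x axis), in each NGF cell body library (gray) and axon library (blue), with 95% exact binomial intervals as bars. For isoform 0 the cell body replicates stand at 30.0% and 30.1% and the axon replicates at 31.0% and 32.1%.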

Two major isoforms named *IMPA1-Short* (*IMPA1-S*, 3′ UTR 1,128 nt) and *IMPA1-Long* (*IMPA1-L*, containing an additional 120 nt axonal localization element, 3′ UTR 1,248 nt) were expressed in cell bodies and cell bodies and axons, respectively, while the third newly identified isoform carrying a much shorter 3′ UTR was detected only in axons. We named this axon-specific isoform *IMPA1-Cleaved* (*IMPA1-C*, 3′ UTR 451 nt). The distribution of *IMPA1* 3′ UTR isoforms was further confirmed by 3′ RACE on mRNA isolated either from cell bodies or distal axons of sympathetic neurons grown in compartmentalized chambers (Figure 2A, right). Northern blot analysis showed that the three isoforms were expressed in sympathetic neurons and PC12 cells (Figure 2B).

**Figure 2:**
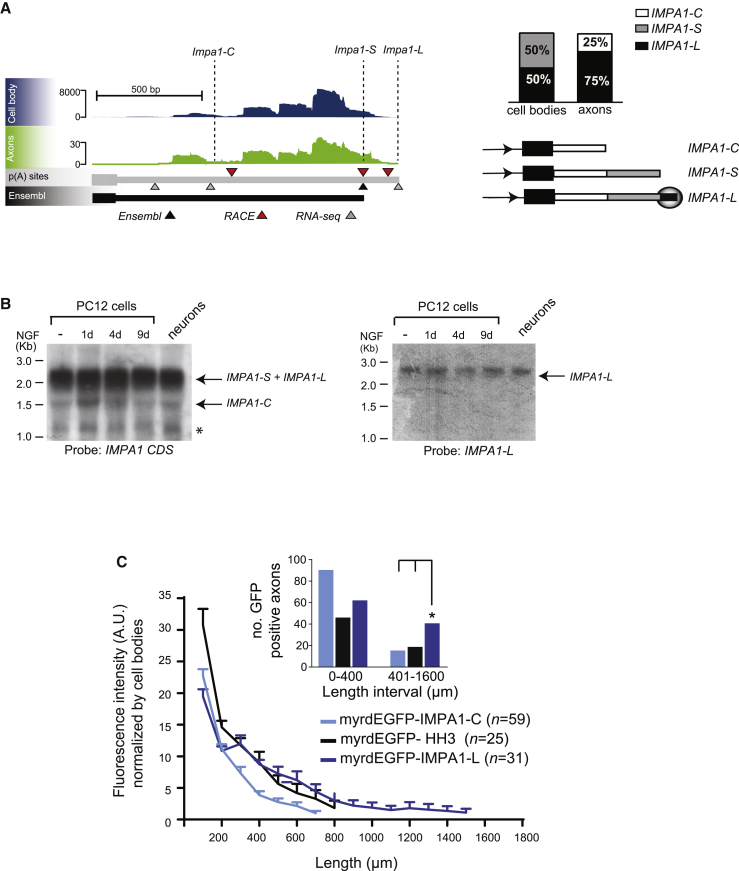
Remodeling of *IMPA1* 3′ UTR in axons (A) Left: genome browser view of *IMPA1* transcripts in axons and cell bodies transcriptomes by 3′ end RNA-seq, Ensembl annotation, and 3′ RACE (gray, black, and red arrowheads, respectively). Dashed lines indicate 3′ end of the isoforms. Right: percentage of RACE clones (top) containing different *IMPA1* 3′ UTR isoforms in axons and cell bodies (cell bodies n = 15, axons n = 12), and schematics of the three *IMPA1* 3′ UTRs (bottom). Shadowed circle indicates axonal localization signal in *IMPA1-L* 3′ UTR. (B) Northern blot analysis of RNA isolated from naive (-) or NGF-differentiated PC12 cells and sympathetic neurons using probes annealing with *IMPA1* CDS (left) or *IMPA-L* 3′ UTR (right). Note that the resolution of agarose gels and the abundance of the *IMPA1-S* isoform prevent the discrimination of *IMPA1-S* and *IMPA1-L* when using *IMPA1* CDS probe. Asterisk (^∗^) indicates a further isoform with a very short 3′ UTR detected by *IMPA1* CDS probe. Representative images from 3 independent experiments. (C) Quantitative analysis of GFP protein immunofluorescence in axons of sympathetic neurons expressing either myrdEGFP-IMPA1-L, myrdEGFP-IMPA1-C, or myrdEGFP-Histone H3 (HH3). (Inset) Distribution of GFP-positive axons at the indicated length intervals (^∗^p = 0.0108; chi-square = 6.494, df = 1). See also Figure S2.

Lack of detection of short isoforms in cell bodies may be due to the fact that they are generated co-transcriptionally by alternative polyadenylation and rapidly transported to axons. To test whether localization elements present in the *IMPA1-C* 3′ UTR target the transcript to axons, we used a reporter assay based on the expression of myrdEGFP, a myristoylated and destabilized form of GFP with a very short half-life and limited intracellular diffusion (Aakalu et al., 2001). We previously demonstrated that a sequence found at the 3′end of *IMPA1-L* was necessary and sufficient to localize the transcript to axons (Andreassi et al., 2010). When sympathetic neurons were electroporated with myrdGFP-IMPA1-L, the GFP signal was clearly detected in axons up to 1,600 μm from the cell bodies. By contrast, the signal from myrdGFP-IMPA1-C was restricted to cell bodies and proximal axons (Figures 2C and S4A), indicating that similarly to *IMPA1-S* and *Histone H3* (*HH3*), the short 3′ UTRs lacking the localization element cannot target the transcript to distal axons, despite being expressed at similar levels (Figures S4B–S4D). Because *IMPA1-C* was detected only in axons by 3′ RACE, but the transport assay suggests that it cannot be localized to distal axons, we hypothesized that the short 3′ UTR of *IMPA1-C* may be generated *in situ* by *IMPA1-L* cleavage. Interestingly, several transcripts expressing shorter 3′ UTRs and potentially undergoing local remodeling were also found in dendrites of hippocampal neurons (Tushev et al., 2018), suggesting that this could be a widespread phenomenon associated with distally localized mRNAs.

### Endonucleolytic cleavage of axonal transcripts

To explore whether the 3′ UTR of *IMPA1-L* is cleaved in axons, we used a modified RT-PCR protocol (named RNA oligonucleotide (oligo)-mediated ligation [RML] RT-PCR) that allows the amplification and cloning of 3′ UTR fragments generated by cleavage (Figure S5A). We reasoned that the predicted cleavage site would likely be in the proximity of the proximal PAS, as the 3′ UTR processing would generate an isoform expressing a shorter polyadenylated 3′ UTR. RML RT-PCR of mRNA isolated from severed axons (Figure S5B) and performed on *IMPA1*, *Sms*, and *Maoa*, two transcripts that showed an isoform expression pattern similar to *IMPA1*, revealed that most clones contained fragments corresponding to the cleaved 3′ UTR fragments (Figures 3A, S5C, and S5D). Remarkably, the fragments were stable, homogeneous in size, and mapped to precise positions relative to our predicted cleavage site, suggesting that they are not generated by 5′–3′ exonucleolytic degradation. By contrast, 3′ UTR cleavage was not detected in axonal transcripts that did not show alternative PAS usage, such as *Cops3*, *Fdxr*, and *Maf1* (Figure 3B). Thus, our findings indicate that the axonal specific short isoforms of *IMPA1*, *Maoa*, and *Sms* are generated through a process of 3′ UTR remodeling that takes place in axons.

**Figure 3:**
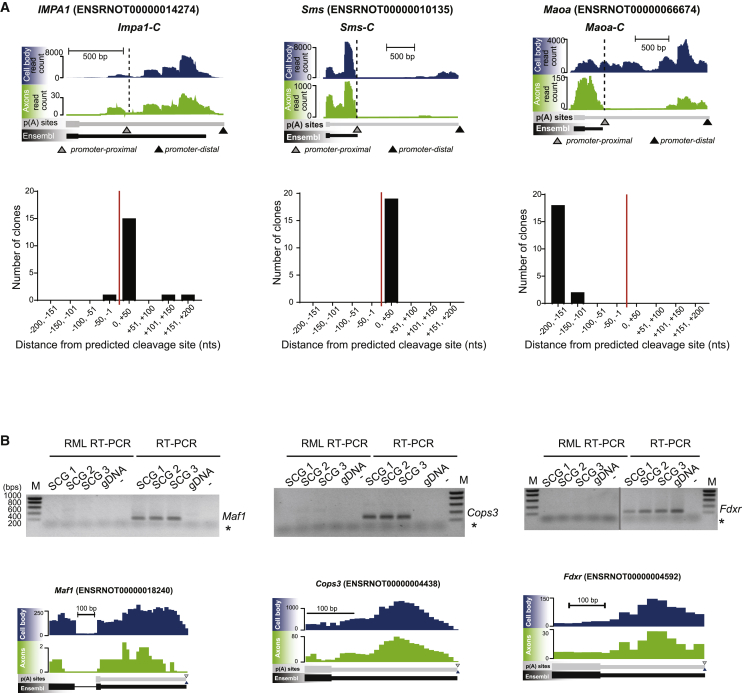
The 3′ UTRs of many transcripts are remodeled in axons (A) Top: genome browser view of *IMPA1*, *Sms*, and *Maoa* transcripts in sympathetic neuron axons and cell bodies transcriptomes by 3′ end RNA-seq and Ensembl annotation (gray and black arrowhead, respectively). Dashed lines indicate 3′ end of the short isoforms. Bottom: number of clones of cleaved *IMPA1-L*, *Sms*, and *Maoa* 3′ UTR fragments purified from axonal RNA and grouped according to distance from the predicted cleavage site (red line). Each bin represents 50 nt. (B) Absence of cleaved fragments in *Maf1*, *Cops3*, and *Fdxr* transcripts (top, left lanes). The presence of corresponding cDNAs was assessed by regular RT-PCR (top, right lanes). Gray vertical line indicates samples ran on separated gel. Asterisk (^∗^) represents primer dimers bands. Primers to amplify *Fdxr* cDNA are intra-exonic therefore they amplify also genomic DNA (gDNA). Noncontiguous lanes from the same experiment are shown side by side, as indicated by the gray line. Bottom: genome browser view of *Maf1*, *Cops3*, and *Fdxr* transcripts in axons and cell bodies transcriptomes by 3′ end RNA-seq and Ensembl annotation (gray and black arrowhead, respectively). See also Figure S3.

### An Ago2 complex mediates *IMPA1-L* 3′ UTR cleavage in axons

We next sought to identify the RBPs that mediate the 3′ UTR cleavage. A potential candidate was the nuclear cleavage and polyadenylation specificity factor CPSF3 (Mandel et al., 2006). However, neither *CSPF3* mRNA nor protein was detected in axons (Figure S5E).

Mass spectrometry analysis of proteins associated with polyadenylated transcripts in sympathetic neurons previously performed in our laboratory had revealed that the DNA/RNA helicase Upf1 was one of the few RBPs that interacted with axonal transcripts in response to NGF (A. Ludanyi, M.G., and A.R., unpublished data). Upf1 is part of the complex that mediates nonsense-mediated decay (NMD) of mRNA, an RNA surveillance pathway that induces rapid degradation of transcripts harboring a premature termination codon to prevent translation of truncated proteins (Kurosaki and Maquat, 2013). In addition, binding of Upf1 is enriched on longer 3′ UTRs and contributes to maintaining mRNAs in a translationally silent state (Hurt et al., 2013). Since Upf1 does not have cleavage activity and because RBPs are usually found within large multi-protein complexes, we performed mass spectrometry analysis of proteins that co-immunoprecipitated with Upf1 (Figure S6A). We identified 325 unique peptides that mapped on 72 proteins (Tables S1–S3), including known interactors of Upf1, such as Polyadenylate-binding protein 1 (Pabp1), ELAV-like protein 2, and interleukin enhancer-binding factor 2 (BioGRID:https://thebiogrid.org/111908/summary/homo-sapiens/upf1.html). Interestingly the endonuclease Ago2 and the neuron-specific HuD were among the most abundant proteins that co-immunoprecipitated with Upf1 (Figure 4A). As for most RBPs, HuD and Ago2 regulate many aspects of RNA metabolism, including alternative splicing, alternative polyadenylation, and mRNA stability and translation (Meister, 2013; Perrone-Bizzozero and Bird, 2013; Yoo et al., 2013). Both Upf1 and Ago2 were clearly detected in sympathetic neuron axons (Figures 4B and 4E), and co-immunoprecipitation experiments confirmed the interaction of Upf1 with HuD, Ago2, and the Poly(A)-binding protein cytoplasmic 4 (Pabpc4) in neurons (Figure 4C). RNA immunoprecipitation (RIP) assays performed on sympathetic neurons showed a robust interaction of Ago2, HuD, and Upf1 with *IMPA1-L* 3′ UTR (Figures 4D and S6B–S6D). We detected significantly less binding of Ago2 to *Maf1* 3′ UTR (Figure 4D), a transcript that is not predicted to undergo 3′ UTR cleavage (Figure 3B). Immuno-RNA FISH confirmed the colocalization of Ago2 and HuD with IMPA1 transcript (Figure 4E). Further insights into the mechanisms regulating the assembly of the cleavage complex on *IMPA1-L* 3′ UTR were provided by RIP experiments performed on PC12 cells lacking either HuD, Ago2, or Upf1 (Figures S6C and S6E). We found that while HuD recruitment to *IMPA1* RNA is independent of Ago2 and Upf1, Upf1 binding is regulated by both Ago2 and to a lesser extent HuD (Figure 4F), suggesting that HuD binding may represent one of the initial steps for the formation of the complex.

**Figure 4:**
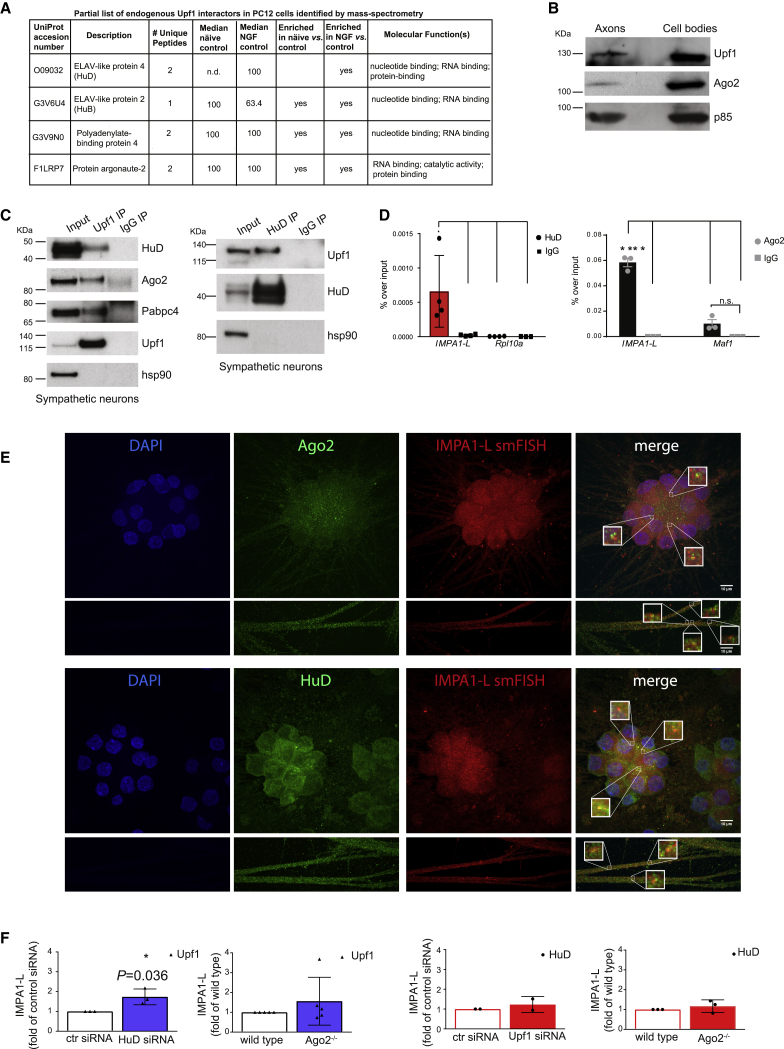
A complex containing Ago2, HuD, and Upf1 interacts with IMPA1 transcript (A) Partial list of Upf1 interactors identified in PC12 cells by mass spectrometry. n.d., not detected. (B) Western blots of Upf1, Ago2, and PI3K subunit p85 (as loading control) on axons and cell bodies of sympathetic neurons (n = 3). (C) Co-immunoprecipitation of Upf1 (left) or HuD (right) with the indicated proteins in sympathetic neurons (n = 3). (D) RNA immunoprecipitation (RIP) of *IMPA1-L*, *Rpl10a* (as negative control), or *Maf1* mRNA, with HuD (left) or Ago2 antibody (right), and normal IgG antibody in sympathetic neuron lysates. Data are means ± SEM of ΔΔCt values between antibody or immunoglobulin G (IgG) samples and respective inputs expressed as fold of inputs (^∗^p = 0.0465, paired one-tailed t test, t = 2.434, df = 3, n = 4; ^∗∗∗∗^p < 0.0001 two-way ANOVA, Sidak’s multiple comparison test t = 22.11, df = 4, n = 3). n.s., not statistically significant. (E) Immuno-FISH of *IMPA1-L* transcript with Ago2 (top) and HuD (bottom) proteins. mRNA puncta were not subject to pixel dilation. Insets- show 5X Mmagnification of boxed area. Scale bar, 10 μm. (F) RIP of *IMPA1-L* transcript with Upf1 or HuD antibodies. Experiments were performed on PC12 cells either transfected with control (siRNA), *HuD*, or *Upf1* siRNA or on wild-type (WT) or CRISPR-deleted Ago2 (*Ago2*^*−/−*^) PC12 cells. (*p = 0.036, unpaired two-tail t test, t = 3.179, df = 4; only statistically significant comparisons are indicated, n as indicated.) See also Figure S4 and Tables S1–S3.

Ago2 is the only member of the Argonaute family of proteins with endonuclease activity and is known to bind preferentially to long 3′ UTRs (Meister, 2013). To investigate whether Ago2 was the endonuclease responsible for the cleavage of *IMPA1* 3′ UTR, PC12 cells lacking Ago2 were generated by CRISPR (Figure S6E). In the absence of Ago2, the cleavage of IMPA1 3′ UTR was significantly reduced as assessed by RML qRT-PCR (Figure 5A), indicating that Ago2 is one of the endonucleases responsible for the 3′ UTR processing. To further assess the contribution of Ago2 to 3′ UTR remodeling, we designed an *in vitro* cleavage assay. Recombinant Ago2 was incubated with a 5′ end-labeled RNA oligo encompassing the predicted cleavage site and cytoplasmic lysates of sympathetic neurons. A stable fragment of the expected size was detected (64 nt; Figures 5B and S6F), together with a smaller fragment probably generated by the trimming of the primary cleaved fragment (Cheloufi et al., 2010). When the cleavage assay was performed using a recombinant catalytic mutant Ago2 bearing a mutation of aspartate^597^ to alanine, which abolished the endonuclease activity (Liu et al., 2004), *IMPA1* 3′ UTR cleavage was greatly reduced (Figures 5B, S6G, and S6H). Moreover, mutations of the cleavage site identified with the RML RT-PCR assay abolished Ago2-dependent cleavage (Figure 5C, Δcleavage site), while decreasing the binding of Ago2 to *IMPA1-L* 3′ UTR (Figure 5D).

**Figure 5:**
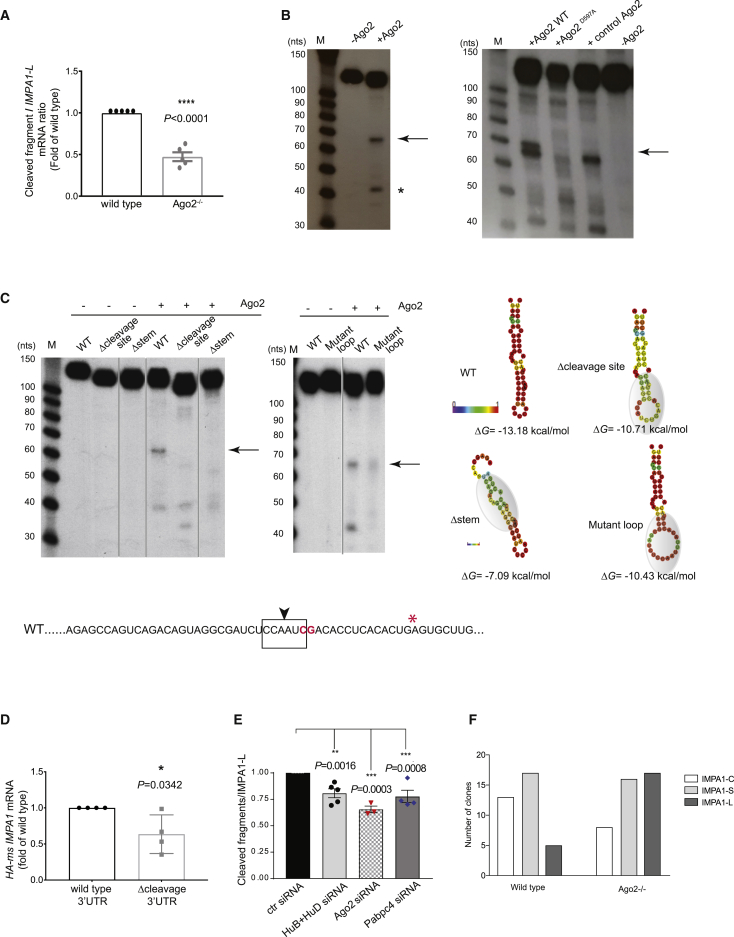
Ago2 mediates the cleavage of IMPA1 3′ UTR (A) RNA oligonucleotide (oligo)-mediated ligation (RML) of *IMPA1-L* transcript followed by qRT-PCR of WT or *Ago2*^*−/−*^ PC12 cells. Results are presented as fold over WT samples. Unpaired two-tailed t test, t = 9.912, df = 8 (n = 5). (B) Radioactive *in vitro* cleavage assay of 5′ end-labeled *IMPA1-L* RNA oligos using cytoplasmic lysates of sympathetic neurons and human recombinant Ago2 (left) or mouse recombinant WT or catalytic mutant (Ago2^D597A^) Ago2. Control Ago2 is a commercially available human WT Ago2 (right). Arrows indicate cleaved fragment, and asterisk indicates a smaller fragment, probably due to trimming of the main fragment. Irrelevant lanes have been removed (n = 3). (C) Radioactive *in vitro* cleavage assay of 5′ end-labeled WT or mutant *IMPA1-L* RNA oligos. Left: a band corresponding to the expected size of the cleaved fragment (67 nt, arrows) is detected in WT oligos while it is absent in mutants. Noncontiguous lanes from the same experiment and autoradiography blot are shown side by side, while irrelevant lanes have been removed, as indicated by the gray lines (n = 4). Right: folding predictions of WT and mutant *IMPA1-L* oligos. Color-coded probability of pairing is shown as heatmap. Δ*G* values are indicated. Shadowed area points to the effect of the mutation on the secondary structure of the oligo. (Bottom) Sequence of the WT oligo used for folding prediction. Arrowhead indicates the point of cleavage. Boxed sequence is deleted in the Δcleavage site mutant. Nucleotides in red bold are mutated in the mutant loop oligo. Asterisk points to the truncation of the Δstem mutant. (D) *HA*-ms *IMPA1* RIP in PC12 cells expressing either WT HA-*ms* IMPA1-*rat* L 3′ UTR or a mutant bearing a deletion of the cleavage site (Δcleavage-3′ UTR). Data were normalized by *c-myc* mRNA as a positive control. Unpaired two-tailed t test (n = 4). (E) *IMPA1-L* cleavage was assayed by RML qRT-PCR on RNA purified from PC12 cells transfected with the indicated siRNAs. Two-way ANOVA, Dunnett’s multiple comparison test, df = 16. (F) Number of clones bearing IMPA1-C, IMPA1-S, or IMPA1-L 3′ UTR in WT and *Ago2*^*−/−*^ PC12 cells. Thirty-five and 41 randomly selected clones obtained by 3′ RACE from WT and *Ago2*^*−/−*^ cells were sequenced. p = 0.0255, chi-square test, df = 2. All data in this figure are presented as mean ± SEM. Tests are indicated in the legend and p values in the figure. See also Figure S5.

Ago2 is a double-strand (ds)RNA endonuclease that typically cuts through microRNA (miRNA) paired to target mRNA (Meister, 2013). However, Ago2 can also cleave miRNA precursors and mimetics by recognizing stem-loop structures (Cheloufi et al., 2010; Harwig et al., 2017). When *IMPA1-L* 3′ UTR was run through the RNA folding prediction software RNAfold (Gruber et al., 2008), the sequence surrounding the predicted cleavage site formed a stable stem-loop (Figures 5C, wild type [WT], and S6I). To test whether Ago2-dependent cleavage of *IMPA1-L* 3′ UTRs may occur through the binding and cleavage of a dsRNA structure, we synthesized oligos with either an impaired stem structure (Δstem) or an enlarged loop (mutant loop). Ago2-dependent cleavage of these mutants was virtually undetectable (Figure 5C), confirming that the stem-loop structure surrounding the cleavage site is necessary for Ago2 cleavage of *IMPA1*. It should be noted that in the Δstem mutant oligo the sequence surrounding the cleavage site is intact, indicating that Ago2 cleavage of *IMPA1-L* is not dependent on miRNA potentially targeting the cleavage site.

The cleavage assay was performed in the presence of neuronal cytoplasmic lysates, and it is expected that additional RBPs and/or co-factors are required for the Ago2-dependent cleavage reaction and the stabilization of the cleaved fragments. Indeed, silencing of either *Ago2*, *HuD/B*, or *Pabpc4* in PC12 cells decreased the cleavage of endogenous *IMPA1-L* 3′ UTR consistent with the levels of small interfering RNA (siRNA)-mediated silencing for each molecule (Figures 5E and S6J). 3′ RACE of IMPA1 clones performed in either WT or in PC12 cells lacking Ago2 confirmed that in the absence of Ago2, the number of clones expressing the cleaved 3′ UTR (*IMPA1-C*) was significantly lower, whereas the number of clones expressing *IMPA1-L* increased (Figure 5F).

Taken together, these data indicate that a protein complex containing HuD and Ago2 cleaves the 3′ UTR of a transcript localized in axons of sympathetic neurons. They also show that the 3′ UTR fragment resulting from the cleavage is stable and unlikely to be a byproduct of RNA degradation.

### Axonal remodeling of *IMPA1-L* 3′ UTR increases *IMPA1* mRNA translation and is necessary to maintain axon integrity

We recently demonstrated that the 3′ UTR can determine whether a mRNA will be translated in neurons or will function as a non-coding transcript (Crerar et al., 2019). Moreover, 3′ UTR length correlates with translation levels in many cell types (Nam et al., 2016; Sandberg et al., 2008) including neurons (Blair et al., 2017; Flavell et al., 2008). Thus, we reasoned that 3′ UTR cleavage might regulate protein synthesis in axons. The isoform generated by the shortening of the 3′ UTR (*IMPA1-C*) was polyadenylated as efficiently as *IMPA 1-L* (Figure S7A). To assess the translation efficiency of the different *IMPA1* isoforms, we generated firefly luciferase vectors carrying *IMPA1-L* or *IMPA1-C* 3′ UTR. The results of the luciferase assays demonstrated that the *IMPA1-C* 3′ UTR promoted translation at levels similar to the *IMPA1-L* 3′ UTR (Figure 6A). Noticeably, northern blot analysis showed that firefly-IMPA1-L was able to generate a transcript of the size of *IMPA1-C* (Figure 6B). Mutation of *IMPA1-L* proximal PASs (firefly-IMPA1-L ΔPAS) decreased the levels of the shorter transcript generated from *IMPA-L* (Figure 6B) and decreased translation (Figure 6A) without affecting mRNA stability (Figure S7B). Polysomal fractionation confirmed a substantial shift of *firefly-IMPA1-L ΔPAS* toward the lighter, monosome-rich fractions that are normally associated with lower levels of translation, whereas the wild-type *firefly-IMPA1-L* (that produces high amounts of a shorter transcript of a size similar to *IMPA1-C*) and *firefly-IMPA1-C* preferentially co-sedimented with the polysome-enriched fractions (Figures 6C and S7C). Importantly, all isoforms were efficiently polyadenylated (Figures S7A and S7D).

**Figure 6:**
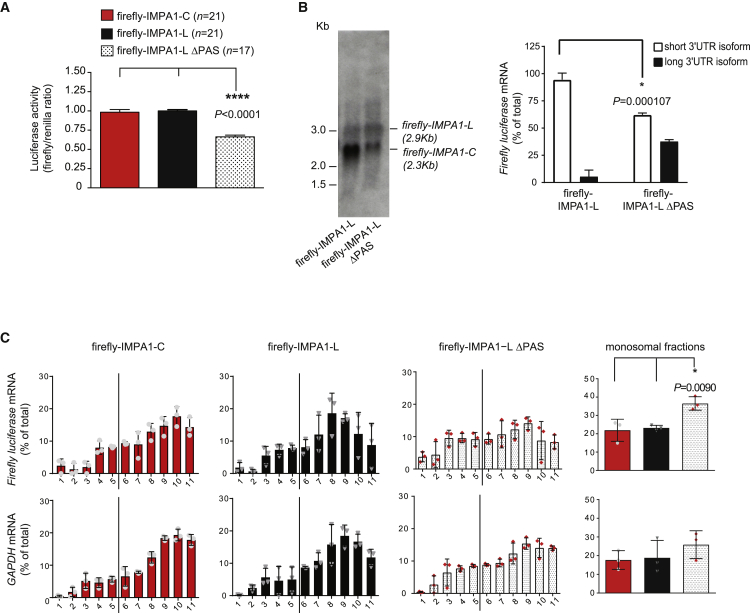
Mutation of IMPA1 proximal PAS sites decreases translation (A) Luciferase assay of PC12 cells transfected with the indicated firefly luciferase vectors and renilla luciferase, as indicated. One-way ANOVA, Tukey’s post hoc test, at least 4 independent experiments, *F* = 47.66, df = 58. (B) Left: firefly luciferase northern blotting of PC12 cells transfected with either Firefly-IMPA1-L or Firefly- IMPA1-L ΔPAS expression vectors. Irrelevant lanes have been removed. Right: quantitative analysis of *Firefly luciferase* levels. t test Holm-Sidak method, df = 4 (n = 3). (C) Lysates of PC12 cells transfected with the indicated Firefly-IMPA1 3′ UTR vectors were separated by polysomal fractionation, RNA was isolated from each fraction and subjected to northern analysis using ^32^P-labeled probes to detect *Firefly* (top) or *GAPDH* (bottom) transcripts. Bands were captured using a phosphorimager and quantified using ImageQuant v.5.2. Vertical black bar indicates separation between monosomal and polysomal fractions. (Right) Graphs of the amount of mRNA in cumulative monosomal fractions for lysates transfected with indicated vectors. One-way ANOVA, Tukey’s post hoc test, df = 6 (n = 3). All data in this figure are presented as mean ± SEM. Tests are indicated in the legend and significant p values in the figure. See also Figure S6.

We previously found that local synthesis of *IMPA1* in axons is necessary to maintain sympathetic axon integrity (Andreassi et al., 2010). To investigate whether *IMPA1-C* was sufficient to rescue axon degeneration induced by *IMPA1* silencing, rescue vectors containing hemagglutinin (HA)-tagged mouse *IMPA1* flanked by the rat 3′ UTR from either *IMPA1-L* or *IMPA1-C* transcripts (HA-*ms* IMPA1-L or -C) were co-transfected with siRNA targeting the coding region of rat *IMPA1* (*IMPA1-CDS* siRNA; Figure S7E). Transfection of HA-*ms* IMPA1-L, an isoform that is transported in axons, rescued axon degeneration induced by IMPA1 silencing (Figures 7A–7C). Conversely, HA-*ms* IMPA1-C, which cannot be transported to axons, did not significantly rescue the axon degeneration induced by *IMPA1* silencing. The small rescue provided by HA-*ms* IMPA1-C is probably a consequence of freely diffusible inositol from the cell bodies that may compensate for the lack of IMPA1 activity in axons. In fact, the embryonic lethality of mice lacking IMPA1 is reversed by inositol supplementation to the pregnant mothers (Cryns et al., 2008). When the 120 nt localization element was added to *IMPA1-C* to force the transport of the transcript in axons (HA-*ms* IMPA1-C+120), axonal survival in neurons lacking IMPA1 was fully preserved (Figures 7A–7C and S7F). These findings confirm that *IMPA1-C* 3′ UTR lacks the localization element necessary for axonal transport (Figure 2C). They also show that when forcibly targeted to axons, *IMPA1-C* is as efficient as *IMPA1-L* in promoting axon integrity. This suggests that the axonal cleavage of long 3′ UTRs may be critical for mRNA translation and thereby for the physiological function of the resultant protein.

**Figure 7:**
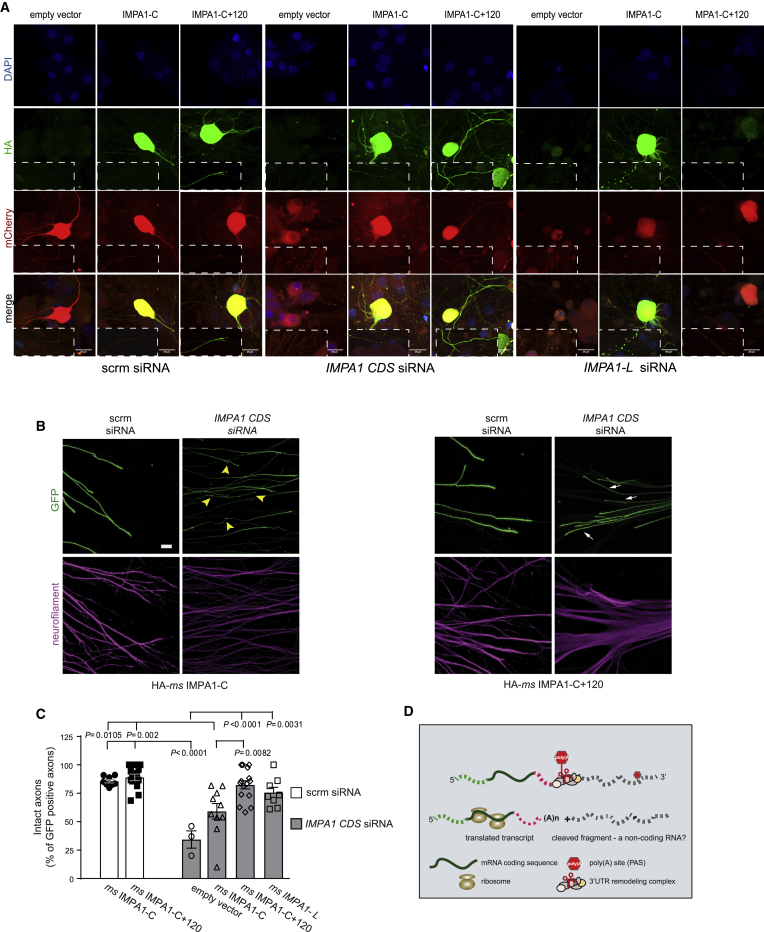
*IMPA1-C* rescues axonal degeneration when targeted distally (A) Immunostaining of sympathetic neurons and axons transfected with the indicated siRNAs and the mouse IMPA1 HA-tagged vectors. siRNAs: *scrm*, scrambled; *IMPA1 CDS*, targeting IMPA1 coding sequence; *IMPA1-L*, targeting the unique 120 nt of *IMPA1-L* 3′ UTR. Vectors: control, empty vector; IMPA1-C, expressing HA-tagged *ms* IMPA1-rat C; IMPA1-C+120, carrying also the 120 nt axonal localization element. Neurons were stained with DAPI, anti-HA, and anti-mCherry antibodies. Scale bar, 25 μm. (B) Representative images of superior cervical ganglia explants electroporated with scrambled siRNA or *IMPA1 CDS* siRNA, in the presence of HA-*ms* IMPA1-C (left) or HA*-ms* IMPA1-C+120, and GFP (right). Arrows point to healthy, intact axon bundles and arrowheads to degenerating axon bundles with characteristic beads-on-string appearance. Scale bar, 75 μm. (C) Quantitative analysis of the data shown in (A), presented as mean ± SEM. One-way ANOVA, Tukey’s multi-comparison test, *F* = 11.46, df = 104 (only statistically significant comparisons are indicated). (D) Schematic representation summarizing the cleavage and remodeling of 3′ UTR in axons. See also Figure S7.

## Discussion

The untranslated regions of mRNAs play a critical role in the regulation of transcript localization and translation in virtually all mammalian tissues. Global mapping of 3′ end regions indicated that ∼75% of mammalian genes contain more than one PAS, giving rise to multiple 3′ UTRs (Gruber and Zavolan, 2019; Proudfoot, 2011; Tian and Manley, 2013). Noticeably, PAS usage and 3′ UTR length vary remarkably between mammalian tissues. For example, transcripts in the nervous system are characterized by significantly longer 3′ UTRs compared with blood and testis (Miura et al., 2013). A switch in PAS usage has been observed in a variety of biological processes. Proximal PASs are preferentially used in proliferating cells, in response to inflammation, or in cancerous cells to generate transcripts with shorter 3′ UTRs (Blair et al., 2017; Flavell et al., 2008; Mayr and Bartel, 2009; Sandberg et al., 2008). Conversely, tissue differentiation is often associated with a switch from proximal-to-distal PAS and 3′ UTR lengthening.

In neurons, 3′ UTR lengthening of a magnitude greater than in any other tissue takes place during development, with many transcripts bearing unusually long 3′ UTRs (Miura et al., 2013; Tushev et al., 2018) and alternative last exons (ALEs) (Taliaferro et al., 2016). We recently demonstrated that in sympathetic neurons, 3′ UTR length can even determine whether a transcript will be translated or will function in a non-coding manner by interacting with the transmembrane NGF receptor TrkA (Crerar et al., 2019). Alternative 3′ UTR usage is observed also at the subcellular level as our 3′ end RNA-seq analysis revealed preferential use of distal PAS and 3′ UTR lengthening for transcripts localized to axons when compared with cell bodies (Figure 1C). Moreover, the number of PAS motifs increased with 3′ UTR length (Figure S2A), and a higher number of 3′ UTR isoforms per transcript are expressed in axons (Figure 1E). The generation of multiple isoforms for the axonal transcriptome may play an important role in determining the localization of transcripts through the inclusion of specific localization elements and can contribute to fine-tuning protein synthesis in response to environmental conditions.

Once transcripts have reached their peripheral destination, they are locally translated in response to extrinsic stimuli including synaptic activation, neurotrophic factors, and axon guidance cues (Andreassi et al., 2018; Biever et al., 2019; Holt et al., 2019). In hippocampal neurons, a switch to proximal PAS usage and shortening of 3′ UTRs was observed in genes that become transcriptionally activated in response to depolarization, perhaps indicating that a shorter 3′ UTR enhances translation under these conditions (Flavell et al., 2008). Accordingly, we found 689 isoforms with shorter 3′ UTRs that were highly enriched in sympathetic neuron axons compared with cell bodies (Figure 1F). Although in most instances these isoforms were detected also in cell bodies (albeit at much lower levels), at least 128 axonal transcripts with a shorter 3′ UTR were virtually absent in cell bodies.

PAS choice has been thought to occur exclusively in the nucleus, where transcriptional elongation is coupled with 5′ end capping, splicing of pre-mRNA, cleavage, and polyadenylation of the 3′ end (Tian and Manley, 2013). However, our findings indicate that at least for some transcripts, a remodeling of the 3′ UTR takes place at the site of protein synthesis. RACE analysis of the *IMPA1* transcript revealed that an isoform bearing a shorter 3′ UTR (*IMPA1-C*, Figure 2A) was localized in distal axons despite lacking the localization element necessary for axonal targeting (Figure 2C). *IMPA-1-C* is polyadenylated (Figure S7A) and efficiently translated (Figure 6A). When *IMPA1-C* was forcibly transported and expressed in axons, it was sufficient to rescue the axonal degeneration induced by *IMPA1* silencing (Figures 7A–7C). Importantly, we found that the long 3′ UTR of *IMPA1* undergoes cleavage in axons, generating *IMPA1-C* and a 3′ UTR fragment that was detected by 5′ end RNA ligation (Figure 3A). These findings support a model by which *IMPA1-L* is transcribed in cell bodies and then targeted to axons where the long 3′ UTR is remodeled into *IMPA1-C* and translated, possibly in response to local cues (Figure 7D). The cleavage of 3′ UTRs is not limited to *IMPA1* and was demonstrated for at least two other axonal transcripts, *Sms* and *Maoa* (Figure 3A). Importantly, a similar mechanism was demonstrated in bacteria, where cleavage of the 3′ UTR of the stress response mRNA *cpxQ* generates a coding mRNA that is translated, and a non-coding, 3′ UTR-derived fragment that mediates a number of cellular functions, including the maintenance of membrane potential (Chao and Vogel, 2016). More recently, Tushev et al. (2018) demonstrated that in hippocampal neurons numerous dendritic transcripts may undergo local remodeling in response to synaptic activation. Thus, axonal 3′ UTR remodeling may represent a general mechanism by which localized mRNA transcripts are translated in cells.

How is 3′ UTR remodeling regulated? We found that a complex containing the endonuclease Ago2 mediates *IMPA1* 3′ UTR cleavage *in vitro* (Figure 5B) and in intact cells (Figures 5A, 5E, and 5F). Our data also suggest that a specific stem-loop structure around the cleavage site is required for efficient endonuclease activity by Ago2 (Figure 5C). A recent study has shown that maturation of miRNA precursors takes place in dendrites in response to depolarization (Sambandan et al., 2017). The finding that Ago2 and Pabpc4 are part of the 3′ UTR remodeling complex (Figures 4C and 5E) suggests a potential cross-talk between local 3′ UTR processing and the miRNA machinery. Although NGF-dependent regulation of Ago2 has not been tested, HuD has been shown to mediate some downstream signaling of NGF (Fujiwara et al., 2006) and to interact with numerous neurotrophic factors mRNAs (Lim and Alkon, 2012). Given that our data indicate that HuD may represent the key step for the assembly of the cleavage complex, it will be interesting to investigate the role of NGF in Ago2-mediated remodeling of 3′ UTRs.

Remarkably, our cleavage assay demonstrated that in addition to mRNAs with shorter 3′ UTR isoforms, the remodeling generates stable 3′ UTR fragments. Widespread endonucleolytic post-transcriptional processing independent of miRNA targeting has been reported in mammalian cells (Karginov et al., 2010), and stable uncapped 3′ UTR fragments have been found in the human transcriptome (Malka et al., 2017). 3′ UTRs can be expressed independently of their coding sequence and small peptides synthesized from the 3′ UTR of genes were detected in aging dopaminergic neurons (Sudmant et al., 2018). Mercer et al. (2011) also demonstrated that in mouse, 3′ UTR-derived RNAs are widely expressed in a tissue- and cell-specific manner. It should be noted that genome-wide analysis of RNA polymerase II binding revealed a lack of occupancy at these sites, indicating that they are not generated by transcriptional events originated from promoters located within the 3′ UTRs (Mercer et al., 2011). Even more excitingly, differential expression of 3′ UTRs and coding regions were observed for many genes expressed in the developing mouse brain (Kocabas et al., 2015). Although the function of 3′ UTR-derived RNAs remains unknown, a recent study indicated that a 3′ UTR fragment generated by cytoplasmic splicing of the transcription factor *xbp-1* contributes to axon regeneration in *Caenorhabditis elegans* (Liu et al., 2020). Here, we provide evidence for the mechanism that mediates the cleavage of 3′ UTRs in rat sympathetic neurons generating coding isoforms with remodeled 3′ UTRs and a new class of 3′ UTR fragments. Therefore, our findings suggest that mRNA transcripts may simultaneously have coding-dependent and coding-independent functions, adding a remarkable layer of complexity to the regulation of gene expression.

## STAR★methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

rabbit Anti-Ago2	Abcam	Cat#ab186733; RRID:AB_2713978
rabbit Anti-GFP	Abcam	Cat#ab655; RRID:AB_305562
Rabbit HA	CST	Cat#3724; RRID:AB_1549585
mouse HuD	Santa Cruz	Cat#Sc-28299; RRID:AB_627765
goat HuD	Santa Cruz	Cat#sc-5979; RRID:AB_2101220
mouse Anti CPSF3	Santa Cruz	Cat#sc-393001
mouse anti-mCherry	Abcam	Cat#ab125096; RRID:AB_11133266
chicken Anti-neurofilament	Abcam	Cat#ab4680; RRID:AB_304560
rabbit Anti-neurofilament	Sigma	Cat#N4142; RRID:AB_477272
mouse Pabpc4	R&D	N/A
rabbit PI3 kinase p85	Upstate	Cat#06–497; RRID:AB_310141
Goat Hsp90	Santa cruz	Cat# sc-1055; RRID:AB_2121400
Rabbit IMPA 1	Abcam	Cat#ab184165
mouse anti-alpha tubulin	Sigma	Cat#T9026; RRID:AB_477593
rabbit Anti-Upf1	Millipore	Cat#07-1014; RRID:AB_1977460

**Bacterial and virus strains**		

*E. coli* HST08 strain Stellar Competent Cells	Takara	Cat# 636763
XL10-Gold ultracompetent cells	Takara	Cat# 210518

**Chemicals, peptides, and recombinant proteins**		

human recombinant Ago2	Active Motif	Cat# 31486
mouse wild type Ago2	This paper	n/a
mouse catalytic dead (CD) Ago2	This paper	n/a

**Critical commercial assays**		

ScriptSeq	Illumina	Cat#SSV21106
PureLink® RNA Micro Scale Kit	ThermoFisher Scientific	Cat# 12183016
Poly(A) tail length assay kit	USB	Cat#76455
SMART RACE cDNA Amplification Kit	Takara	Cat#634858
Dual-Glo® Luciferase Assay System	Promega	Cat# E2920

**Deposited data**		

RNaseq data	This paper	GSE160025
Mass spec data	This paper	PXD023586
polyadenylation atlas	polyA site annotationPolyA_db Ensembl Rn6, RefSeq Rn5 and Rn6	https://doi.org/10.1093/nar/gkl870https://doi.org/10.1101/gr.202432.115

**Experimental models: cell lines**		

PC12 cells	ATCC	Cat#CRL-1721

**Experimental models: organisms/strains**		

primary sympathetic neurons from P0/P1 Sprague Dawley rats	This paper	n/a

**Oligonucleotides**		

List of all primers and oligonucleotides	See Table S4	n/a

**Recombinant DNA**		

myrdEGFP- IMPA1-C or -L or HH3	See Cloning section of STAR methods	n/a
HA-ms IMPA1-C or C+120 or Δcleavage site	See Cloning section of STAR methods	n/a
Firefly-IMPA1-C or L or LΔPAS	See Cloning section of STAR methods	n/a
mCherry expression vector	Clontech	n/a

**Software and algorithms**		

source code	This paper	GitHub: https://github.com/RLuisier/my3UTRs
ImageJ	(Schneider et al., 2012)	https://imagej.nih.gov/ij/
RNAfold Web Sever	http://rna.tbi.univie.ac.at//cgi-bin/RNAWebSuite/RNAfold.cgi	n/a

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Antonella Riccio 

#### Materials availability

Further requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Antonella Riccio . Some materials may be available from the Lead Contact with a completed Materials Transfer Agreement.

#### Data and code availability

The accession number for the sequencing data (fastq files) generated in this study is GEO: GSE160025 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE160025). All the custom code (which is not a software but rather a compilation of R, Python and Bash codes which perform the re-annotation of the 3′ end and the down-stream analysis; preparation of the figures) can be freely accessed on GitHub : https://github.com/RLuisier/my3UTRs. This repository also contains the output of the pipeline (gtf annotation file and count matrix).

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium PRIDE: PXD023586.

Raw data from Figures 1, 2, 3, 4, 5, 6, and 7 and S1, S2, and S4–S7 have been deposited to Mendeley Data: https://data.mendeley.com/datasets/bwr4rmcpwt/draft?a = 090bfc69-6687-40e5-a093-85fed39f28 de.

### Experimental model and subject details

#### Primary cultures and ethical approval

All animal studies were approved by the Institutional Animal Care and Use Committees at University College London. Superior cervical ganglia (SCG) were dissected from post-natal day 1 (P1) Sprague Dawley rats of both sex and used for explants or enzymatically dissociated and plated in dishes or in compartmentalized chambers, as previously described (Andreassi et al., 2010). SCG explants were cultured on poly(D)lysine-laminin for 9-10 days before surgical removal of cell bodies. Cultures were maintained in DMEM containing 10% Fetal Bovine Serum, 5% Horse Serum (Hyclone), 2mM glutamine, 1% antibiotics, NGF (concentrations as specified in the relevant Methods details section) at 37°C, 10% CO_2_.

#### Cell lines

PC12 cells (purchased from ATCC) were maintained in DMEM containing 10% Fetal Bovine Serum, 5% Horse Serum (Hyclone), 2mM glutamine, at 37°C, 10% CO_2_. To induce cell differentiation serum concentration was reduced to 0.5% FBS and 0.25% HS and 50ng/mL NGF was added for the indicated time. Cell lines were routinely tested (negatively) for mycoplasma.

### Methods details

#### Reagents

Cell culture reagents, molecular biology reagents and kits were purchased from Thermo Fisher Scientific and all other chemicals from Sigma, unless stated otherwise.

#### Cell transfection and CRISPR/Cas9 mutagenesis

For transient silencing and overexpression studies, PC12 cells were transfected with Lipofectamine2000 in OptiMEM according to the manufacturer’s instructions. To generate *Ago*_*2*_^*−/−*^ clones, low-passage PC12 cells were co-transfected with 50pmol of pre-annealed Ago2-specific crRNA oligos and *trans*-activating crRNA (purchased from Integrated DNA Technologies) and 31pmol of Alt-R® S.p. Cas9 Nuclease V3 (Integrated DNA Technologies) using Neon Transfection System (ThermoFisher Scientific) as per manufacturer’s protocol. Single clones were isolated by limiting dilution in 96-well plates and confirmed by visual examination of the plates at first plating. The clonal cell lines were amplified before screening by western blot for absence of Ago2 protein. crRNA sequence, antibodies and probing conditions are described in Table S4.

#### RNA isolation, reverse transcription, linear amplification and 3′ end RNA-seq

To ensure that the axons were free of cell bodies, prior to each experiment axon compartments were incubated with Hoechst 33342 (10 μg/mL in PBS for 20 min at 37°C) and observed under an inverted fluorescent microscope. Cultures showing cell nuclei in the axon compartments or leakage of the dye in the central compartment were discarded. Total axonal and cell bodies RNA was purified from the lateral compartments of 52 or 36 chambers and the central compartment of 7 or 6 chambers respectively, obtained from 3 or more independent cultures. Total RNA was isolated using PureLink® RNA Micro Scale Kit, according to the manufacturer’s instructions with minor modifications. Briefly, axons and cell bodies were collected from chambers using lysis buffer (300 μL) containing 10% β−mercaptoethanol. Total mRNA bound to the columns was washed and eluted twice in elution buffer (12 μL). Aliquots of each sample were reverse transcribed in a 20 μL reaction volume containing random hexamer mix and 50U SuperScript III Reverse Transcriptase at 50°C for 1 hr. To check the quality of samples and the absence of cell bodies contamination in axon samples, first-strand cDNAs (5 μL) were PCR amplified in a 25 μL PCR reaction containing actin beta or histone H4 specific primers (0.20 μM), dNTPs (200nM) and Go Taq polymerase (1.25U, Promega). Primer sequences and PCR conditions are provided in Table S4.

For mRNA linear amplification, samples were purified as described above, concentrated by speed-vacuum centrifugation to 1 μL (axons) or 5 μL (cell bodies) volume, and used for two rounds of linear amplification as previously described (Baugh et al., 2001). The volume of the first-strand reaction for the axons was scaled down to 5 μL. After the second round of amplification contaminant cDNA was digested by treating the samples with RNase-free DNase (2U, Epicenter). Performance of the samples was tested by RT-PCR. Linear amplified aRNA from cell bodies and axon samples (2 biological replicates each) was used to prepare RNASeq libraries using the strand-specific ScriptSeq protocol (Illumina). Paired-end sequencing (2x 150bp) of four indexed libraries was performed on the Illumina HiSeq2000 platform, generating in excess of 80M mappable reads per sample. Library preparation and sequencing were performed at the Liverpool Centre for Genomic Research (CGR, https://www.liverpool.ac.uk/genomic-research/). Statistics of the sequencing are shown in Table S5.

#### Inference of 3′ UTR isoforms from 3′ end RNA-seq

Paired-end stranded RNA-seq reads of 150 bp were mapped to the reference rat genome (UCSC, rn5) using TopHat2 (Kim et al., 2013) allowing up to 20 multi-alignments and 2 read mismatches. The extension of the rat 3′ UTR isoform annotation was performed in two steps: 1) by identifying the longest 3′ UTR, and 2) within this longest 3′ UTR, by identifying alternative 3′ UTR isoforms. To find the longest 3′ UTR, nucleotide-level stranded coverage was first obtained for axonal and cell body samples using genomecov from the BEDTools suite (Quinlan, 2014; Quinlan and Hall, 2010). Continuously transcribed regions were next identified using a sliding window across the genome requiring a minimum coverage of 7 reads in more than 80 positions per window of 100 bp; neighboring regions separated by low mappable regions were merged as described in Miura et al. (2013). Expressed fragments were associated with matching strand overlapping 3′ UTR using Ensembl Rn5 version 78 (v78) (Flicek et al., 2014). Isolated expressed fragments that did not overlap with any feature were associated with the closest 3′ UTR if (1) the 3′ UTR was < 10kb and (2) there were no intervening annotations. We filtered assigned expressed fragments to exclude potential intragenic transcription, overlapping transcripts, and retained introns as described in Miura et al. (2013). If the expressed sequence continued beyond the end of the annotated 3′ UTR, we took the sequence as a new 3′ end. We also repeated the analysis using Ensembl Rn6 database and obtained similar results to the annotation performed using Ensembl Rn5.

The workflow used to generate input samples for the 3′ end RNA-seq data includes two rounds of linear mRNA amplification as described in Baugh et al. (2001), which leads to accumulation of the reads at the 3′ end of the transcript. Thus, a marked change in the level of coverage in the 3′ to 5′ end direction is expected to occur at the boundaries of alternative 3′ ends within longest annotated 3′ UTR (the read coverage which arises from such experiment looks like the coverage depicted on Figure S2B). To identify alternative 3′ UTR isoforms we smoothed base-level read coverage along longest 3′ UTR using a running median of 150 nt width (corresponds to read length). We then used the R package Segmentor3IsBack (Cleynen et al., 2014) to identify positions of change-point along the 3′ UTR that are hypothesized to coincide with 3′ ends. The algorithm models the nucleotide read coverage using a negative binomial distribution to first estimate the number of segments via a penalized likelihood criterion (we imposed an upper boundary of 10 segments) and then identifies change-points along the coverage by determining the global maximum of the log-likelihood of a piece-wise constant model. We applied the algorithm to the raw coverage and log2-scaled coverage of both cell body and axon-derived samples. We then merged all 4 annotations (cell body and axon samples, linear and log scale) and clustered 3′ end located within 50 nts distance, selecting the most promoter-distal annotation. We searched the −100 nts to +50 nts region surrounding the 3′ end termini of Ensembl annotated and newly annotated 3′ UTR isoforms for 12 canonical and non-canonical PAS motifs (AATACA, ATTAAA, TATAAA, AATATA, AATAGA, AGTAAA, AATGAA, ACTAAA, CATAAA, GATAAA, AAGAAA, and AATAAA) listed in PolyA_db (Lee et al., 2007) using the matchPattern function from the Biostrings R package: https://bioconductor.org/packages/Biostrings. We tested for the statistical enrichment of the PAS motifs in 3′ UTR isoforms using the Fisher’s exact test. A polyadenylation sites atlas was combined from the following sources: 1) poly(A) site annotation (Gruber et al., 2016) build using 3′ end sequencing libraries in human and mouse, lifted from hg19/mm10 to Rn5 using python library CrossMap (Zhao et al., 2014); 2) 3′ end sequencing libraries from rat brain and testes (31) (Derti et al., 2012); 3) 3′end annotation in Ensembl Rn6, RefSeq Rn5 and Rn6, and XenoRefSeq; 4) polyadenylation sites annotations from PolyA_DB (Lee et al., 2007) and APADB (Müller et al., 2014). We next compared the percentage of newly annotated 3′ ends recovered from each source and from the compiled polyadenylation site atlas at several intervals from novel 3′ ends.

#### 3′ UTR isoform quantification and identification of transcripts localized to axons

The number of reads mapped to −500 nts terminal region of each 3′ UTR isoform was used to calculate the expression levels. The density of mapped reads in −500 nts terminal region of 3′ UTR isoforms is bimodal, with a low-density peak probably corresponding to background transcription, i.e., 3′ UTR isoforms of low abundance or 3′ UTR isoforms to which reads were spuriously mapped, and a high-density peak corresponding to expressed 3′ UTR isoforms. In order to identify 3′ UTR isoforms expressed in axons and cell body, a two-component Gaussian mixture was fitted to the data using the R package mclust: https://mclust-org.github.io/mclust/. An isoform was called expressed if in both replicates there were less than 5% chance of belonging to the background category or if in at least one replicate there was more than 10% chance of belonging to the expressed category (Barford et al., 2017).

#### Differential 3′ UTR isoforms expression analysis

We focused the analysis on 4,191 tandem pairs of 3′ UTR isoforms expressed in the cell body and/or in axonal samples. To identify transcripts displaying a change in the 3′ UTR isoform usage between axon and cell body samples, we scored the differences in promoter-proximal to promoter-distal poly(A) site usage:

$$S_{1}=log_{2}{\left(\frac{I_{proximal}}{I_{distal}}\right)}_{CB}-log_{2}{\left(\frac{I_{proximal}}{I_{distal}}\right)}_{Axons}$$

$$S_{2}={\frac{I_{proximal}}{I_{proximal}+I_{distal}}}_{CB}-{\frac{I_{proximal}}{I_{proximal}+I_{distal}}}_{Axons}\in \left[-1,1\right]$$

The statistical significance of the changes in proximal-to-distal poly(A) site ratio between cell body and axons was assessed by Fisher’s Exact Count Test using summed-up raw read counts of promoter-proximal versus promoter-distal 3′ UTR isoforms originating in the cell body or axonal samples. We applied a False Discovery Rate adjusted threshold of 0.01. A shift toward the usage of promoter-proximal isoforms in axons compared to cell body was considered when $S_{1}\leq -1$, $S_{2}\leq -15\text{\%}$ and FDR < 0.01. A shift toward the usage of promoter-distal isoforms in axons compared to cell body was considered when $S_{1}\geq 1$, $S_{2}\geq 15\text{\%}\;$and FDR < 0.01. Finally, a stringent threshold was applied to identify highly enriched isoforms in axons as following: for those tandem 3′ UTR isoforms showing shift toward the usage of promoter-proximal isoforms in axons as compared to cell body, we required ${\frac{I_{proximal}}{I_{proximal}+I_{distal}}}_{CB}\leq 0.2$. Conversely for those tandem 3′ UTR isoforms showing shift toward the usage of promoter-distal isoforms in axons, we required ${\frac{I_{proximal}}{I_{proximal}+I_{distal}}}_{CB}\geq 0.8.$

#### Gene Ontology (GO) enrichment analysis

GO analysis was performed by comparing pairs of gene lists using the Fisher Test with the topGO Bioconductor package https://bioconductor.org/packages/release/bioc/html/topGO.html. Only GO terms containing at least 10 annotated genes were considered. We applied a P value threshold of 0.05. We manually filtered biologically relevant and statistically enriched GO by removing redundant GO terms and those applying to fewer than 5 genes in the gene lists.

#### RT-PCR and quantitative RT-PCR

mRNA was isolated from sympathetic neurons or PC12 cells using TRIzol or RNAeasy mini Kit (QIAGEN) and reverse transcribed with random hexamers and SuperScript III or IV. RT-qPCR reactions (20 μL) contained 10 μL of Flash SybrGreen Mastermix, or 12.5 μL of SybrSelect Mastermix and 0.25 μM primers, unless otherwise indicated. Reactions were performed in duplicate or triplicate with the Mastercycler® Realplex (Eppendorf) or Biorad CFX qPCR machines. For absolute quantification, each experiment included a standard curve, a no-RT control and a no-template control. Standard templates consisted of gel-purified PCR amplicons of known concentrations and each standard curve consisted of seven serial dilutions of the DNA template. For relative quantification, the Comparative Ct Method (ΔΔCt Method) was used. At the end of 40 cycles of amplification, a dissociation curve was performed in which SybrGreen fluorescence was measured at 1°C intervals between the annealing temperature and 100°C. Melting temperatures of amplicons varied between 80°C and 92°C. Primer sequences and PCR conditions are described in Table S4.

#### Northern blotting

RNA purified from SCG neurons cultured for 7 days or from PC12 cells was separated by electrophoresis in denaturing conditions and transferred to nylon membrane by capillary blotting according to standard protocols. Probes corresponding to IMPA1, Firefly Luciferase or GAPDH coding sequences, or IMPA1-L 120nt fragment were labeled using Random Priming Labeling Kits (Takara or Roche) and [α-^32^P] dCTP. Blots were exposed to films or phosphorimager screens and radioactive signal was quantified using ImageJ or ImageQuant TL software (GE Healthcare), respectively.

#### Tag Addition-PolyAdenylation Test (TA-PAT)

Poly(A) tail length test was performed using the USB Poly(A) tail length assay kit following the manufacturer’s instructions. Briefly, total RNA was purified from PC12 cells and tagged by G/I tailing to the end of the mRNA using PolyA polymerase (37°C, 60min). The tagged RNA was reverse transcribed (44°C, 60min) using the kit reverse transcriptase and a primer that anneals to the G/I tail. cDNA was then amplified using the IMPA1-1276 or IMPA1-2027 Forward primers that anneal just upstream of the IMPA1-C or IMPA1-L cleavage site, respectively. For the isoforms generated by Firefly constructs carrying IMPA1-L or IMPA1-L Δ PAS 3′ UTR, the TA-PAT assay was performed with a nested PCR format to exclude amplification from endogenous IMPA1 transcripts isoforms. Primer sequences and PCR conditions are described in Table S4.

#### 3′ Rapid Amplification of cDNA Ends (3′ RACE)

Full length 3′ UTR of *IMPA1*, *actin beta*, *stathmin 2* and *cofilin1* mRNAs were amplified from axonal and cell body compartments by performing 3′ RACE reactions on total RNA isolated from compartmentalized chambers as previously described (Andreassi et al., 2010). Samples were concentrated by speed-vacuum, RNA was divided in two equal samples and used for amplification with SMART RACE cDNA Amplification Kit (Clontech) according to manufacturer’s instructions. Gene specific primers for 3′ RACE assays are listed in Table S4. Amplification was performed using Advantage GC 2 PCR kit (Clontech) and PCR products were cloned and sequenced.

#### Cloning

IMPA1 Cleaved (IMPA1-C) and Long (IMPA1-L) 3′ UTR sequences were amplified by PCR from the corresponding RACE clones. After digestion with *NotI*/*XhoI*, IMPA1-C DNA fragment was purified and used to replace IMPA1-L in myrdEGFP-IMPA1-L (Andreassi et al., 2010). Mouse IMPA1 coding sequence was PCR-amplified from mouse brain cDNA using primers encoding the HA tag. After digestion with BamHI/*NotI*, HA-*ms* IMPA1 DNA fragments were purified and used to replace myrdEGFP sequence in myrdEGFP-IMPA1-L or myrdEGFP-IMPA1-C. The 120 nts localization signal of rat IMPA1-L was cloned by PCR from an IMPA1-L RACE clone and cloned at the 3′ of HA- ms IMPA1-C plasmid to generate IMPA1-C+120 3′ UTRs. To generate firefly reporter vectors, Firefly luciferase coding sequence was PCR amplified from pGL3 vector (Promega) with primers containing restriction sites for BamHI and *NotI*. The DNA fragment was purified and used to replace the myrdEGFP sequence in myrdEGFP-IMPA1-C or myrdEGFP-IMPA1-L. Mutation of IMPA1-C and IMPA1-S poly(A) sites (PAS), and IMPA1 Cleavage site was performed by PCR site-directed mutagenesis (Agilent) of Firefly-IMPA1-L vector. In all Firefly constructs, the bovine Growth Hormone polyadenylation signal was removed by PCR site-directed mutagenesis by creating an extra *XhoI* site, that was used for digestion and re-ligation.

Full-length mouse Ago2 cDNA in pCMV6 entry vector was purchased from Origene and verified by sequencing. Catalytic mutant (CD) version of the protein was generated by mutation of aspartate 597 to alanine (Liu et al., 2004) using site-directed mutagenesis PCR (QuikChange Lightning Kit, Agilent) as per manufacturer’s instruction. To clone Ago2 in pGEX 4T-2 bacterial expression vector (GE Healthcare Life Sciences), pCMV6 vectors carrying wild-type or mutant Ago2DNAs were digested with BamHI, filled-in with Klenow polymerase (NEB), digested with *NotI* and band isolated. The pGEX 4T-2 vector was digested with SmaI and *NotI*, purified and then ligated to the filled-in/*NotI* wild-type or CD Ago2 sequences. Cloning was confirmed by sequencing. Primer sequences and PCR conditions are described in Table S4.

#### Electroporation and analysis of mRNA transport in axons

Neurons were electroporated with the indicated constructs as previously described (https://www.cellectricon.se/pdf/Sympathetic_neurons.pdf). MyrdEGFP was detected by GFP immunostaining. Confocal images were acquired with a SP5 confocal system (Leica) using LAS AF software and automated tiling over several z stacks, to cover the whole thickness and length of the axons. Maximal intensity projections were processed with Fiji software. Axons were traced manually using NeuronJ plugin and gray value intensity over length was measured. Data analysis was performed using Excel software to calculate average values and standard error means of the intensity for each 200 μm axonal segment.

#### smFISH and immunofluorescence

Probe sets targeting the 3′ UTR of rat *Nefl*, *Snrk*, *Abpa2* and *IMPA1-L* (Stellaris probes, Biosearch Technologies) were designed using the Stellaris probe-set designer tool to specifically detect the long 3′ UTR isoforms of the transcripts. *Nefl*, *Snrk* and *Abpa2* probes were 3′end labeled with CalFluor590. *IMPA1-L* probes were 3′end labeled with Quasar570. Probes were reconstituted at 12.5 μM in TE buffer (10mM Tris pH8, 1mM EDTA pH8). smFISH was performed as previously described (Crerar et al., 2019). SCG neurons were cultured 4-7 days *in vitro* on glass coverslips, washed with PBS and fixed using 3.7% PFA at RT for 10mins. Cells were permeabilized with 70% EtOH at 4°C for 3hrs and then pre-hybridized in 2xSSC 10% Formamide for 5mins at RT. 1 μL of 12.5 μL probe stock was added to 100 μL Hybridization buffer (10% Dextran Sulfate, 2xSSC, 10% Formamide, 200mM vanadyl ribonucleoside, 0.02% RNase-free BSA, 0.1mg/mL tRNA) and coverslips were incubated O/N at 37°C in humidified chamber. Coverslips were then washed 2x in warm 2xSSC 10%Formamide at 37°C for 30mins in the dark. For smFISH+IMF, coverslips were then blocked in 1%BSA 2xSSC for 30mins RT before incubation with anti-Ago2 or Anti-HuD antibodies in 1%BSA 2xSSC O/N at 4°C. Coverslips were subsequently washed 3x5mins RT in 2xSSC before incubation with secondary antibodies +100ug/mL DAPI in 2xSSC 45mins 37°C, followed by 3x5mins RT in 2xSSC washes. Coverslips were mounted to slides with ProlongGold, cured O/N at RT before imaging on a 3i confocal microscope (Intelligent Imaging Innovations, Inc.) equipped with a Photometrics Prime 95B (Scientific CMOS) camera. For immunofluorescence only staining, the same protocol was performed except permeabilization was done using 0.3% Triton X-100 in PBS and blocking in 15% normal goat serum. All washes and solutions were in PBS. Images were then processed using ImageJ software. Antibodies and probing conditions are described in Table S4.

#### Quantification of axon degeneration

SCG explants were grown for 36 hours before electroporation with the indicated siRNAs (150nM, GE Dharmacon) and a GFP expression vector (20ng/μL), in the presence of either HA-*ms* IMPA1- C, HA-*ms* IMPA1- C+120, or HA-*ms* IMPA1- L DNAs, (200 ng/μL), as indicated. After 6 days, GFP fluorescence was detected with an inverted Leica epifluorescence microscope, and intact axon bundles that showed no sign of breakdown (i.e., the classical beads-on-string morphology of degenerating axons) were quantified. For imaging, explants were fixed in 4% PFA and stained with anti-GFP and anti-neurofilament antibodies. Antibodies and probing conditions are described in Table S4.

#### Co-immunoprecipitation and western blotting

Co-immunoprecipitation samples were obtained by lysing cells in RIPA buffer (50mM Tris-HCl pH 7.4, 150mM NaCl, 1% NP-40, 0.5% Sodium deoxycholate, 0.1% SDS, 1mM EDTA, Protease Inhibitors Cocktail) for 10min on ice. After centrifugation, protein concentration in the supernatants was assayed by Pierce™ BCA Assay, and 0.5-1 mg of pre-cleared protein sample was incubated with 2 μg of antibody as indicated, overnight at 4°C, on constant rotation. Immuno-complexes were precipitated by adding protein A-agarose beads (GE Healthcare) at 4°C for 2hrs. After extensive washes with RIPA buffer, immune-complexes were eluted from the beads by boiling in 1X LDS-buffer +2.5% βmercaptoethanol. Samples were resolved on 4%–12% PAA pre-cast gels and blotted on PVDF membrane (Amersham). For western blotting, cells were rinsed with PBS and lysed in the plates with 1X LDS-buffer +10% βmercaptoethanol. SDS-PAGE and blotting was then performed as described above. For immunodetection, membranes were blocked in 5% milk for 1hr at room temperature and incubated overnight with the indicated antibodies. Antibodies and probing conditions are shown in Table S4.

#### RNA ImmunoPrecipitation (RIP)

RNA immunoprecipitation was performed as described (Napoli et al., 2008) with minor modifications. Briefly, protein A/G agarose beads (Santa Cruz) were incubated with antibody (5 μg in 1% BSA in PBS) and heparin (1mg/ml) for 2hrs at 4°C, washed with washing buffer (150mM NaCl, 50mM Tris-HCl [pH 8.0], 1% Triton X-100), and incubated with 250-300 μg of protein lysates 1 hr at 4°C. Beads were extensively washed, and RNA was eluted in 0.2M Na Acetate, 1mM EDTA, and 0.2% SDS for 5 min at 70°C. For normalization, 20pg of *in vitro* transcribed RNA synthesized from the T7 control DNA Template (AmpliScribe T7 Transcription Kit, Epicenter) was added to the samples. RNA from inputs and immunocomplexes was purified, subjected to DNase digestion (Ambion), reverse transcribed and assayed by qPCR. Primer sequences and PCR conditions are described in Table S4.

#### Dual luciferase assay

PC12 cells were transfected with the indicated Firefly Luciferase-IMPA1 constructs and thymidine-kinase promoter– Renilla Luciferase (Promega) using Lipofectamine 2000 and incubated for 48hrs. Samples were processed using the dual-luciferase reporter assay system (Promega), according to manufacturer’s instructions.

#### Polysome fractionation

Polysome fractionation was performed as described (Johannes and Sarnow, 1998). Briefly, PC12 cells were lysed in ice-cold gradient buffer (0.3M NaCl, 1mM MgCl2, 15mM Tris-HCl (pH7.4), 0.1mg/mL cyclohexamide and 1mg/mL heparin, 1% Triton X-100, 500U/mL RNase inhibitors). Samples were centrifuged and the supernatants layered onto 10%–50% sucrose linear gradients. The gradients were sedimented at 38,000 rpm, using a SW40Ti rotor (Beckman) or a Sorvall TH-641 rotor for 2 hr at 4°C. Eleven fractions (1mL each) were collected from the gradients and transferred in 3ml of 7.7M guanidine-HCL using a Foxy R1 gradient fractionator (Teledyne ISCO; ISCO peak Trak version 1.10 software) with continuous measurement of the absorbance at 254nm. RNA was precipitated, treated with DNase and purified using RNAeasy Mini Kit (QIAGEN). For fractions 1 and 2, protocol was modified as suggested by manufacturer for recovery of small size RNA. Samples were concentrated by speed-vacuum and analyzed by Northern blot.

#### Mass spectrometry

Immuno-complexes were precipitated from 20x10^6^ PC12 cells naive or differentiated with NGF for 4 days. On-bead digestion and nano LC-MS/MS analysis was performed as described (Bernaudo et al., 2015) with minor changes. The procedure is summarized in Figure S6 and described briefly below. Immuno-precipitated proteins were released from the resin by on-beads digestion for 15min at 37°C using 200ng of trypsin (Promega). The supernatants were collected and subjected to conventional in-solution tryptic digestion (overnight at 37°C) in denaturing conditions (reduction by 10mM DTT for 1hr at 37°C followed by 24mM iodoacetamide for 1hr at 37°C quenched by addition of 2mM DTT for 30min at 37°C). Tryptic peptides were then subjected to differential labeling by oxygen18 (Boersema et al., 2009). Pairs of differently labeled samples were mixed, purified by StageTips (Rappsilber et al., 2007) and subjected to nano LC-MS/MS analysis. Chromatography was performed on an Easy LC 1000 nanoLC system (Thermo Fisher Scientific, Odense, Denmark). The analytical nanoLC column was a pulled fused silica capillary, 75 μm i.d., in-house packed to a length of 10 cm with 3 μm C18 silica particles from Dr. Maisch GmbH (Entringen, Germany). A 60-min binary gradient was used for peptide elution. MS detection was performed on a quadruple-orbitrap mass spectrometer Q-Exactive (Thermo Fisher Scientific) operating in positive ion mode and data-dependent (Top-12) scanning mode. Data were processed using Proteome Discoverer 1.4 (Thermo Fisher Scientific), using Sequest as search engine, and querying the March 2015 RATTUS reference proteome sequence database (UniProt: http://www.ebi.ac.uk/uniprot). The protein sequence database was merged with a list of common contaminants named “Common Repository of Adventitious Proteins” retrieved from The Global Proteome Machine website (https://www.thegpm.org/crap/index.html). In total, 27,927 entries were searched. Peptide identifications were validated by Percolator (Käll et al., 2007) integrated in Proteome Discoverer. Percolator q-value was set to equal or less than 0.05. Quantification values based on < 3 peptides were manually checked in raw MS data. MS/MS data relative to protein hits identified by a single peptide are reported in Table S3. Protein H:L ratios obtained from all technical replicates of a given biological replicate were transformed into log2 space before their median was calculated.

#### RNA oligonucleotide-Mediated Ligation (RML) RT-PCR and cloning

RML RT-PCR was performed as described (Endres et al., 2011) with the following modifications. Cleaved fragments were isolated and cloned using 1.2ng of axonal RNA purified and pooled from 55 explants where the cell bodies had been surgically removed, or 1.5 μg or less of total cellular RNA. Total cellular RNA was DNase-digested and purified by phenol:chloroform purification. Quality control of starting material was performed using Agilent Tapestation 2200 (UCL Genomics). Samples with a RIN value ≥ 7.2 were used for RLM RT-PCR. RNA was denatured and tagged by ligation with 25ng or 250ng of RNA oligo for axonal or total RNA, respectively, and 30U of T4 RNA ligase (NEB) for 1hr at 37°C followed by overnight incubation at 16°C in a PCR machine. Ligated axonal RNA was then purified using buffer PB (QIAGEN) +10% β-mercaptoethanol and AMPure XP beads (Beckman Coulter) as per manufacturer’s instructions. Purified ligated RNA was reverse transcribed using random hexamers and 50U SuperScript IV reverse transcriptase for 1hr at 50°C. After RNaseH (NEB) digestion, cleaved fragments were amplified by PCR using Q5 DNA polymerase (NEB) and cloned in pCR4Blunt-TOPO® vector according to manufacturer’s instruction. For restriction digestion analysis, it is important to note that EcoRI sites flank the PCR product insertion site for excision of the insert. At least 7 individual, random clones were analyzed by sequencing. When used for RT-qPCR, amplification of the cleaved fragments was carried out in 25 μL reaction using SybrSelect MasterMix. Primer sequences and PCR conditions are described in Table S4.

#### Production of recombinant Ago2 proteins

Full-length mouse wild-type or catalytic mutant (CD) Ago2 were purified as GST-fusion proteins from *E. Coli* BL21 Star OneShot (ThermoFisher Scientific) transformed with ms Ago2 WT or CD in pGEX-4T 2 plasmids. Cell cultures were induced for 18hrs at 22°C with 10mM isopropyl β-d-thiogalactopyranoside (IPTG) and then collected by centrifugation at 6000rpm for 6 minutes in a Beckman JLA-10.500 rotor. The cell pellet was resuspended in 20 mL of PBS supplemented with 10mM DTT, 5mM Mg(OAC)_2_ and 1:100 protease inhibitor mixture (PIC, Sigma) and lysed by sonication (Branson sonicator). The lysate was cleared by spinning at 11000rpm for 22 minutes in a Beckman JA-25.50 rotor. Recombinant proteins were purified using GSTrap FF Columns (GE 17513001) and a GE Akta Purifier 10 chromatographing system following the manufacturer’s instructions. The eluates were concentrated using Amicon filter units Ultra-0.5 (30KDa cut off, Sigma) as per manufacturer’s instructions. The purified proteins were then analyzed by Coomassie staining of SDS-PAGE gels and yield estimated by comparison to known amounts of purified BSA protein. The purified proteins were then stored at −80°C.

#### Radioactive *in vitro* cleavage assay

Assays were performed as described with the following modifications (Miyoshi et al., 2008). RNA oligos were prepared by *in vitro* transcription using mirVana probe construction kit according to manufacturer’s instruction. RNA was then dephosphorylated using Calf Intestine Phosphatase (NEB) and purified by phenol:chloroform extraction. After precipitation, RNA probes were labeled at the 5′ using [γ-^32^P]-ATP and T4 polynucleotide kinase (ThemoFisher Scientific). After gel purification of full-size probes, oligos were incubated for 2 hr at 26°C with cytoplasmic protein fractions prepared from sympathetic neurons using NE-PER kit (Pierce). *In vitro* cleavage assays were performed by adding 50nM human recombinant Ago2 (expressed in Baculovirus, Active Motif) or home-made mouse wild-type (WT) or catalytic mutant (CD) Ago2 in a reaction mixture containing 25mM HEPES-KOH pH 7.5, 50mM KOAc, 5mM Mg(OAc)_2_, 5mM DTT for 1.5 hr at 26°C. When testing Ago2 biological activity, 30nM recombinant Ago2 was incubated for 2 hr at 26°C with 30nM single-stranded, phosphorylated *luc* or *IMPA1* guide siRNA prior to cleavage assay of *Luc* or *IMPA1* RNA target RNA oligos. Following purification using TRizol, samples were separated on 8% acrylamide gel in denaturing conditions and gels were exposed to X-rays. Oligos sequences are listed in Table S4.

### Quantification and statistical analysis

Data are expressed as means ± SEM. Unless otherwise noted in the Figure legend, one-way ANOVA with post hoc test or t test were used as indicated to test for statistical significance, which was placed at p < 0.05. In all experiments, each data point refers to independent biological replicates from independent cell cultures and experiments. For all data except RNA-seq data, statistical analyses were performed using GraphPad Prism software 7.01.

## Supplemental information

Document S1. Figures S1–S7 and Tables S1–S5

Document S2. Article plus supplemental information

# Supplementary material for: Cytoplasmic cleavage of IMPA1 3′ UTR is necessary for maintaining axon integrity
**Source:** Cell Rep. 2021 Feb 23;34(8):108778. doi: 10.1016/j.celrep.2021.108778
**Supplement:** Document S1. Figures S1–S7 and Tables S1–S5

Supplemental information

Cytoplasmic cleavage of *IMPA1* 3' UTR is necessary for maintaining axon integrity

Catia Andreassi, Raphaëlle Luisier, Hamish Crerar, Marousa Darsinou, Sasja Blokzijl-Franke, Tchern Lenn, Nicholas M. Luscombe, Giovanni Cuda, Marco Gaspari, Adolfo Saiardi, and Antonella Riccio

Fig. S1

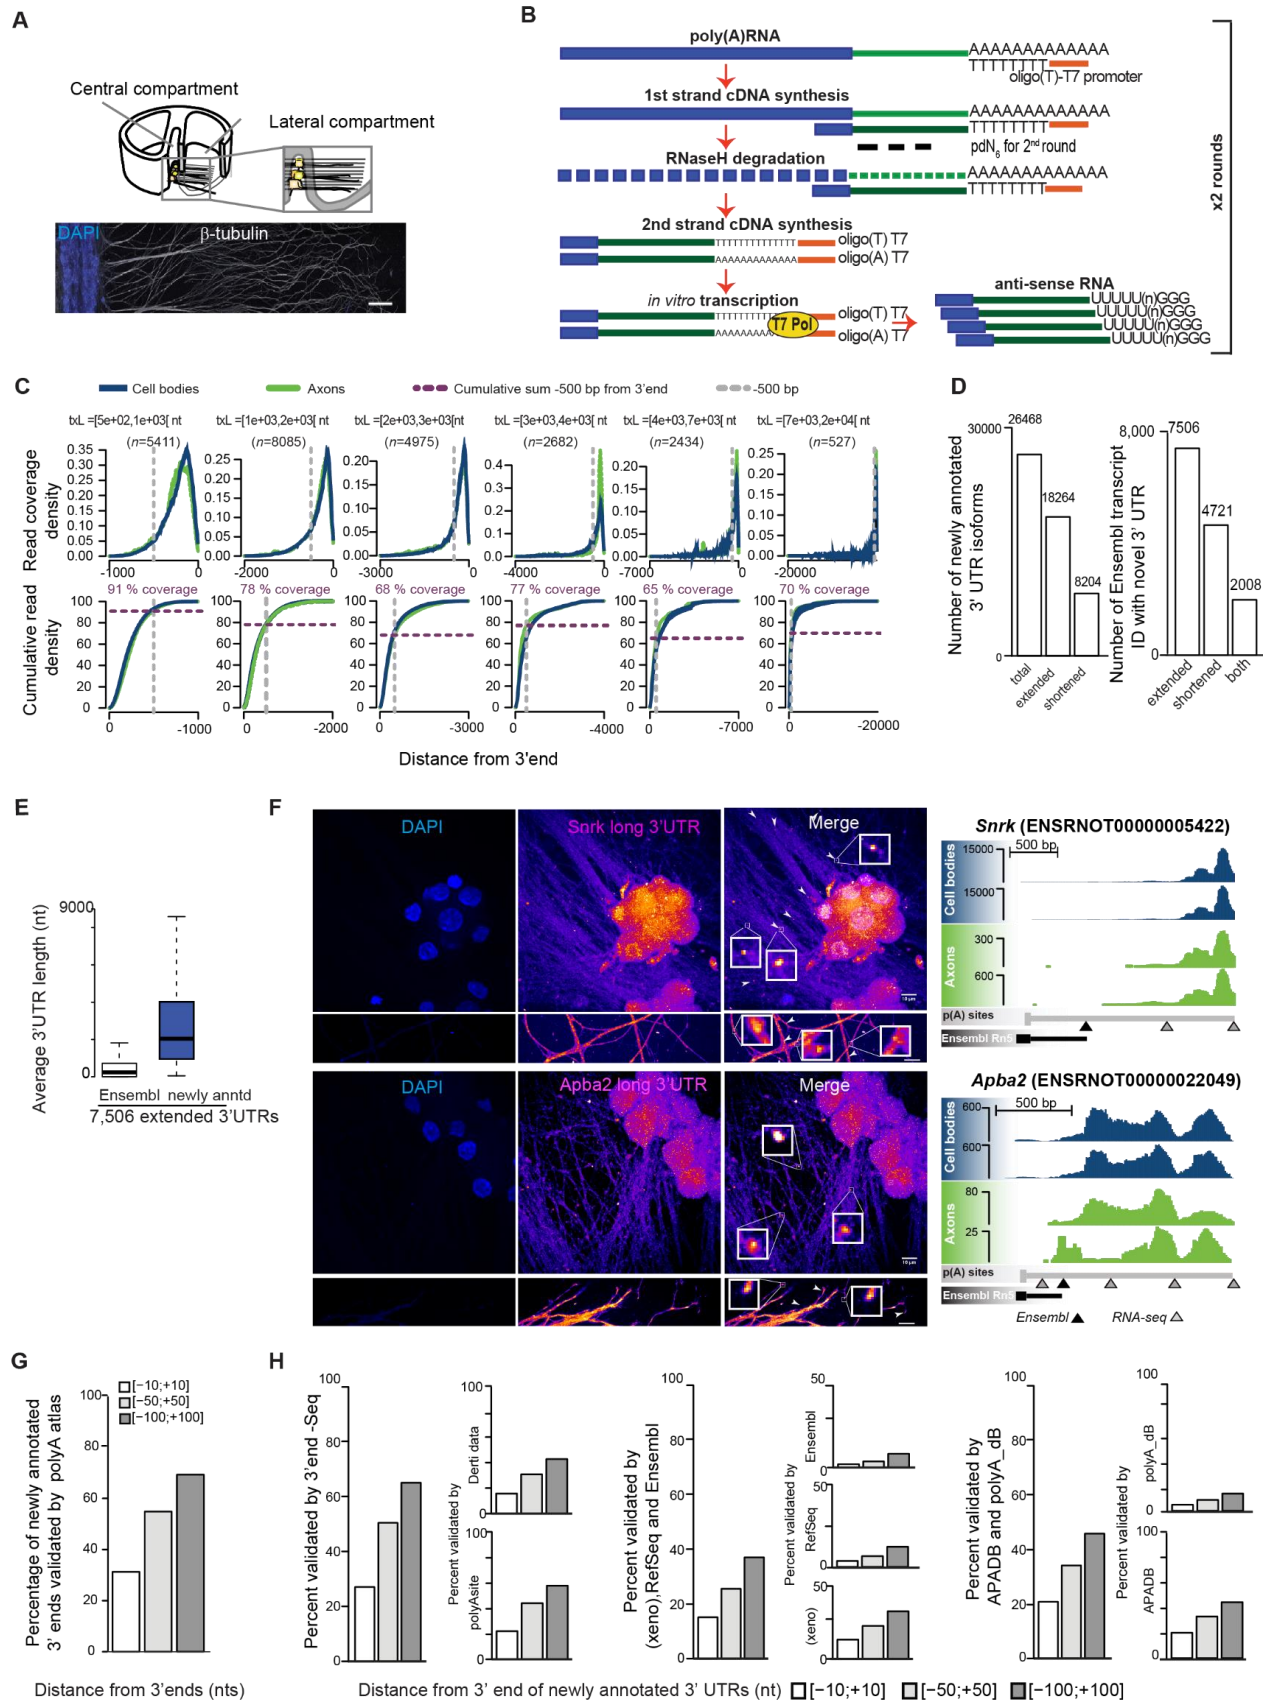

Figure S1. 3' end-RNA-seq of transcripts in axons and cell bodies of sympathetic neurons.

Related to Figure 1.

(A) (*Upper panel*) Schematic representation of a compartmentalized chamber. (*Lower panel*) Staining of sympathetic neurons grown in compartmentalized chambers for 10 days with DAPI and anti- α tubulin antibody. Scale bar=500 μ m.

(B) Workflow of linear amplification of mRNA.

(C) Reads accumulation at 3' end of the Ensembl transcripts in function of transcript length. (*Upper*) Read density coverage and (*Lower*) cumulative read density along transcript are shown.

(D) (*Left*) Number of newly annotated 3'UTR isoforms compared with Ensembl Rn5 annotations. (*Right*) Number of Ensembl transcript ID expanded with newly annotated 3'UTRs.

(E) Average length of the 3'UTRs of 7,506 Ensembl transcript ID extended by intersecting expressed genomic fragments with Ensembl Rn5 annotation.

(F) (*Left*) smFISH of *Snrk* and *Apba2* long 3'UTR in sympathetic neurons cell bodies and axons. Arrowheads indicate mRNA puncta without any pixel dilation. Insets= 5X magnification of boxed area (scale bar=10 μ m). (*Right*) Genome browser view of *Snrk* and *Apba2* in axons and cell bodies.

(G) Percentage of newly annotated 3' ends recovered from a polyadenylation site atlas (see STAR Methods) at the indicated distance intervals from novel 3' ends.

(H) Percentage of 3'UTR isoforms for which the indicated region surrounding the 3' end intersects with a PAS obtained from 3' end RNA-seq data, a 3' terminus annotated in RefSeq (Rn5, Rn6 and XenoRefSeq) or Ensembl (Rn6), or a PAS annotated in APADB or PolyA_DB2. Comparison between combined (*Left*) and individual (*Right*) datasets is shown in each panel.

Fig. S2

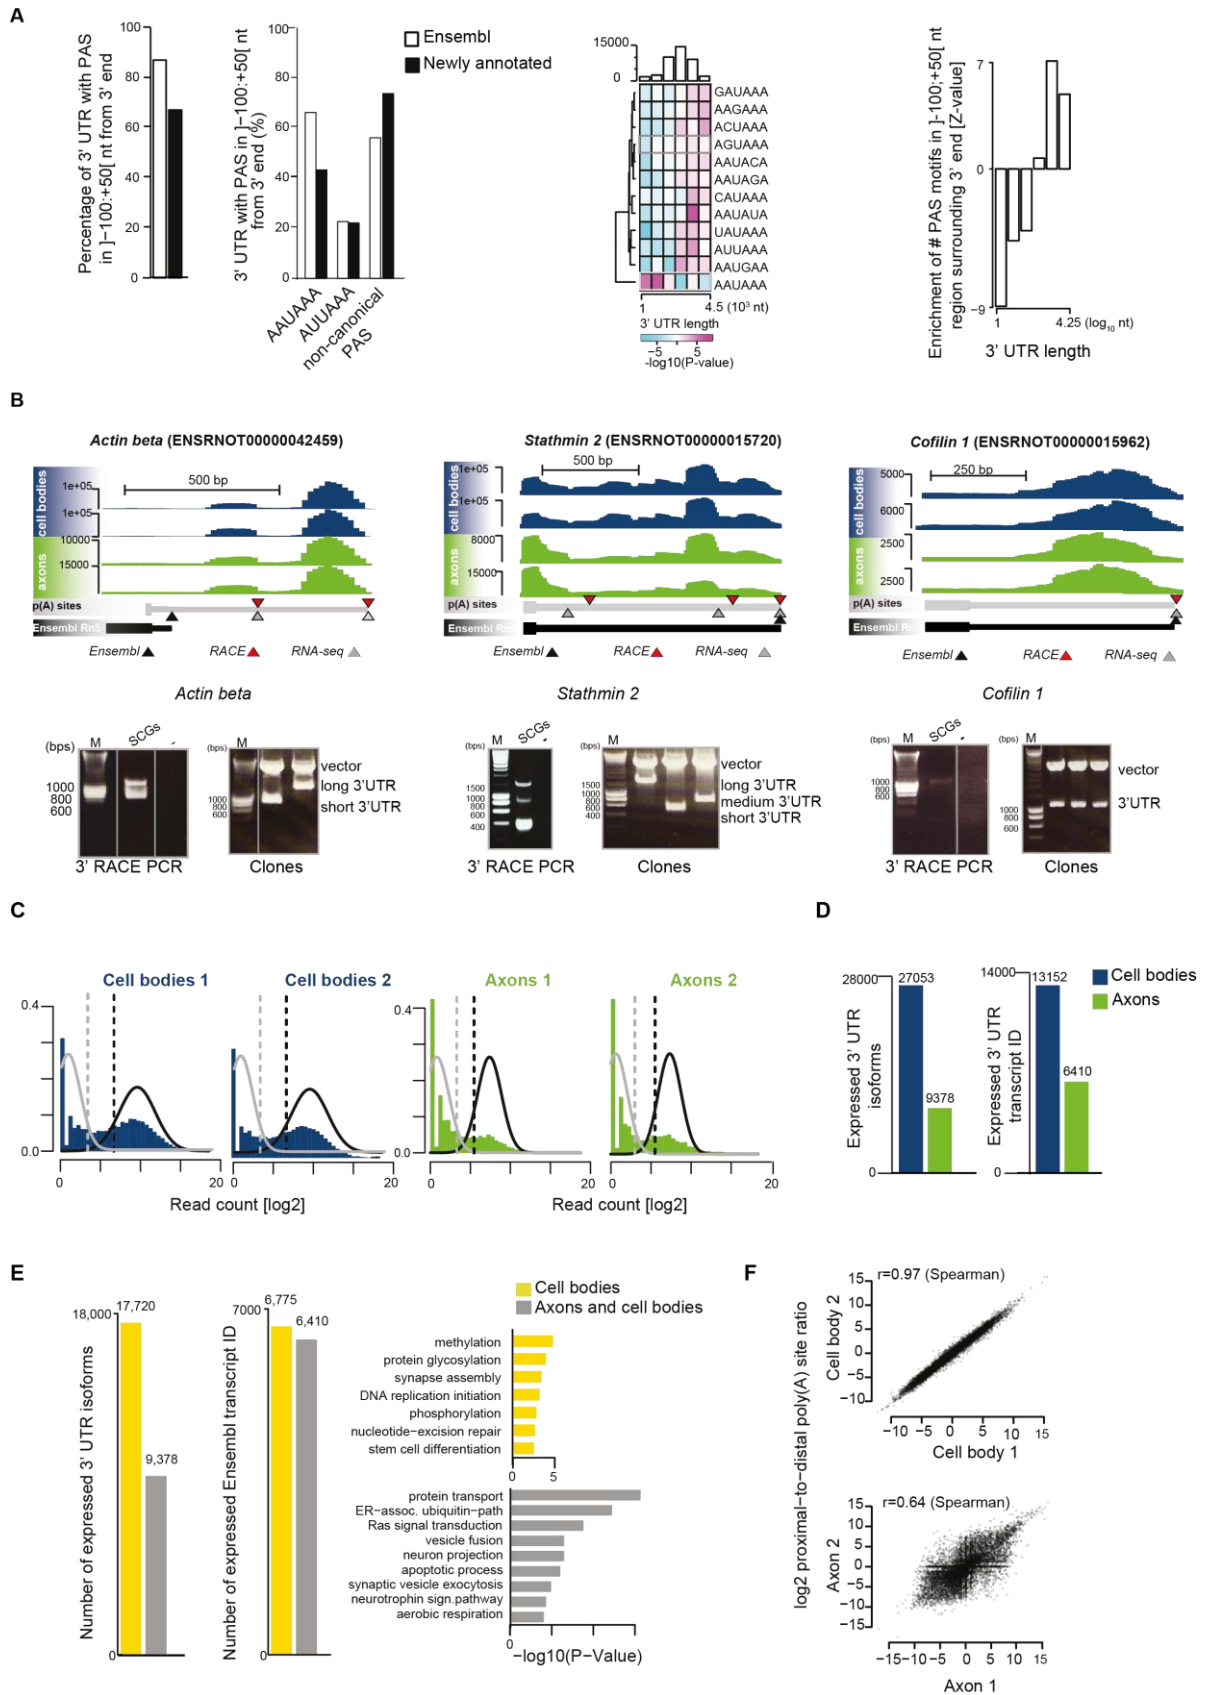

Figure S2. Analysis of 3'UTR PAS choice in axons and cell bodies of sympathetic neurons. Related to Figure 2.

(A) (Left) Frequency of canonical and variant PAS motifs detected between -100 to +50 nt of

newly annotated (black) or Ensembl annotated (white) 3' ends. Total PAS motifs and canonical vs. variant PAS motifs are shown. (*Middle*) Relative occurrence of different PAS motifs in promoter-proximal and promoter-distal 3'UTRs. Upper column graph indicates the number of 3'UTR isoforms per range of 3'UTR length. Color-scale: $-\log_{10}(\text{P-value})$ of enrichment in PAS motif obtained by Fisher test of the number of 3' ends that contains at least one motif per range of 3'UTR length. (*Right*) Relative occurrence of PAS motifs in the [-100;+50] nt region surrounding the 3' ends at increasing length.

(B) (*Top*) Genome browser view of the *Actin beta*, *Stathmin 2* and *Cofilin 1* 3'UTRs. 3' end isoforms annotated in Ensembl Rn5 or identified by RNA-seq data and by RACE are indicated by arrowheads. (*Bottom*) Agarose gel analysis of RACE PCR products to amplify *Actin beta*, *Stathmin 2* and *Cofilin 1* 3'UTRs (*Left*) and of restriction digestions of representative clones obtained by cloning of corresponding RACE PCR products (*Right*). Noncontiguous lanes from the same experiment and gels are shown side by side, as indicated by lines in the figure.

(C) Identification of 3'UTR isoforms expressed in cell bodies (blue) and axons (green) performed by fitting bimodal distribution on $\log_2$ -raw count mapping the 500 nts distal region of 3' end.

(D) Number of 3'UTR isoforms (*Left*) and Ensembl transcript ID (*Right*) expressed in cell bodies and axons.

(E) Comparative analysis of 3'UTR isoforms and transcript IDs enriched in cell bodies (yellow) and axons (grey) (*Left*). Statistically enriched GO terms of genes identified in cell bodies and axons samples (*Right*).

(F) Scatter plots of the relative use of promoter-proximal and promoter-distal poly(A) sites in two biological replicates of cell body (*Upper*) and axon (*Lower*) samples.

Fig. S3

A

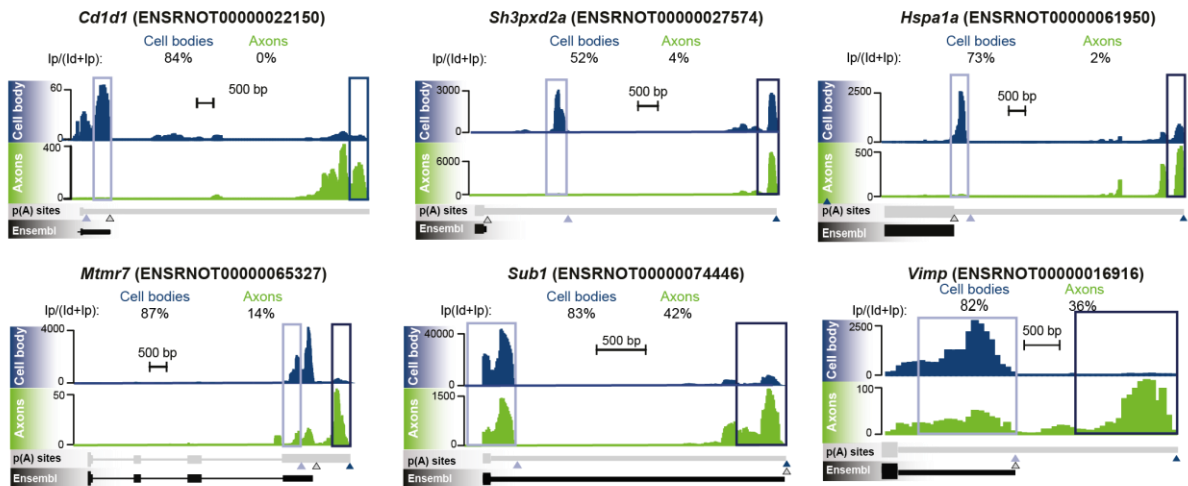

B

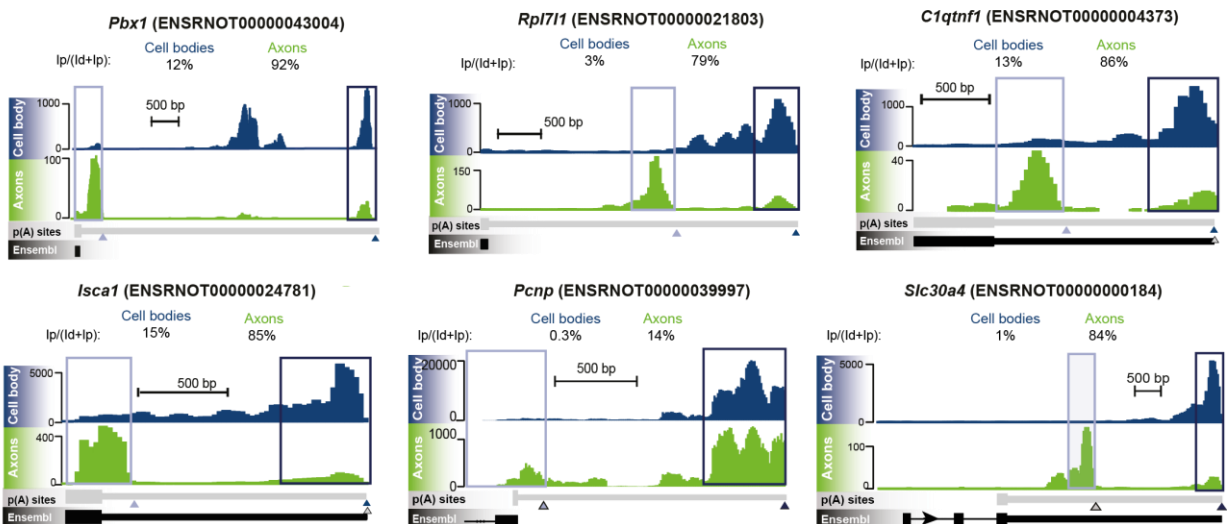

Figure S3. Axonal transcripts with a proximal or distal 3'UTR bias. Related to Figure 3.

(A and B) Examples of transcripts with a marked shift towards (A) increased promoter-distal poly(A) site usage or (B) increased promoter-proximal poly(A) site usage, in axons compared to cell bodies.

Fig. S4

A

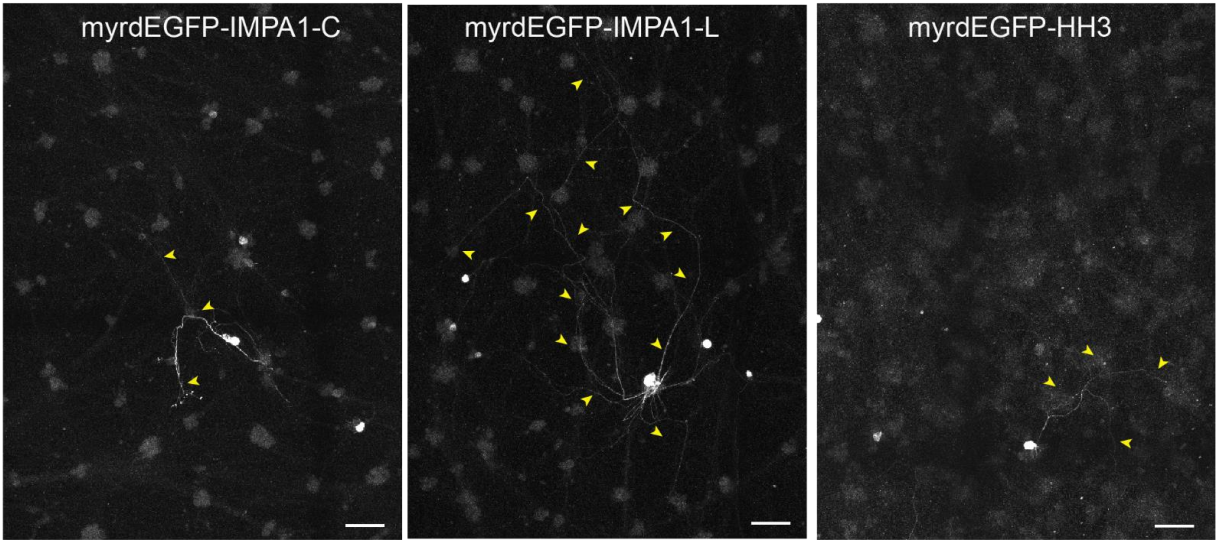

B

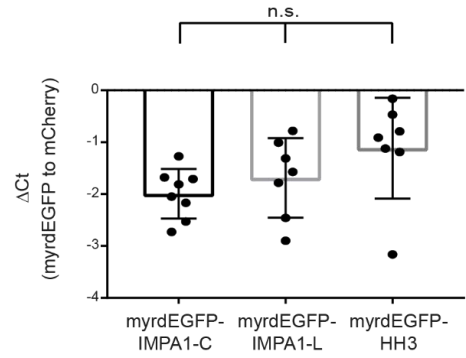

C

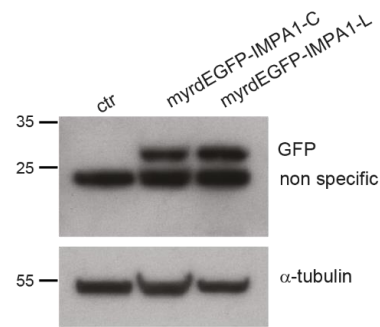

D

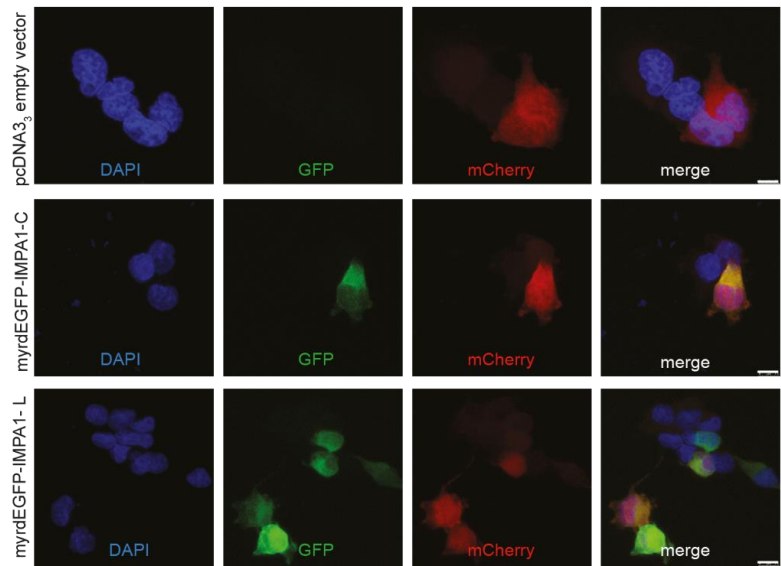

Figure S4. A dEGFP reporter system to study IMPA1 3'UTR localization. Related to Figure 4.

(A) GFP-immunostaining of sympathetic neurons transfected with either *myrdEGFP-IMPA1-C*, *myrdEGFP-IMPA1-L* or *myrdEGFP-Histone H3 (HH3)*. Arrowheads indicate GFP immunoreactivity along the axons of transfected neurons. Scale bar=200 μ m.

(B) RT-qPCR of *myrdEGFP-IMPA1-C*, *myrdEGFP-IMPA1-L* or *myrdEGFP-Histone H3 (HH3)* transfected in cell bodies excised from sympathetic ganglia explants and normalized by a co-transfected vector expressing mCherry. Data are mean $\pm$ s.e.m. of Δ Ct of myrdEGFP Ct normalized to mCherry Ct. One way Anova, non-statistically significant ($n\geq 7$).

(C) Western blot analysis of GFP and α -tubulin on PC12 cells transfected with either *myrdEGFP-IMPA1-C* or *myrdEGFP-IMPA1-L*. Irrelevant lanes have been excluded. Ctr: non transfected cells.

(D) DAPI, anti-GFP and anti-mCherry staining of naïve PC12 cells co-transfected with empty vector or *myrdEGFP-IMPA1-C* or *myrdEGFP-IMPA1-L*, and mCherry plasmids. The non-specific band detected by western blotting does not affect the immunofluorescence staining. Scale bar=75 μ m. ($n=3$).

Fig. S5

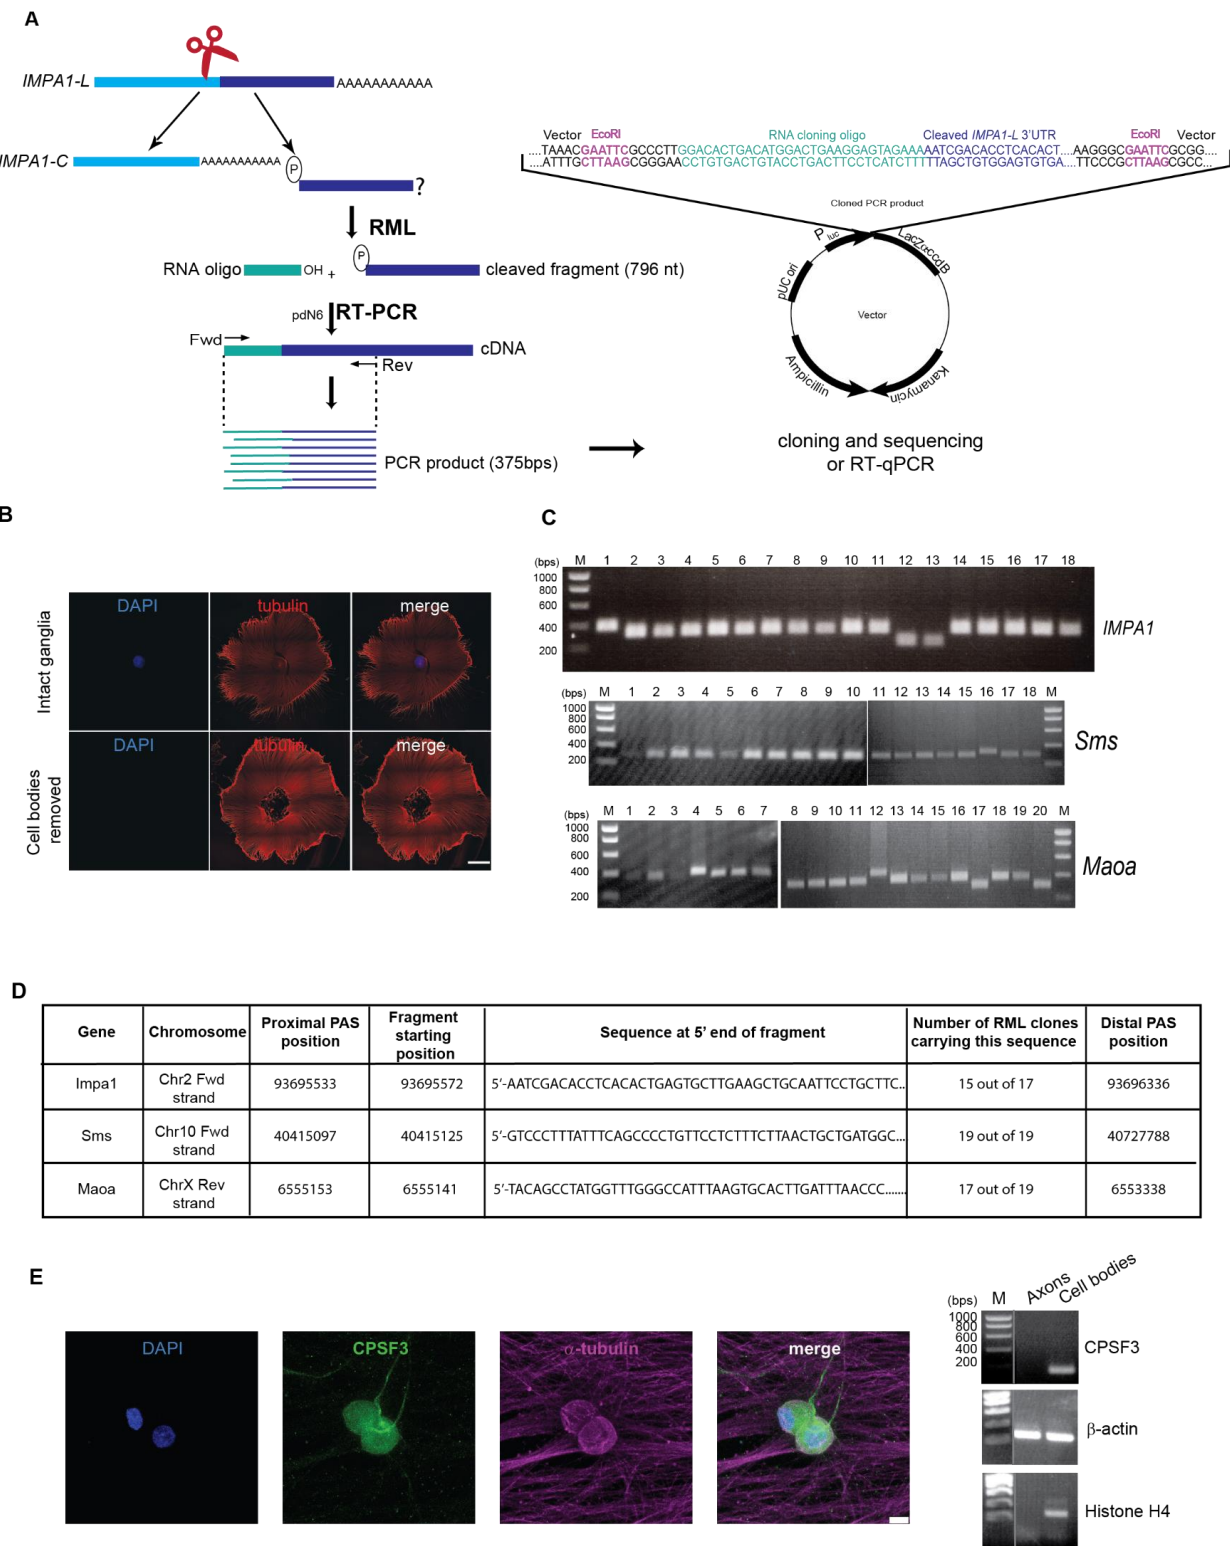

Figure S5. Analysis of axonal cleavage of transcripts by RML-RT-PCR. Related to Figure 5.

(A) Schematic representation of 5'P-dependent RNA oligo-Mediated Ligation (RML) and

cloning experiments.

(B) DAPI and anti- α tubulin staining of SCG explants before (*Top*) or after (*Bottom*) the removal of cell bodies. Scale bar =200 μ m.

(C) *EcoRI* restriction digestions of clones carrying an insert corresponding to the cleaved fragments of IMPA1-L (*Left*), Sms (*Right*) and Maoa (*Bottom*) in axons. Noncontiguous lanes of 2 agarose gels from the same experiment are shown side by side, as indicated by the grey line.

(D) Genomic coordinates (Ensembl Rnor_6.0) for the proximal and distal PAS, and for the 5'ends of the cleaved fragments of IMPA1, Sms and Maoa are listed, together with the sequence at the 5' end of the cleaved fragments as obtained by sequencing of the indicated number of clones.

(E) (*Left*) DAPI, anti-CPSF3 and anti- α tubulin staining in axons and cell bodies of sympathetic neurons. Scale bar=10 μ m. (*Right*) RT-PCR of mRNA isolated from axons and cell bodies of sympathetic neurons cultured in compartmentalised chambers. The absence of cell body material in axonal samples was assessed using primers amplifying *Histone H4* transcripts. Noncontiguous lanes from the same experiment and gels are shown side by side, as indicated by lines in the figure.

Fig. S6

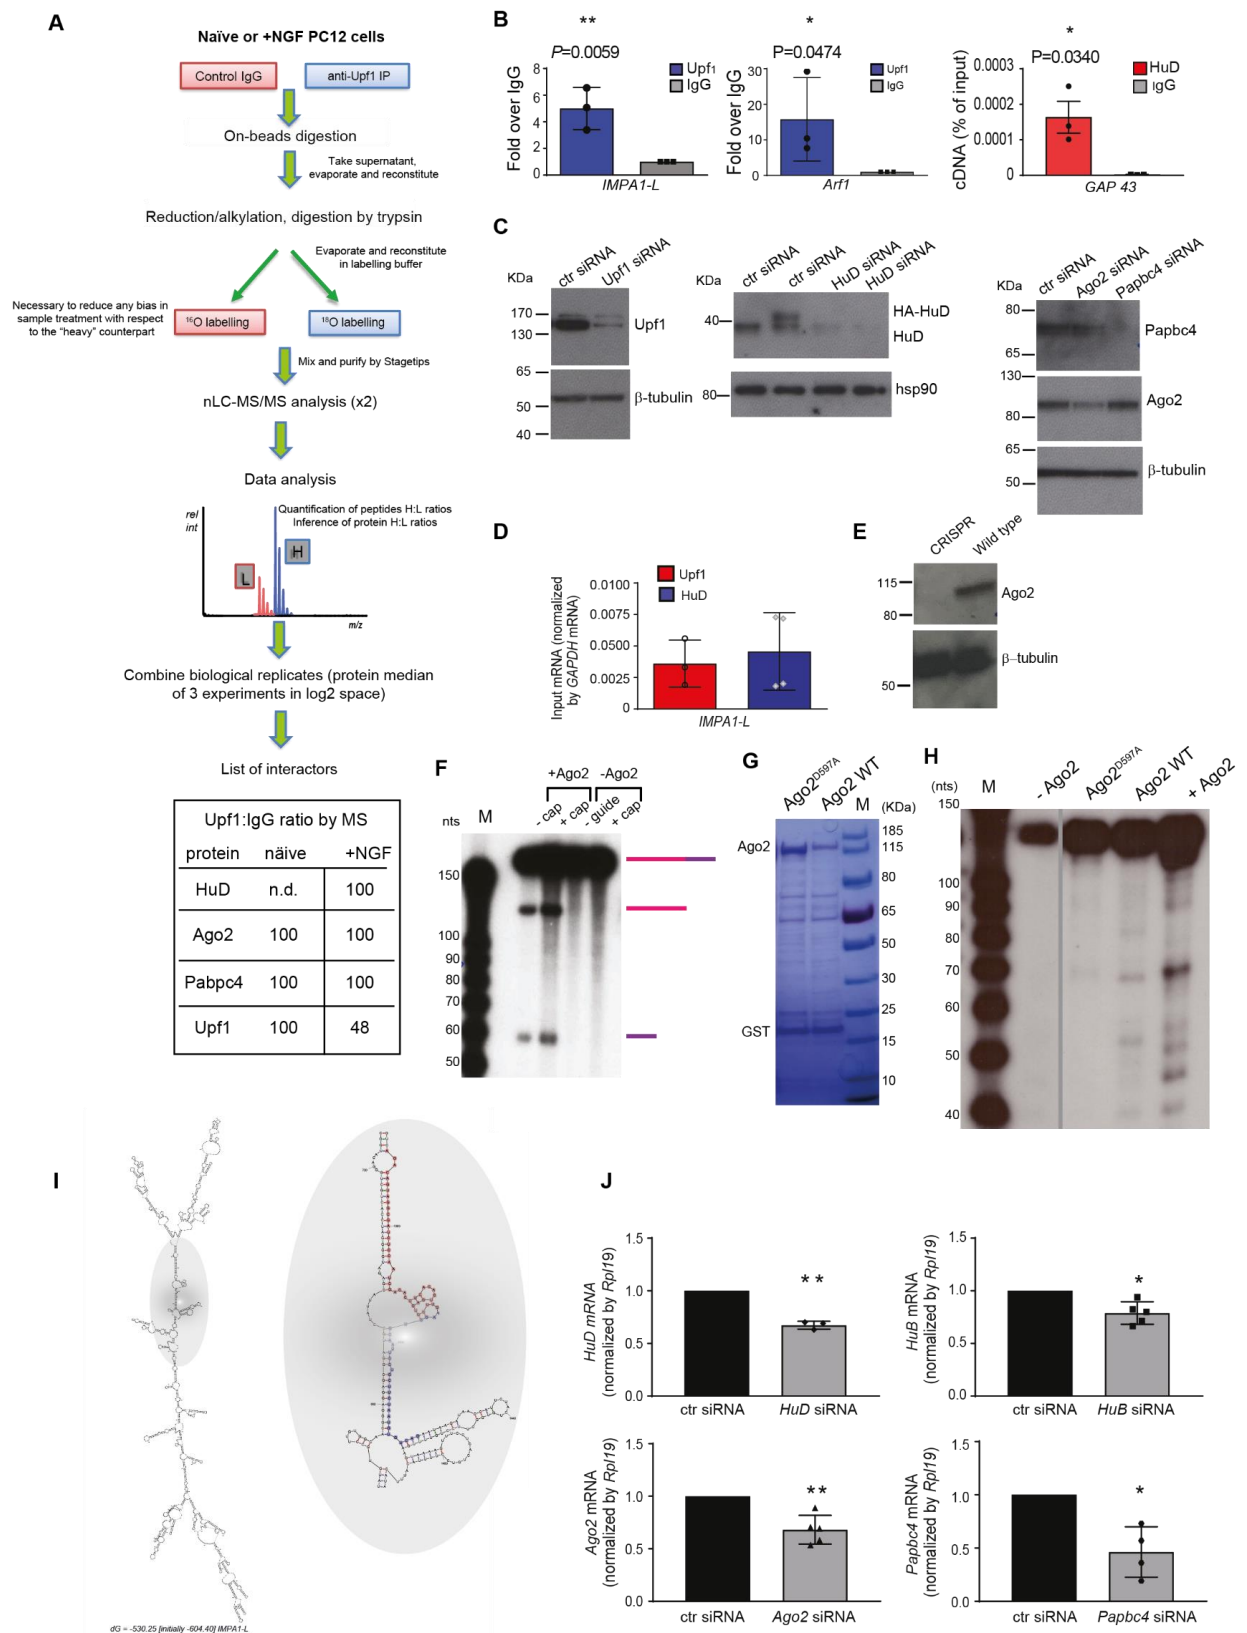

Figure S6. Remodeling of IMPA1 3'UTR by a complex that includes Ago2, HuD and Upf1. Related to Figure 6.

(A) Workflow employed for the discovery of Upf1 interactors in naïve and NGF-stimulated cells. The table shows the enrichment of the indicated interactors in the Upf1 immunoprecipitates of naïve or differentiated (+NGF) PC12 cells as measured by mass-spectrometry.

(B) RIP of *IMPA1-L* mRNA (*Left*), *Arf1* (as positive control for Upf1 antibody, *Middle*) or *GAP43* (as positive control for HuD antibody, *Right*) in sympathetic neurons. mRNAs were immunoprecipitated either with normal IgG, anti-Upf1 or anti-HuD antibodies, and subject to RT-qPCR. $\Delta\Delta C_t$ values between antibody and IgG samples expressed as fold of IgG are shown. (*Left and Middle*) Unpaired one-tail t-test ** $t=4.385$, $df=4$, * $t=2.18$, $df=4$. (*Right*) Paired one-tail t-test, $t=3.636$, $df=2$.

(C) Western blotting of PC12 cells transfected with the indicated siRNAs and tested for Upf1 (*Left*), HuD (*Middle*) or Ago2 and Papbc4 (*Right*) expression. α tubulin and hsp90 were used as loading controls.

(D) Normalized expression levels of *IMPA1-L* mRNA in HuD or Upf1 in inputs of RIP samples shown in Fig. 4D and quantified by RT-qPCR. Unpaired two-tailed t test, no statistically significant ($n=4$).

(E) Western blot analysis of Ago2 in a PC12 cell clone in which Ago2 was deleted by CRISPR ($n=3$).

(F) Biological activity of recombinant human Ago2 tested by *in vitro* cleavage assay on *luciferase* RNA using a *luciferase* guide siRNA. Two fragments of the expected sizes (125 and 57 nts) are detected only in the samples containing Ago2 and guide siRNA. The lack of other fragments demonstrates that the preparation of recombinant Ago2 is devoid of contaminant RNases. Irrelevant lanes have been removed.

(G) Coomassie staining of polyacrylamide gels to separate recombinant protein preparations of mouse wildtype (WT) and catalytic mutant (D597A) Ago2 ($n=2$).

(H) Enzymatic activity of the recombinant protein preparations was assessed in reactions containing RNA oligo, *IMPA1* guide siRNA and no cytoplasmic lysate ($n=2$). Noncontiguous lanes from the same experiment and auto radiographies are shown side by side while irrelevant lanes have been removed, as indicated by lines in the figure.

(I) Folding of the *IMPA1-L* transcript is modelled using RNAfold server. The enlarged area shows the position of the cleavage site in the middle of a loop structure.

(J) RT-qPCR of PC12 cells transfected with either *HuB*, *HuD*, *Ago2* or *Pabpc4* siRNA. Unpaired two-tail t-test, $t=14.94$ $df=4$, $t=5.763$ $df=8$, $t=65.216$, $df=8$, $t=4.544$ $df=6$, for *HuD*, *HuB*, *Ago2* and *Pabpc4* siRNA, respectively ($n= 3$ to 5 as indicated).

All data in this figure are presented as mean $\pm$ s.e.m. Tests are indicated in the legend and P values in figure.

Fig. S7

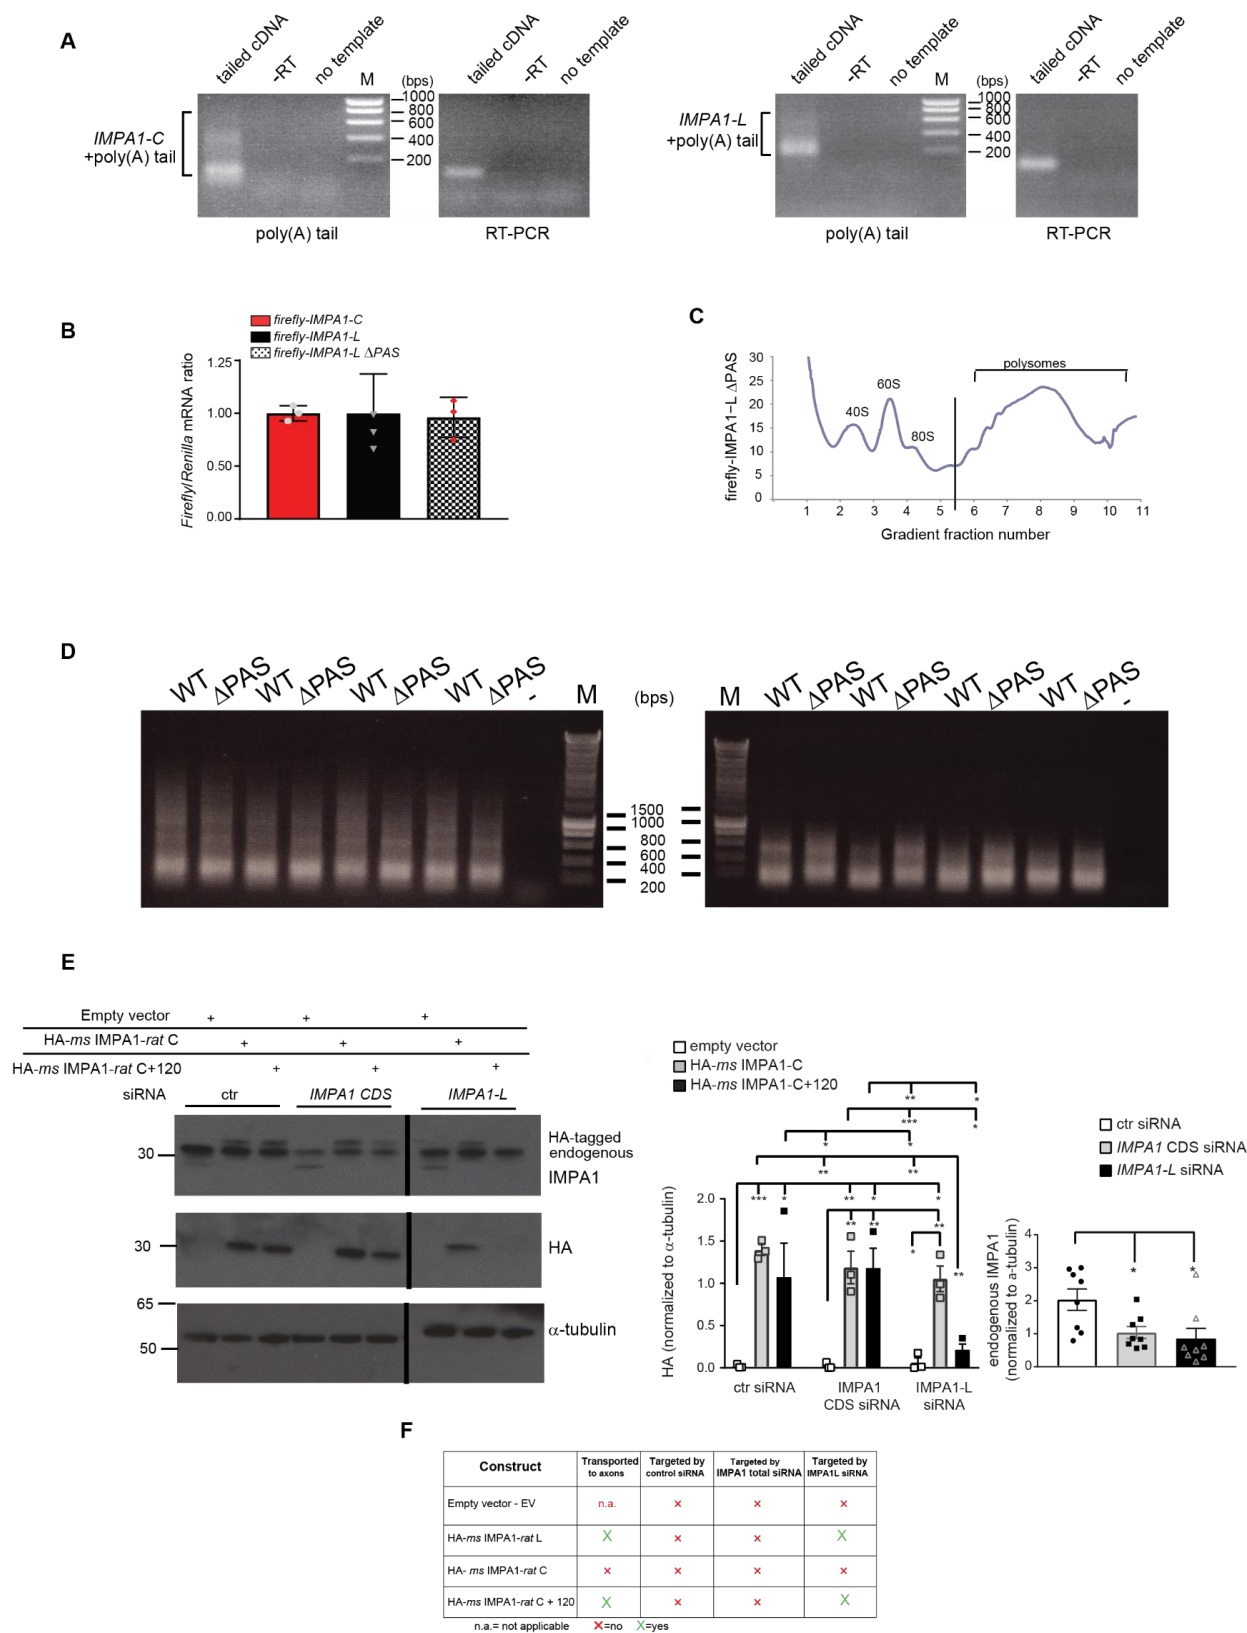

Figure S7. *IMPA1-C* is polyadenylated and translated efficiently. Related to Figure 7.

(A) 3' end G/I tailing of mRNA isolated from PC12 cells and subjected to RT-PCR to assess poly(A) tail length of *IMPA1-C* (Left) or *IMPA1-L* (Right) 3'UTR. Noncontiguous lanes from

the same experiment and gels are shown side by side while irrelevant lanes have been removed, as indicated by the spacing in the figure ($n=3$).

(B) RT-qPCR analysis of *Firefly* and *Renilla luciferase* mRNAs isolated from PC12 cells transfected with the indicated vectors. One way Anova, non-statistically significant, $df=7$ ($n=3-4$).

(C) Representative absorbance profile (A254nm) of polysomal fractions isolated from PC12 cells transfected with Firefly-IMP1L- Δ PAS. Peaks representing the 40S, 60S and 80S ribosomal subunits, polysomal fractions and RNA granules are indicated. Line shows separation between free-monosomal and polysomal fractions.

(D) 3'end G/I tailing of mRNA isolated from PC12 cells transfected with firefly-IMP1-L wild type or Δ PAS. Amplification was performed in nested PCR format to assess poly(A) tail length of the transcripts generated from the transfected expression vectors. Three independent samples are shown.

(E) (*Left*) IMP1, hemagglutinin (HA) and α tubulin western blotting of PC12 cells transfected with the indicated siRNAs and vectors. In the IMP1 blots, the higher band is HA-tagged mouse IMP1 and the band under is endogenous rat IMP1. Noncontiguous lanes from two blots from the same experiment are shown side by side, while irrelevant lanes have been removed, as indicated by the grey line in the figure ($n=3$). (*Right*) Densitometry analysis of the expression of HA-tagged IMP1 or endogenous IMP1 protein in PC12 cells transfected with the indicated siRNAs and vectors. HA and IMP1 levels are normalized to α tubulin. One way Anova Tukey's post hoc test, $*P<0.05$, $**P\leq 0.005$, $***P\leq 0.00$, $df=18$ ($n=3-8$).

(F) Table summarizing the subcellular localization and silencing of the vectors used in Figure 7A and B.

All data in this figure are presented as mean $\pm$ s.e.m. Tests are indicated in the legend and significant P values in figure.

Table S1. Related to Figure 4. List of proteins identified by mass spectrometry in immunoprecipitation experiments.

Accession	Description	Seq. Coverage	Σ# Proteins	Σ# Unique Peptides	Σ# Peptides	Σ# PSMs	Naive: CONT 1	Naive: CONT 2	Naive: CONT 3	NGF: CONT 1	NGF: CONT 2	NGF: CONT 3	Median Naive:CONT	Median NGF:CONT	Molecular Function	Cellular Component	Biological Process
A0A0A0MX0	CD2-associated protein (Fragment) OS=Rattus norvegicus GN=Cd2ap PE=4 SV=1 - [A0A0A0MX0_RAT]	35.32	2	18	18	126	100.0	100.0	100.0	100.0	100.0	100.0	100.0	100.0			
D4AB03	Protein Fam120a OS=Rattus norvegicus GN=Fam120a PE=4 SV=2 - [D4AB03_RAT]	16.14	1	13	13	41	93.6	100.0	100.0	100.0	100.0	100.0	100.0	100.0		cytoplasm	
Q6MG49	Large proline-rich protein BAG6 OS=Rattus norvegicus GN=Bag6 PE=2 SV=2 - [BAG6_RAT]	14.40	1	13	13	39	100.0	100.0	100.0	100.0	100.0	100.0	100.0	100.0	protein binding	nucleus; cytoplasm; cytosol	metabolic process; transport; cell death; cell organization and biogenesis; cell differentiation; regulation of biological process; response to stimulus
P62961	Nuclease-sensitive element-binding protein 1 OS=Rattus norvegicus GN=Ybx1 PE=2 SV=3 - [YBOX1_RAT]	21.12	10	3	4	21		68.0	100.0	100.0	100.0	100.0	82.5	100.0	DNA binding	nucleus; spliceosomal complex; cytoplasm	regulation of biological process
Q68A21	Transcriptional activator protein Pur-beta OS=Rattus norvegicus GN=Purb PE=1 SV=3 - [PURB_RAT]	16.19	3	3	5	19	9.7	100.0	74.6	100.0	29.7	100.0	74.6	100.0	transcription regulator activity; DNA binding; RNA binding; protein binding	nucleus	metabolic process; regulation of biological process
G3V9N0	Polyadenylate-binding protein OS=Rattus norvegicus GN=Pabp4 PE=2 SV=2 - [G3V9N0_RAT]	6.39	2	2	5	18	100.0	100.0	100.0	100.0	100.0		100.0	100.0	nucleotide binding; RNA binding		
D3ZB30	Polypyrimidine tract binding protein 1, isoform CRA_c OS=Rattus norvegicus GN=Ptpb1 PE=4 SV=1 - [D3ZB30_RAT]	16.98	4	7	7	18	100.0	100.0	61.5	100.0	100.0		100.0	100.0	nucleotide binding; DNA binding; RNA binding; catalytic activity	nucleus; membrane	regulation of biological process; metabolic process
Q3T1K0	Apolipoprotein B mRNA editing enzyme, catalytic polypeptide-like 3F OS=Rattus norvegicus GN=Apobec3b PE=2 SV=1 - [Q3T1K0_RAT]	9.87	1	3	3	13	100.0	100.0	100.0	100.0	100.0		100.0	100.0	catalytic activity; metal ion binding; RNA binding	nucleus; cytoplasm	cell differentiation; metabolic process; response to stimulus; regulation of biological process; defense response
D4A6A2	Heterogeneous nuclear ribonucleoprotein A3 OS=Rattus norvegicus GN=Hnmpa3 PE=1 SV=2 - [D4A6A2_RAT]	11.60	7	3	3	12	0.1	100.0	100.0	100.0	100.0		100.0	100.0	nucleotide binding		
O09032	ELAV-like protein 4 OS=Rattus norvegicus GN=Elav4 PE=1 SV=1 - [ELAV4_RAT]	18.23	1	2	6	11				100.0	100.0			100.0	nucleotide binding; RNA binding		
P62755	40S ribosomal protein S6 OS=Rattus norvegicus GN=Rps6 PE=1 SV=1 - [RS6_RAT]	19.84	2	4	5	9		100.0			100.0		100.0	100.0	structural molecule activity; protein binding	nucleus; cytoplasm; ribosome	metabolic process; regulation of biological process; response to stimulus
F1M5X1	Protein Rrbp1 OS=Rattus norvegicus GN=Rrbp1 PE=4 SV=2 - [F1M5X1_RAT]	3.88	5	4	4	9	100.0	100.0		100.0	100.0		100.0	100.0			transport
D3ZZ10	Protein Zcchc3 OS=Rattus norvegicus GN=Zcchc3 PE=4 SV=1 - [D3ZZ10_RAT]	15.75	1	5	5	9		82.2	100.0	100.0	100.0		90.7	100.0	metal ion binding; RNA binding		
B1H2A6	Fxr2 protein OS=Rattus norvegicus GN=Fxr2 PE=2 SV=1 - [B1H2A6_RAT]	14.07	1	4	6	9		100.0	100.0		100.0		100.0	100.0	RNA binding; protein binding	cytoplasm; membrane	
Q7TP98	Interleukin enhancer-binding factor 2 OS=Rattus norvegicus GN=Ilf2 PE=2 SV=1 - [ILF2_RAT]	5.83	1	2	2	8		83.6	100.0		100.0		91.4	100.0	DNA binding; RNA binding; nucleotide binding; catalytic activity	nucleus; cytoplasm; membrane	metabolic process; regulation of biological process; response to stimulus
F1LRP7	Protein argonaute-2 (Fragment) OS=Rattus norvegicus GN=Ago2 PE=3 SV=1 - [F1LRP7_RAT]	1.99	3	2	2	8	100.0	100.0	100.0		100.0		100.0	100.0	RNA binding; catalytic activity; protein binding	cytoplasm	regulation of biological process; metabolic process
F1LWX1	Protein LOC100910714 (Fragment) OS=Rattus norvegicus GN=LOC100910714 PE=3 SV=1 - [F1LWX1_RAT]	8.49	3	1	1	7	59.8	100.0	100.0		100.0		100.0	100.0	structural molecule activity	ribosome	metabolic process
P62268	40S ribosomal protein S23 OS=Rattus norvegicus GN=Rps23 PE=1 SV=3 - [RS23_RAT]	7.69	3	1	1	7		100.0			100.0		100.0	100.0	structural molecule activity	ribosome	metabolic process
Q6AY21	GTPase activating protein (SH3 domain) binding protein 2 OS=Rattus norvegicus GN=G3bp2 PE=2 SV=1 - [Q6AY21_RAT]	5.57	1	2	2	6		75.9	100.0		100.0		87.1	100.0	nucleotide binding; RNA binding	cytoplasm	transport
B3DMA1	Abn2l protein OS=Rattus norvegicus GN=Abn2l PE=2 SV=1 - [B3DMA1_RAT]	2.15	1	2	2	6		100.0	80.1		100.0		89.5	100.0	RNA binding	cytoplasm; membrane	metabolic process; regulation of biological process; cell organization and biogenesis
D4A321	DEAH (Asp-Glu-Ala-His) box polypeptide 38 (Predicted), isoform CRA_a OS=Rattus norvegicus GN=Dhx38 PE=4 SV=2 - [D4A321_RAT]	5.04	1	6	6	11		100.0	100.0		100.0		100.0	100.0	nucleotide binding; catalytic activity; RNA binding	membrane; spliceosomal complex	metabolic process
D4A9L2	Protein Srsf1 OS=Rattus norvegicus GN=Srsf1 PE=4 SV=1 - [D4A9L2_RAT]	8.06	1	2	2	7		100.0			100.0		100.0	100.0	nucleotide binding; RNA binding; protein binding	nucleus; spliceosomal complex	cell organization and biogenesis; regulation of biological process; metabolic process
Q794E4	Heterogeneous nuclear ribonucleoprotein F OS=Rattus norvegicus GN=Hnmpf PE=1 SV=3 - [HNRPF_RAT]	6.27	1	1	2	6		75.8			100.0		75.8	100.0	nucleotide binding; RNA binding; protein binding	nucleus; spliceosomal complex; cytoplasm; membrane	metabolic process; regulation of biological process
G3V9N1	RCG21137 OS=Rattus norvegicus GN=Pgam5 PE=4 SV=1 - [G3V9N1_RAT]	9.38	3	3	3	5		100.0			100.0		100.0	100.0	catalytic activity; enzyme regulator activity; protein binding	mitochondrion; membrane	metabolic process; regulation of biological process; cell death
F1M013	Protein LOC100910109 (Fragment) OS=Rattus norvegicus GN=LOC100910109 PE=4 SV=2 - [F1M013_RAT]	13.58	18	3	3	5		6.7			100.0		6.7	100.0			
P62909	40S ribosomal protein S3 OS=Rattus norvegicus GN=Rps3 PE=1 SV=1 - [RS3_RAT]	8.64	1	2	2	4		100.0			100.0		100.0	100.0	DNA binding; RNA binding; structural molecule activity; metabolic activity; protein binding	nucleus; cytoplasm; cytosol; ribosome; membrane	metabolic process; response to stimulus; regulation of biological process
F1LXF5	Protein Get4 OS=Rattus norvegicus GN=Get4 PE=4 SV=2 - [F1LXF5_RAT]	11.52	1	3	3	3		64.1		100.0			64.1	100.0		cytosol	
P62850	40S ribosomal protein S24 OS=Rattus norvegicus GN=Rps24 PE=2 SV=1 - [RS24_RAT]	4.55	4	1	1	3		100.0			100.0		100.0	100.0	nucleotide binding; structural molecule activity	nucleus; cytoplasm; ribosome	metabolic process
H7C5Y5	60S ribosomal protein L6 OS=Rattus norvegicus GN=Rpl6 PE=3 SV=1 - [H7C5Y5_RAT]	2.69	3	1	1	2		9.9			100.0		9.9	100.0	structural molecule activity	ribosome	metabolic process
D4ADH2	Protein Pcbp1 (Fragment) OS=Rattus norvegicus GN=Pcbp1 PE=4 SV=2 - [D4ADH2_RAT]	4.12	3	1	1	2		100.0		100.0			100.0	100.0	RNA binding		
P62912	60S ribosomal protein L32 OS=Rattus norvegicus GN=Rpl32 PE=1 SV=2 - [RL32_RAT]	9.70	3	1	1	2		100.0			100.0		100.0	100.0	structural molecule activity	ribosome	metabolic process
D4A0L4	Y-box-binding protein 3 OS=Rattus norvegicus GN=Ybx3 PE=4 SV=2 - [D4A0L4_RAT]	10.27	8	1	2	2		81.5				100.0	81.5	100.0	DNA binding		regulation of biological process

Q9EPH8	Polyadenylate-binding protein 1 OS=Rattus norvegicus GN=Pabpc1 PE=1 SV=1 - [PABP1_RAT]	33.65	1	17	20	131	84.2	87.2	63.5	100.0	94.1	92.4	84.2	94.1	nucleotide binding; RNA binding; protein binding	nucleus; spliceosomal complex; cytoplasm; membrane	metabolic process; regulation of biological process
F2Z3R2	Protein Fblm1 OS=Rattus norvegicus GN=Hnmp1 PE=4 SV=1 - [F2Z3R2_RAT]	3.58	4	2	2	3	100.0				90.9		100.0	90.9	nucleotide binding; RNA binding; DNA binding	nucleus; membrane	metabolic process
D3ZR64	Protein Zfp598 OS=Rattus norvegicus GN=Zfp598 PE=4 SV=2 - [D3ZR64_RAT]	3.66	1	2	2	7		52.3	100.0		100.0	72.4	72.3	85.1	protein binding; metal ion binding; RNA binding		
P61980	Heterogeneous nuclear ribonucleoprotein K OS=Rattus norvegicus GN=Hnmpk PE=1 SV=1 - [HNRPK_RAT]	17.71	3	9	9	21	83.8	64.2	100.0		62.5	100.0	83.8	79.1	DNA binding; RNA binding	nucleus; spliceosomal complex; cytoplasm; membrane	metabolic process; regulation of biological process
D3ZD73	Protein Ddx6 OS=Rattus norvegicus GN=Ddx6 PE=3 SV=1 - [D3ZD73_RAT]	2.90	1	1	1	4		100.0		53.3	85.5		100.0	67.5	nucleotide binding; catalytic activity; RNA binding	cytoplasm; membrane	metabolic process; cell organization and biogenesis
D3ZYW2	Heterogeneous nuclear ribonucleoprotein H OS=Rattus norvegicus GN=Hnmp1 PE=4 SV=1 - [D3ZYW2_RAT]	16.32	4	5	6	24	100.0	100.0		0.3	63.5	100.0	100.0	63.5	nucleotide binding		
G3V6U4	ELAV-like protein OS=Rattus norvegicus GN=Elavl2 PE=3 SV=2 - [G3V6U4_RAT]	19.03	2	1	5	10	100.0			100.0	40.2		100.0	63.4	nucleotide binding; RNA binding		
P15865	Histone H1.4 OS=Rattus norvegicus GN=Hist1h1e PE=1 SV=3 - [H14_RAT]	19.20	5	6	6	55	73.8	52.6	13.7	35.4	60.8	100.0	52.6	60.8	DNA binding	chromosome; nucleus	cell organization and biogenesis
P60868	40S ribosomal protein S20 OS=Rattus norvegicus GN=Rps20 PE=3 SV=1 - [RS20_RAT]	19.33	3	2	2	7	100.0	58.9			51.3		76.7	51.3	RNA binding; structural molecule activity	cytoplasm; ribosome; membrane	metabolic process
P04177	Tyrosine 3-monooxygenase OS=Rattus norvegicus GN=Th PE=1 SV=3 - [TY3H_RAT]	22.29	1	9	9	53	0.4	86.3	19.0	51.0	8.0	100.0	19.0	51.0	catalytic activity; metal ion binding; protein binding	nucleus; cytoplasm; mitochondrion; endoplasmic reticulum; cell surface; membrane	response to stimulus; cell communication; metabolic process; regulation of biological process; transport; cell organization and biogenesis
F1LY19	Protein Upf1 OS=Rattus norvegicus GN=Upf1 PE=4 SV=2 - [F1LY19_RAT] BAIT	47.69	2	48	48	292	23.5	100.0	100.0	48.3	53.7	33.8	100.0	48.3	DNA binding; catalytic activity; nucleotide binding; metal ion binding; RNA binding; translation regulator activity; DNA binding; protein binding	chromosome; nucleus; cytoplasm; spliceosomal complex	metabolic process; response to stimulus; regulation of biological process
F1LPS8	Transcriptional activator protein Pur-alpha OS=Rattus norvegicus GN=Pura PE=4 SV=2 - [F1LPS8_RAT]	35.97	3	5	7	32	1.0	69.2	89.0	65.8	48.3	16.2	69.2	48.3	RNA binding; structural molecule activity	nucleus; cytoplasm	metabolic process; regulation of biological process
B2GV38	Ubiquitin-like protein 4A OS=Rattus norvegicus GN=Ubl4a PE=2 SV=1 - [UBL4A_RAT]	25.48	1	4	4	22	100.0	100.0	100.0	48.1	100.0	8.0	100.0	48.1	protein binding	cytoplasm; cytosol	transport
P62856	40S ribosomal protein S26 OS=Rattus norvegicus GN=Rps26 PE=3 SV=3 - [RS26_RAT]	7.83	2	1	1	4		100.0			27.3		100.0	27.3	structural molecule activity	ribosome	metabolic process
Q80WE1	Fragile X mental retardation protein 1 homolog OS=Rattus norvegicus GN=Fmr1 PE=1 SV=2 - [FMR1_RAT]	16.36	1	5	7	19	100.0	100.0	100.0	3.4	100.0		100.0	18.5	RNA binding; protein binding	nucleus; cytoplasm; membrane	regulation of biological process; transport
Q5X8I1	Fragile X mental retardation syndrome-related protein 1 OS=Rattus norvegicus GN=Fr1 PE=2 SV=1 - [FXR1_RAT]	10.92	2	3	4	9		100.0			17.1		100.0	17.1	RNA binding	nucleus; cytoplasm; membrane	development; regulation of biological process; cell differentiation
P62243	40S ribosomal protein S8 OS=Rattus norvegicus GN=Rps8 PE=1 SV=2 - [RS8_RAT]	34.62	4	7	7	19	6.9	37.5	27.3	0.0	15.7	100.0	27.3	15.7	structural molecule activity; RNA binding	nucleus; cytoplasm; ribosome; membrane	metabolic process
P62919	60S ribosomal protein L8 OS=Rattus norvegicus GN=Rpl8 PE=2 SV=2 - [RL8_RAT]	10.51	2	2	2	9	8.7	20.7		4.7	47.8		13.4	15.0	RNA binding; structural molecule activity	ribosome	metabolic process
D3ZBX4	Ribosomal protein OS=Rattus norvegicus GN=RGD1559639 PE=3 SV=1 - [D3ZBX4_RAT]	13.36	2	2	2	5		7.0			3.9		7.0	3.9	RNA binding; structural molecule activity	ribosome	metabolic process
D3ZF34	Uncharacterized protein (Fragment) OS=Rattus norvegicus PE=4 SV=2 - [D3ZF34_RAT]	7.18	3	1	3	5		29.1			3.4		29.1	3.4	nucleotide binding		
M0RAR9	Uncharacterized protein (Fragment) OS=Rattus norvegicus PE=4 SV=1 - [M0RAR9_RAT]	7.27	3	1	3	4		100.0			3.4		100.0	3.4	nucleotide binding		
P06761	78 kDa glucose-regulated protein OS=Rattus norvegicus GN=Hspa5 PE=1 SV=1 - [GRP78_RAT]	4.59	1	3	3	8		5.9	0.4		3.2		1.6	3.2	nucleotide binding; protein binding; catalytic activity; enzyme regulator activity	nucleus; cytoplasm; mitochondrion; endoplasmic reticulum; nucleus, human	cell organization and biogenesis; regulation of biological process; response to stimulus; cell communication; metabolic process
M0R6I6	Ribosomal protein L15 OS=Rattus norvegicus PE=3 SV=1 - [M0R6I6_RAT]	5.45	3	1	1	5		18.0		0.1	100.0		18.0	3.1	structural molecule activity	ribosome	metabolic process
P0CG51	Polyubiquitin-B OS=Rattus norvegicus GN=Ubb PE=1 SV=1 - [UBB_RAT]	52.46	9	4	4	25	0.9	3.3	1.1	5.1	2.4	1.6	1.1	2.4	protein binding	nucleus; cytoplasm	cell organization and biogenesis; cellular homeostasis
M0R757	Elongation factor 1-alpha OS=Rattus norvegicus GN=LOC100360413 PE=3 SV=1 - [M0R757_RAT]	11.47	4	4	4	19		2.5	0.6		1.5	1.5	1.2	1.5	nucleotide binding; RNA binding; catalytic activity; protein binding	nucleus; cytoplasm; membrane	metabolic process; response to stimulus
P21531	60S ribosomal protein L3 OS=Rattus norvegicus GN=Rpl3 PE=1 SV=3 - [RL3_RAT]	11.17	3	5	5	8	0.1	27.8		0.1	16.1		1.3	1.2	structural molecule activity; RNA binding	nucleus; cytoplasm; ribosome	metabolic process; response to stimulus
P63018	Heat shock cognate 71 kDa protein OS=Rattus norvegicus GN=Hspa6 PE=1 SV=1 - [HSP7C_RAT]	17.47	7	10	10	38	1.0	0.4	0.8	0.2	1.2	1.6	0.8	1.2	nucleotide binding		cell organization and biogenesis
G3V8L3	Lamin A, isoform CRA_b OS=Rattus norvegicus GN=Lmna PE=3 SV=1 - [G3V8L3_RAT]	1.50	2	1	1	7		1.3	0.6		1.0		0.9	1.0	structural molecule activity	nucleus; membrane; cytoplasm	cell organization and biogenesis; regulation of biological process; transport; response to stimulus
P00763	Anionic trypsin-2 OS=Rattus norvegicus GN=Prss2 PE=1 SV=2 - [TRY2_RAT]	4.12	5	1	1	14		0.8	1.0		0.7	1.1	0.9	0.9	catalytic activity		metabolic process
D3ZUC2	Protein Mov10 OS=Rattus norvegicus GN=Mov10 PE=4 SV=1 - [D3ZUC2_RAT]	3.98	1	3	3	3		98.4		0.7			98.4	0.7	nucleotide binding; catalytic activity; RNA binding		metabolic process
V9GZ85	Actin, cytoplasmic 2 (Fragment) OS=Rattus norvegicus GN=LOC100361457 PE=3 SV=1 - [V9GZ85_RAT]	12.03	3	2	4	19	0.6	4.8	0.6	0.4	0.9		0.6	0.6			
Q5BJT0	Arginine and glutamate-rich protein 1 OS=Rattus norvegicus GN=Argl1 PE=2 SV=1 - [ARGL1_RAT]	13.65	1	5	5	15	0.0	0.8	0.8		0.5	0.7	0.8	0.6		nucleus; mitochondrion	cell communication; regulation of biological process; response to stimulus
Q4KLM7	Protein Specc1 OS=Rattus norvegicus GN=Specc1 PE=2 SV=1 - [Q4KLM7_RAT]	0.90	3	1	1	23	0.0	1.2	0.6				0.6	0.6	nucleotide binding		
P63269	Actin, gamma-enteric smooth muscle OS=Rattus norvegicus GN=Actg2 PE=2 SV=1 - [ACTH_RAT]	13.56	4	2	4	10	0.5	1.8	0.6	0.3	0.9		0.6	0.5	nucleotide binding	cytoplasm; cytoskeleton	
F1LMV6	Protein Dsp OS=Rattus norvegicus GN=Dsp PE=1 SV=1 - [F1LMV6_RAT]	5.07	1	16	16	32	0.0		0.0		0.5	0.3	0.0	0.4	catalytic activity; motor activity; protein binding; structural molecule activity; DNA binding; metal ion binding; protein binding	cytoskeleton; nucleus; cytoplasm; mitochondrion; membrane	cell organization and biogenesis; metabolic process; cell differentiation; response to stimulus; cell communication; regulation of biological process
D3ZFC3	Vesicular core protein (Fragment) OS=Rattus norvegicus GN=Vcan PE=4 SV=2 - [D3ZFC3_RAT]	1.18	3	1	1	6	0.3			0.4			0.1	0.4			
Q6P0K8	Junction plakoglobin OS=Rattus norvegicus GN=Jup PE=1 SV=1 - [PLAK_RAT]	11.41	1	7	7	20	0.1		0.0		0.1		0.1	0.1	structural molecule activity; protein binding	nucleus; cytoplasm; cytosol; cytoskeleton; membrane	regulation of biological process; cell organization and biogenesis; response to stimulus; cellular component movement; cell communication
P43244	Matrin-3 OS=Rattus norvegicus GN=Matr3 PE=1 SV=2 - [MATR3_RAT]	5.09	1	3	3	4	54.7	100.0	100.0				100.0		nucleotide binding; RNA binding; metal ion binding	nucleus; membrane	
P34058	Heat shock protein HSP 90-beta OS=Rattus norvegicus GN=Hsp90ab1 PE=1 SV=4 - [HS90B_RAT]	5.25	2	3	3	4	3.0	18.7	0.7				3.0		nucleotide binding; RNA binding; protein binding	cytoplasm; mitochondrion; cytosol; cell surface; membrane	metabolic process; response to stimulus; regulation of biological process; cell organization and biogenesis
D4A533	Protein Tap1 (Fragment) OS=Rattus norvegicus GN=Tap1 PE=4 SV=2 - [D4A533_RAT]	5.03	1	1	1	2	71.3	100.0					84.5				

Table S2. Related to Figure 4. Putative interactors of Upf1 were singled out according to the following criteria: (i) identified and quantified in at least two replicate experiments;

(ii) fold change Upf1 IP:IgG control > 2 in all available replicates.

Accession	Description	Seq. Coverage	Σ# Proteins	Σ# Unique Peptides	Σ# Peptides	Σ# PSMs	Naive: CONT 1	Naive: CONT 2	Naive: CONT 3	NGF: CONT 1	NGF: CONT 2	NGF: CONT 3	Median Naive:CO NT	Median NGF:CO NT	Molecular Function	Cellular Component	Biological Process
F1LY19	Protein Upf1 OS=Rattus norvegicus GN=Upf1 PE=4 SV=2 - [F1LY19_RAT] BAIT	47.69	2	48	48	292	23.5	100.0	100.0	48.3	53.7	33.8	100.0	48.3	RNA binding; catalytic activity; nucleotide binding; metal ion binding; RNA binding	chromosome; nucleus; cytoplasm; spliceosomal complex	metabolic process; response to stimulus; regulation of biological process
Q9EPH8	Polyadenylate-binding protein 1 OS=Rattus norvegicus GN=Pabpc1 PE=1 SV=1 - [PABP1_RAT]	33.65	1	17	20	131	84.2	87.2	63.5	100.0	94.1	92.4	84.2	94.1	nucleotide binding; RNA binding; protein binding	nucleus; spliceosomal complex; cytoplasm; membrane	metabolic process; regulation of biological process
A0A0A0MXX0	CD2-associated protein (Fragment) OS=Rattus norvegicus GN=Cd2ap PE=4 SV=1 - [A0A0A0MXX0_RAT]	35.32	2	18	18	126	100.0	100.0	100.0	100.0	100.0	100.0	100.0	100.0			
P15865	Histone H1.4 OS=Rattus norvegicus GN=Hist1h1e PE=1 SV=3 - [H14_RAT]	19.20	5	6	6	55	73.8	52.6	13.7	35.4	60.8	100.0	52.6	60.8	DNA binding	chromosome; nucleus	cell organization and biogenesis
D4AB03	Protein Fam120a OS=Rattus norvegicus GN=Fam120a PE=4 SV=2 - [D4AB03_RAT]	16.14	1	13	13	41	93.6	100.0	100.0	100.0	100.0	100.0	100.0	100.0		cytoplasm	
Q6MG49	Large proline-rich protein BAG6 OS=Rattus norvegicus GN=Bag6 PE=2 SV=2 - [BAG6_RAT]	14.40	1	13	13	39	100.0	100.0	100.0	100.0	100.0	100.0	100.0	100.0	protein binding	nucleus; cytoplasm; cytosol	metabolic process; transport; cell death; cell organization and biogenesis; cell differentiation; regulation of biological process; response to stimulus
B2GV38	Ubiquitin-like protein 4A OS=Rattus norvegicus GN=Ubl4a PE=2 SV=1 - [UBL4A_RAT]	25.48	1	4	4	22	100.0	100.0	100.0	48.1	100.0	8.0	100.0	48.1	protein binding	cytoplasm; cytosol	transport
P62961	Nuclease-sensitive element-binding protein 1 OS=Rattus norvegicus GN=Ybx1 PE=2 SV=3 - [YBOX1_RAT]	21.12	10	3	4	21		68.0	100.0	100.0	100.0	100.0	82.5	100.0	DNA binding	nucleus; spliceosomal complex; cytoplasm	regulation of biological process
P61980	Heterogeneous nuclear ribonucleoprotein K OS=Rattus norvegicus GN=Hnmpk PE=1 SV=1 - [HNRPK_RAT]	17.71	3	9	9	21	83.8	64.2	100.0		62.5	100.0	83.8	79.1	DNA binding; RNA binding	nucleus; spliceosomal complex; cytoplasm; membrane	metabolic process; regulation of biological process
Q68A21	Transcriptional activator protein Pur-beta OS=Rattus norvegicus GN=Purb PE=1 SV=3 - [PURB_RAT]	16.19	3	3	5	19	9.7	100.0	74.6	100.0	29.7	100.0	74.6	100.0	translation regulator activity; DNA binding; RNA binding; protein binding	nucleus	metabolic process; regulation of biological process
Q80WE1	Fragile X mental retardation protein 1 homolog OS=Rattus norvegicus GN=Fmr1 PE=1 SV=2 - [FMR1_RAT]	16.36	1	5	7	19	100.0	100.0	100.0	3.4	100.0		100.0	18.5	RNA binding; protein binding	nucleus; cytoplasm; membrane	regulation of biological process; transport
G3V9N0	Polyadenylate-binding protein OS=Rattus norvegicus GN=Pabpc4 PE=2 SV=2 - [G3V9N0_RAT]	6.39	2	2	5	18	100.0	100.0	100.0	100.0	100.0		100.0	100.0	nucleotide binding; RNA binding		
D3ZB30	Polypyrimidine tract binding protein 1, isoform CRA_c OS=Rattus norvegicus GN=Ptpb1 PE=4 SV=1 - [D3ZB30_RAT]	16.98	4	7	7	18	100.0	100.0	61.5	100.0	100.0		100.0	100.0	nucleotide binding; DNA binding; RNA binding; catalytic activity	nucleus; membrane	regulation of biological process; metabolic process
Q3T1K0	Apolipoprotein B mRNA editing enzyme, catalytic polypeptide-like 3F OS=Rattus norvegicus GN=Apoec3b PE=2 SV=1 - [Q3T1K0_RAT]	9.87	1	3	3	13	100.0	100.0	100.0	100.0	100.0		100.0	100.0	catalytic activity; metal ion binding; RNA binding	nucleus; cytoplasm	cell differentiation; metabolic process; response to stimulus; regulation of biological process; defense response
O09032	ELAV-like protein 4 OS=Rattus norvegicus GN=Elav4 PE=1 SV=1 - [ELAV4_RAT]	18.23	1	2	6	11				100.0	100.0			100.0	nucleotide binding; RNA binding		
D4A321	DEAH (Asp-Glu-Ala-His) box polypeptide 38 (Predicted), isoform CRA_a OS=Rattus norvegicus GN=Dhx38 PE=4 SV=2 - [D4A321_RAT]	5.04	1	6	6	11		100.0	100.0		100.0		100.0	100.0	nucleotide binding; catalytic activity; RNA binding	membrane; spliceosomal complex	metabolic process
G3V6U4	ELAV-like protein OS=Rattus norvegicus GN=Elav2 PE=3 SV=2 - [G3V6U4_RAT]	19.03	2	1	5	10	100.0			100.0	40.2		100.0	63.4	nucleotide binding; RNA binding		
P62755	40S ribosomal protein S6 OS=Rattus norvegicus GN=Rps6 PE=1 SV=1 - [RS6_RAT]	19.84	2	4	5	9		100.0			100.0		100.0	100.0	structural molecule activity; protein binding	nucleus; cytoplasm; ribosome	metabolic process; regulation of biological process; response to stimulus
F1M5X1	Protein Rrbp1 OS=Rattus norvegicus GN=Rrbp1 PE=4 SV=2 - [F1M5X1_RAT]	3.88	5	4	4	9	100.0	100.0		100.0	100.0		100.0	100.0			transport
D3ZZ10	Protein Zcchc3 OS=Rattus norvegicus GN=Zcchc3 PE=4 SV=1 - [D3ZZ10_RAT]	15.75	1	5	5	9		82.2	100.0	100.0	100.0		90.7	100.0	metal ion binding; RNA binding		
B1H2A6	Fxr2 protein OS=Rattus norvegicus GN=Fxr2 PE=2 SV=1 - [B1H2A6_RAT]	14.07	1	4	6	9		100.0	100.0		100.0		100.0	100.0	RNA binding; protein binding	cytoplasm; membrane	
Q5X81	Fragile X mental retardation syndrome-related protein 1 OS=Rattus norvegicus GN=Fxr1 PE=2 SV=1 - [FXR1_RAT]	10.92	2	3	4	9		100.0			17.1		100.0	17.1	RNA binding	nucleus; cytoplasm; membrane	development; regulation of biological process; cell differentiation
P62919	60S ribosomal protein L8 OS=Rattus norvegicus GN=Rpl8 PE=2 SV=2 - [RL8_RAT]	10.51	2	2	2	9	8.7	20.7		4.7	47.8		13.4	15.0	RNA binding; structural molecule activity	ribosome	metabolic process
Q7TP98	Interleukin enhancer-binding factor 2 OS=Rattus norvegicus GN=Ilf2 PE=2 SV=1 - [ILF2_RAT]	5.83	1	2	2	8		83.6	100.0		100.0		91.4	100.0	DNA binding; RNA binding; nucleotide binding; catalytic activity	nucleus; cytoplasm; membrane	metabolic process; regulation of biological process; response to stimulus
F1LRP7	Protein argonaute-2 (Fragment) OS=Rattus norvegicus GN=Ago2 PE=3 SV=1 - [F1LRP7_RAT]	1.99	3	2	2	8	100.0	100.0	100.0		100.0		100.0	100.0	RNA binding; catalytic activity; protein binding	cytoplasm	regulation of biological process; metabolic process
F1LWX1	Protein LOC100910714 (Fragment) OS=Rattus norvegicus GN=LOC100910714 PE=3 SV=1 - [F1LWX1_RAT]	8.49	3	1	1	7	59.8	100.0	100.0		100.0		100.0	100.0	structural molecule activity	ribosome	metabolic process
P62268	40S ribosomal protein S23 OS=Rattus norvegicus GN=Rps23 PE=1 SV=3 - [RS23_RAT]	7.69	3	1	1	7		100.0			100.0		100.0	100.0	structural molecule activity	ribosome	metabolic process
D4A9L2	Protein Srsf1 OS=Rattus norvegicus GN=Srsf1 PE=4 SV=1 - [D4A9L2_RAT]	8.06	1	2	2	7		100.0			100.0		100.0	100.0	nucleotide binding; RNA binding; protein binding	nucleus; spliceosomal complex	cell organization and biogenesis; regulation of biological process; metabolic process
D3ZR64	Protein Zfp598 OS=Rattus norvegicus GN=Zfp598 PE=4 SV=2 - [D3ZR64_RAT]	3.66	1	2	2	7		52.3	100.0		100.0	72.4	72.3	85.1	protein binding; metal ion binding; RNA binding		
P60868	40S ribosomal protein S20 OS=Rattus norvegicus GN=Rps20 PE=3 SV=1 - [RS20_RAT]	19.33	3	2	2	7	100.0	58.9			51.3		76.7	51.3	RNA binding; structural molecule activity	cytoplasm; ribosome; membrane	metabolic process
Q6AY21	GTPase activating protein (SH3 domain) binding protein 2 OS=Rattus norvegicus GN=G3bp2 PE=2 SV=1 - [Q6AY21_RAT]	5.57	1	2	2	6		75.9	100.0		100.0		87.1	100.0	nucleotide binding; RNA binding	cytoplasm	transport

B3DMA1	Abxn2l protein OS=Rattus norvegicus GN=Abxn2l PE=2 SV=1 - [B3DMA1_RAT]	2.15	1	2	2	6		100.0	80.1		100.0		89.5	100.0	RNA binding	cytoplasm; membrane	metabolic process; regulation of biological process; cell organization and biogenesis
Q794E4	Heterogeneous nuclear ribonucleoprotein F OS=Rattus norvegicus GN=Hnmpf PE=1 SV=3 - [HNRPF_RAT]	6.27	1	1	2	6		75.8			100.0	75.8	100.0	nucleotide binding; RNA binding; protein binding	nucleus; spliceosomal complex; cytoplasm; membrane	metabolic process; regulation of biological process	
G3V9N1	RCG21137 OS=Rattus norvegicus GN=Pgam5 PE=4 SV=1 - [G3V9N1_RAT]	9.38	3	3	3	5		100.0			100.0	100.0	100.0	catalytic activity; enzyme regulator activity; protein binding	mitochondrion; membrane	metabolic process; regulation of biological process; cell death	
F1M013	Protein LOC100910109 (Fragment) OS=Rattus norvegicus GN=LOC100910109 PE=4 SV=2 - [F1M013_RAT]	13.58	18	3	3	5		6.7			100.0	6.7	100.0				
D3ZBX4	Ribosomal protein OS=Rattus norvegicus GN=RGD1559639 PE=3 SV=1 - [D3ZBX4_RAT]	13.36	2	2	2	5		7.0			3.9	7.0	3.9	RNA binding; structural molecule activity	ribosome	metabolic process	
D3ZF34	Uncharacterized protein (Fragment) OS=Rattus norvegicus PE=4 SV=2 - [D3ZF34_RAT]	7.18	3	1	3	5		29.1			3.4	29.1	3.4	nucleotide binding			
P62909	40S ribosomal protein S3 OS=Rattus norvegicus GN=Rps3 PE=1 SV=1 - [RS3_RAT]	8.64	1	2	2	4		100.0			100.0	100.0	100.0	DNA binding; RNA binding; structural molecule activity; metabolic activity; protein binding	nucleus; cytoplasm; cytosol; ribosome; membrane	metabolic process; response to stimulus; regulation of biological process	
D3ZD73	Protein Ddx6 OS=Rattus norvegicus GN=Ddx6 PE=3 SV=1 - [D3ZD73_RAT]	2.90	1	1	1	4		100.0	53.3	85.5		100.0	67.5	nucleotide binding; catalytic activity; RNA binding	cytoplasm; membrane	metabolic process; cell organization and biogenesis	
P62856	40S ribosomal protein S26 OS=Rattus norvegicus GN=Rps26 PE=3 SV=3 - [RS26_RAT]	7.83	2	1	1	4		100.0		27.3		100.0	27.3	structural molecule activity	ribosome	metabolic process	
M0RAR9	Uncharacterized protein (Fragment) OS=Rattus norvegicus PE=4 SV=1 - [M0RAR9_RAT]	7.27	3	1	3	4		100.0		3.4		100.0	3.4	nucleotide binding			
F1LXF5	Protein Get4 OS=Rattus norvegicus GN=Get4 PE=4 SV=2 - [F1LXF5_RAT]	11.52	1	3	3	3		64.1	100.0			64.1	100.0		cytosol		
P62850	40S ribosomal protein S24 OS=Rattus norvegicus GN=Rps24 PE=2 SV=1 - [RS24_RAT]	4.55	4	1	1	3		100.0			100.0	100.0	100.0	nucleotide binding; structural molecule activity	nucleus; cytoplasm; ribosome	metabolic process	
F2Z3R2	Protein Fblm1 OS=Rattus norvegicus GN=Hnmp1 PE=4 SV=1 - [F2Z3R2_RAT]	3.58	4	2	2	3	100.0			90.9		100.0	90.9	nucleotide binding; RNA binding; DNA binding	nucleus; membrane	metabolic process	
H7C5Y5	60S ribosomal protein L6 OS=Rattus norvegicus GN=Rpl6 PE=3 SV=1 - [H7C5Y5_RAT]	2.69	3	1	1	2		9.9			100.0	9.9	100.0	structural molecule activity	ribosome	metabolic process	
D4ADH2	Protein Pcbp1 (Fragment) OS=Rattus norvegicus GN=Pcbp1 PE=4 SV=2 - [D4ADH2_RAT]	4.12	3	1	1	2		100.0	100.0			100.0	100.0	RNA binding			
P62912	60S ribosomal protein L32 OS=Rattus norvegicus GN=Rpl32 PE=1 SV=2 - [RL32_RAT]	9.70	3	1	1	2		100.0			100.0	100.0	100.0	structural molecule activity	ribosome	metabolic process	
D4A0L4	Y-box-binding protein 3 OS=Rattus norvegicus GN=Ybx3 PE=4 SV=2 - [D4A0L4_RAT]	10.27	8	1	2	2	81.5				100.0	81.5	100.0	DNA binding		regulation of biological process	

Figure 4 shows the MS/MS spectrum of the precursor ion of the major peak at m/z 471.7770. The x-axis represents the mass-to-charge ratio (m/z) from 40 to 160, and the y-axis represents the relative intensity from 0.0 to 1.0. The base peak is at m/z 208.1301. Other significant peaks are labeled with their m/z values and corresponding precursor ion m/z values in parentheses.

m/z	Precursor Ion m/z
471.7770	471.7770
208.1301	208.1301
208.1302	208.1302
217.0986	217.0986
261.0980	261.0980
327.2030	327.2030
340.2327	340.2327
432.0993	432.0993
469.0983	469.0983
620.3492	620.3492
737.6374	737.6374

Legend:

- Pre-II, Precursor: Precursor- H_2O , Precursor- H_2O , Precursor- H_2O , Pre-II
- a, b, c, b- H_2O , b- H_2O
- y, y- H_2O , y- H_2O

Rpl6

Rps23

Rps

Spec

Tap

Vcan

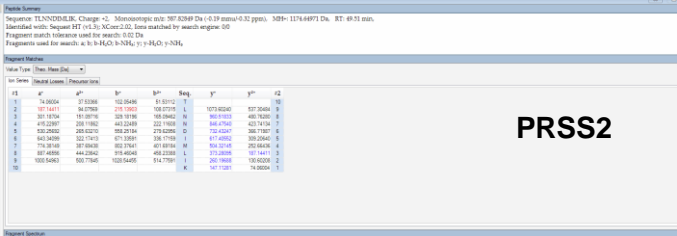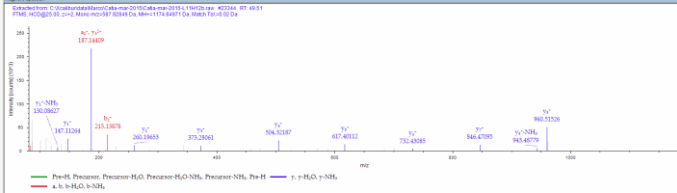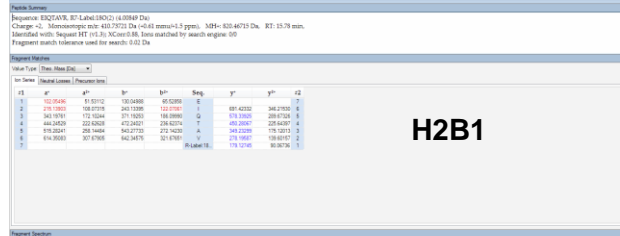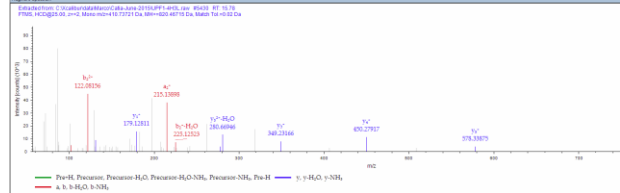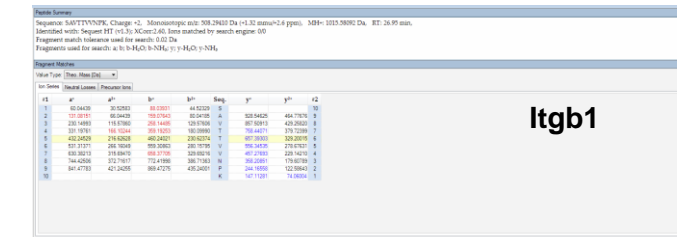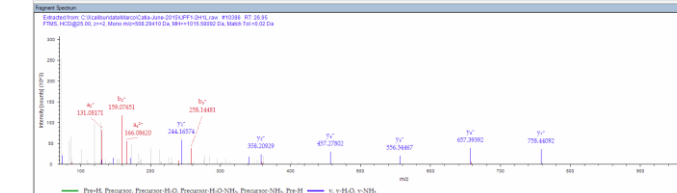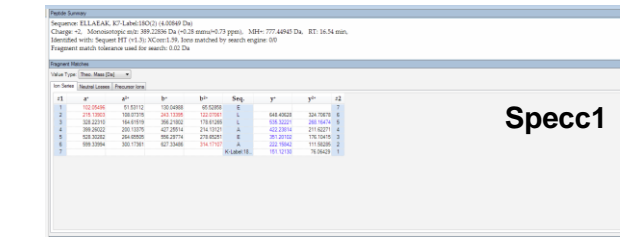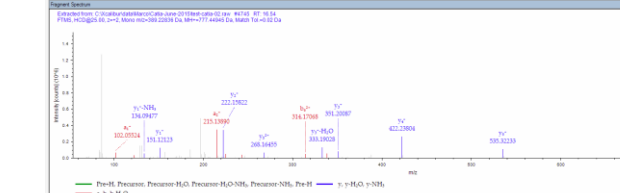

Table S4: Related to STAR Methods. Primer and RNA oligos sequences, PCR conditions and antibodies.

Primer and RNA oligos names	Primer and RNA oligos sequences	NCBI Accession number	[Mg ⁺⁺]	Tann.	Application
Rat Ago2 crRNA	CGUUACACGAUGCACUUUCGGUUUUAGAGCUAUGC<br>CU	NM_021597.1			CRISPR mutagenesis
Ago2 2358F<br>Ago2 2564R	CCAGTTCCAGCAGGTTCTTCA<br>GGTGGGTGATCTTTGTGTGCGA	NM_021597.1	a	a	qPCR
Ago2 D597A Fwd<br>Ago2 D597A Rev	CTTCCTGGGAGCCGCCGTACCCACCCACC<br>GGTGGGTGGGTGACGGCGGCTCCCAGGAAG	NM_021597.1	a	a	Mutagenesis PCR
rat Arf1-125 Fwd<br>rat Arf1-333 Rev	ATGCGCATTCTCATGGTGG<br>CTTGGGTGTTCTGGAAGTAGTGG	NM_022518.3	a	a	qPCR
R bact 82-F<br>R bact 292-R	ATG GAT GAC GAT ATC GCT GCG<br>GGT GAC AAT GCC GTG TTC AAT	NM_031144.3	2.5mM	56°C	RT-PCR
b actin680 Fwd RACE	CAC CAC CAC AGC TGA GAG GGA AAT CGT GC	NM_031144	2.5mM	68°C b	RACE
Cofilin 86-Fwd RACE	CTCTGGTGTGGCTGTCTCTGATGG	NM_017147	2.5mM	68°C b	RACE
RAT CPSF3 1815F<br>RAT CPSF3 1956R	CATGTATGCAGACACAGTGACCACC<br>ATGTCCTGGAGCATGACCTCAAGC	NM_001030030.1	2.5mM	56°C	RT-PCR
BamHI Firefly_F<br>NotI Firefly_R	GCG TAA GGA TCC ATG GAA GAC GCC AAA AAC AT<br>GCC TGA AGC GGC CGC TTA CAC GGC GAT CTT<br>TCC GC		1.5mM	65°C	Cloning by PCR
Firefly-1385 F<br>Firefly-1560 R	F AAC ATC TTC GAC GCA GGT GTC G<br>CGT CCA CAA ACA CAA CTC CTC CG		a	58°C	qPCR
Firefly-1601 F<br>UPM	CCGAAAGGTCTTACCGGAAACTC<br>Proprietary (from the RACE kit)		a	58°C	TA-PAT assay<br>1 st amplification
GAPDH 898-F<br>GAPDH 1106-Rev	CACTGAGGACCAGGTTGTCTCC<br>GCCTCTCTCTTGCTCTCAGTATCC	NM_017008.4	a	58°C	qPCR
GFP F2<br>GFP R2	GACGTAAACGCCACAAGTT<br>AAGTCGTGCTGCTTCATGTG		a	60°C	qPCR
HA 954F<br>ms IMPA1-1066R	CGCGAGATAGGATCCATGTACCCATACG<br>TCATCTCTCCAGCTTGCCTCG		a	60°C	qPCR
HistoneH4 108-Fwd<br>HistoneH4 337-Rev	ACGCCTGTGGTCTTCAATCAGG<br>GCGGGTCTCCTCGTAGATGAG	M27433	2.5mM	56°C	RT-PCR
HuB 621F<br>HuB 765R T	AGCGGTTTCGTGGGCAGCAGA<br>CCCGGAGTCAACTGGTGAGGAGC	NM_001302217.1	a	a	qPCR
HuD 304 F<br>HuD 464 R T	GGAGTCTCTTTGGGAGCATTGG<br>GGTTTTGGTCTGGAGCTGAGTCC	NM_001077651.2	a	a	qPCR
IMPA1 guide siRNA	[Phos]GAGGUGUCGAUUGGAGAUCCG				<i>In vitro</i> cleavage assay
IMPA 782F	TGCTGCTGGATGTGACAGGTGG	NM_032057.2	a	touchdown	3'RACE
IMPA1-1276F<br>UPM	CTGTAAGGCTGTAACCAGCAGGCTC<br>Proprietary (from the RACE kit)		a	58°C	TA-PAT assay<br>nested amplification
IMPA1 2027F<br>UPM	CTCTGATTTGGACCGTGCAATTAC<br>Proprietary (from the RACE kit)		a	58°C	TA-PAT assay<br>nested amplification
IMPA C2734t as<br>IMPA C2734t	CAA AGA GAG CAG TGG TGA AAT TCA GCA AGT<br>TTT GAA AGA AAT CAA AA<br>TTT TGA TTT CTT TCA AAA CTT GCT GAA TTT CAC<br>CAC TGC TCT CTT TG	NM_032057.2	a	55°C	Mutagenesis PCR
impa-2045F<br>impa2165R	TGA TTT GGA CCG TGC AAT TAC<br>GGC TTG TAA GTA AAT AAA TTT AAT TGC	GU441530	a	58°C	qPCR
IMPA L 1807 F<br>IMPA L 2039R	AAG GTC TTG GGC CTC TCA AA<br>TTG CAC GGT CCA AAT CAG AG	GU441530	a	a	qPCR
<i>Luc</i> guide siRNA	[Phos]UCGAAGUACUCAGCGUAAGUG				<i>In vitro</i> cleavage assay
LUC1 F<br>LUC1 R	TTG TGC CAG AGT CCT TCG AT<br>TAG GAT CTC TGG CAT GCG AG		a	60°C	qPCR
mCherry 190F<br>mCherry 386R	GAG GGC ACC CAG ACC GCC AA<br>ACG CCG CCG TCC TCG AAG TT		a	60°C	qPCR
myc 1612F<br>myc 1730R	CCAGGTCCTCAGACACCGAGG<br>CAACTCAGGGATCTGGTCGCG		a	60°C	qPCR
Pabpc4 1927F<br>Pabpc4 2019R	GGCTCCATACAAGTATGCCTCCA<br>GACCCTGGACATGGACTGCA	NM_001100538.1	a	a	qPCR

pcDNA t356g<br>pcDNA t356g as	CAGCTGGGGCTCGAGGGGGTATCCC<br>GGGATACCCCTCGAGCCCCAGCTG		a	55°C	Mutagenesis<br>PCR
Renilla-1072 Fwd<br>Renilla-1247 Rev	GAT GAT AAC TGG TCC GCA GTG G<br>GCG CTA CTG GCT CAA TAT GTG G		a	58°C	qPCR
RML RNA oligo	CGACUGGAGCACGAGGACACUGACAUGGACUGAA<br>GGAGUAGAAA				RNA ligation
RLM GR 5'<br>RLM IMPA 1743R	CGACTGGAGCACGAGGACACTGA<br>GGTCACACCAGCCAACACCACGGTATGG	NM_032057	a	72°C	RLM RT-PCR
RLM GR 5'<br>RLM IMPA 1663R	CGACTGGAGCACGAGGACACTGA<br>ACC AGG TAC ATG GAA GAC GTC TGT GG	NM_032057	a	a	qPCR
RLM Sms 1984 R	CCTGAAGTCTAGTGTGCACTTGCACATCC	c	a	72°C	RLM RT
RLM Maoa 2013R<br>RLM Nested Maoa<br>1968R	AGTGCCAAGGGTAGTGTGTATCACATGG<br>CCTCTGTACACCTTGGACGCTACAC	c	a	68°C	RLM RT<br>RLM RT-PCR
RLM Fdxr 1816R<br>Fdxr 1501F	GGTAGGGTCTGTCCGTACCTCCATCC<br>TGGTGGATCGAAGAGAGATGCTGCAGC	NM_024153.1	a	72°C	RLM RT<br>RT-PCR
RLM Maf1 1267R<br>Maf1 1048F	TGGACATCCACAGGCTGAAACCAAAGG<br>GAGAGTGGAGGTGGAGGTGGAGG	NM_001014085.<br>1	a	72°C<br>68°C	RLM RT<br>RT-PCR
RLM Cops3 1441R<br>Cops3 1125F	GCGTGGACCAGCATGGTACTTCC<br>CCAGAAGGATGGTATGGTCAGTTTCC	NM_001004200.<br>1	a	72°C<br>68°C	RLM RT<br>RT-PCR
Rpl19 F<br>Rpl19 R	GGA TGC GAA GGA TGA GGA T<br>CCA TGA GAA TCC GCT TGT TT	NM_031103.1	a	a	qPCR
Rpl10a 361F<br>Rpl10a 558R	GACCTCCGAGTCTCTGATCAAGC<br>CGTCATCGGTCATCTTCACGTGG			60°C	qPCR
Stathmin 2 377 Fwd<br>RACE	ACTTCAGCAAGATGGCGGAGGAGAA	NM_053440.2	2.5mM	68°C a	RACE
TA-PAT RT template1<br>(for filling and tagging)	3NHC3 GCT TCA GAT CAA GGT GAC CTT TTT TTT<br>TTT TTT TT		e	e	tagging
TA-PAT RT1 (for cDNA<br>synthesis)	GCT TCA GAT CAA GGT GAC CTT T		e	e	cDNA synthesis
TA-PAT RT1<br>rat IMPA1-1351F	GCT TCA GAT CAA GGT GAC CTT T<br>TAG TGC AGA GCC AGT CAG ACA GTA GG		2.5mM	60°C	PCR
Upf1-2683F<br>Upf1-2926R	TGAGCTACTACAAGGAGCAGAAGG<br>TGATCATGCTAATCTGGTCATGG	XM_003751566.<br>4	a	a	qPCR

a: As per instruction of the polymerase mix's manufacturer

b: touchdown PCR Tann=72°C x 5 cycles, 70°C x 5 cycles, 68°C x 25 cycles

c: new annotation

d: touchdown PCR Tann=72°C x 5 cycles, 70°C x 5 cycles, 68°C x 20 cycles

e: not applicable

PCR and RT-PCR conditions

Initial denaturation: 94°C, 2min followed by 36 cycles [94°C, 30 sec; annealing temperature (as indicated above) 30sec; 72°C, 1min], final elongation 72°C 5min.

Quantitative RT-PCR conditions

Initial denaturation: 94°C as per manufacturer's instruction (10 min or 2 min) followed by 40 cycles [94°C, 10sec; annealing temperature (as indicated above) 20sec; 60°C, up to 1 min; reading], melting curve T annealing to 100°C.

Antibodies and dilutions

Antibody name	Source and catalogue number	Application and working dilution
Anti-Ago2	Abcam, ab186733	WB, 1:1000<br>IF, 1:100
Anti CPSF3	Santa Cruz, sc-393001	IF, 1:100
Anti-GFP	Abcam, ab6556	IF, 1:1000<br>WB, 1:5000
Rb HA	CST, 3724	WB, 1:1000
anti-HA	CST372	IF, 1: 500
HuD	Santa Cruz, Sc-28299<br>Or<br>Santa Cruz, sc-5979	co-IP, 2µg/IP<br>RIP, 5µg/IP<br>WB, 1:2500
anti-mCherry	Abcam, ab125096	IF, 1:1000
Anti-neurofilament	Abcam, ab4680	IF, 1:3000
Anti-neurofilament	Sigma, N4142	IF, 1:500
Pabpc4	R&D	WB, 1:1000
PI3 kinase p85	Upstate, 06-497	WB: 1:2000
Hsp90	Santa cruz, sc1055	WB: 1:1000
IMPA 1	Abcam, ab184165	WB: 1:10000
anti- α tubulin	Sigma, T9026	IF: 1:1000<br>WB: 1:10000
Anti-Upf1	Millipore, 07-1014	RIP 5µg/IP<br>WB: 1:2000<br>Co-IP 2µg/IP

Applications key: Co-IP= co-immunoprecipitation, IF=immunostaining, RIP= RNA immunoprecipitation,
WB= western blotting

Table S5. Related to STAR Methods. Summary statistics for RNA-seq samples alignments.

Compartment	Biological<br>Replicates	n0. m1<br>[fastq]	n0. m2<br>[fastq]	n0.<br>mapped	n0.<br>alignments	n0.<br>sequences
cell body	1	9.32E+07	9.32E+07	8.27E+07	1.68E+08	7.35E+07
	2	9.85E+07	9.85E+07	8.62E+07	1.76E+08	7.45E+07
axons	1	1.24E+08	1.21E+08	9.93E+07	1.85E+08	2.72E+07
	2	1.09E+08	1.09E+08	8.08E+07	1.55E+08	2.49E+07

m1 left end reads
m2 right end reads

# Supplementary material for: Cytoplasmic cleavage of IMPA1 3′ UTR is necessary for maintaining axon integrity
**Source:** Cell Rep. 2021 Feb 23;34(8):108778. doi: 10.1016/j.celrep.2021.108778
**Supplement:** Document S2. Article plus supplemental information

Cytoplasmic cleavage of *IMPA1* 3' UTR is necessary for maintaining axon integrity

Graphical Abstract

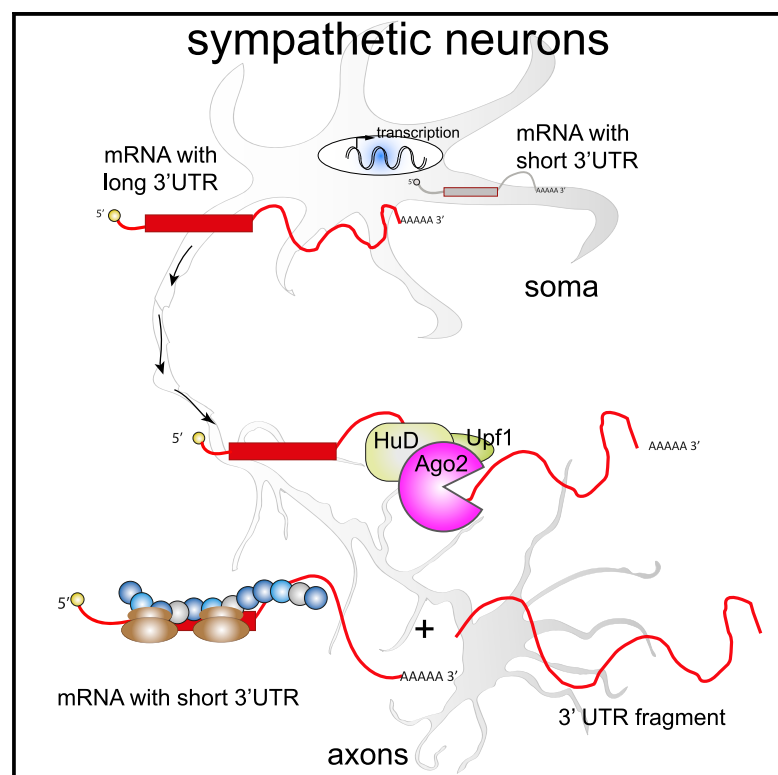

Authors

Catia Andreassi, Raphaëlle Luisier, Hamish Crerar, ..., Marco Gaspari, Adolfo Saiardi, Antonella Riccio

In brief

Andreassi et al. show widespread differential usage of 3' UTR in axons and cell bodies of sympathetic neurons. In axons, the cleavage of a longer 3' UTR of *Impa1* generates a shorter isoform that is stable, polyadenylated, and necessary for maintaining axon integrity.

Highlights

- Axons and cell bodies of sympathetic neurons express distinct 3' UTR isoforms
- Axon-specific short 3' UTR isoforms are generated by local cleavage of longer 3' UTRs
- A protein complex containing Ago2, Upf1, HuD, and Pabpc4 mediates the 3' UTR cleavage

Article

Cytoplasmic cleavage of *IMPA1* 3' UTR is necessary for maintaining axon integrity

Catia Andreassi,^{1,6} Raphaëlle Luisier,^{2,5,6} Hamish Crerar,¹ Marousa Darsinou,¹ Sasja Blokzijl-Franke,¹ Tchern Lenn,¹ Nicholas M. Luscombe,^{2,3} Giovanni Cuda,⁴ Marco Gaspari,⁴ Adolfo Saiardi,¹ and Antonella Riccio^{1,7,*}

⁶These authors contributed equally

⁷Lead contact

<https://doi.org/10.1016/j.celrep.2021.108778>

SUMMARY

The 3' untranslated regions (3' UTRs) of messenger RNAs (mRNAs) are non-coding sequences involved in many aspects of mRNA metabolism, including intracellular localization and translation. Incorrect processing and delivery of mRNA cause severe developmental defects and have been implicated in many neurological disorders. Here, we use deep sequencing to show that in sympathetic neuron axons, the 3' UTRs of many transcripts undergo cleavage, generating isoforms that express the coding sequence with a short 3' UTR and stable 3' UTR-derived fragments of unknown function. Cleavage of the long 3' UTR of *Inositol Monophosphatase 1 (IMPA1)* mediated by a protein complex containing the endonuclease argonaute 2 (Ago2) generates a translatable isoform that is necessary for maintaining the integrity of sympathetic neuron axons. Thus, our study provides a mechanism of mRNA metabolism that simultaneously regulates local protein synthesis and generates an additional class of 3' UTR-derived RNAs.

INTRODUCTION

Asymmetric localization of RNA is an evolutionarily conserved mechanism that allows spatial restriction of protein synthesis to cellular compartments. In neurons, transcripts are transported to dendrites and axons where they are rapidly translated in response to extracellular cues, such as neurotrophins (Dalla Costa et al., 2020; Holt et al., 2019). In sympathetic and sensory neurons, for example, hundreds of transcripts are targeted to axons in response to nerve growth factor (NGF) (Andreassi et al., 2010; Willis et al., 2005, 2007) in a process that is necessary for both neuronal survival and differentiation and for nerve regeneration after injury (Ben-Yaakov et al., 2012; Terenzio et al., 2018). Critically, incorrect processing and delivery of messenger RNA (mRNA) have been implicated in many neurological disorders to the extent that it has been proposed that all neuronal disorders are fundamentally RNA disorders (Baleriola et al., 2014; Wang et al., 2007).

Eukaryotic mRNAs share common features that include exons and introns; 5' and 3' untranslated regions (UTRs); a modified base at the 5' end named the "cap"; and a stretch of adenosines at the 3' end named the poly(A) tail, which confers stability to the transcript and prevents premature degradation and enables translation. Information necessary for RNA processing can be stored anywhere along the transcript; however, the elements

that regulate mRNA localization and translation are primarily found within the 3' and 5' UTRs (Andreassi et al., 2018; Lepppek et al., 2018; Mayr, 2017). Much effort has been put into the identification of 3' UTR sequences that regulate mRNA transport in dendrites and axons. The first localization element was identified within the 3' UTR of β -actin and named zipcode because it was necessary for delivering β -actin mRNA to the leading lamellae of fibroblasts and to dendrites (Eom et al., 2003; Kislauskis et al., 1994). Following this seminal discovery, many localization elements were found within the 3' UTRs of transcripts transported to both dendrites and axons. In sympathetic neurons, a 120 nt element within the 3' UTR is necessary and sufficient to target the *Inositol Monophosphatase 1 (IMPA1)* transcript to axons in response to NGF (Andreassi et al., 2010). Similarly, a 3' UTR variant of *importin- β 1* is responsible for axonal targeting of the transcript and for activating the injury response in adult sensory neurons (Ben-Yaakov et al., 2012; Perry et al., 2012). In hippocampal neurons, isoforms of the *BDNF* transcript with either short or long 3' UTRs are localized to dendrites in response to extracellular cues (Allen et al., 2013; An et al., 2008; Will et al., 2013). Despite all of this evidence, how mRNA metabolism is regulated in neurons and the role of the 3' UTR in determining the translation of transcripts necessary for neuronal functions remain largely unknown.

Here, we show that the 3' UTR of hundreds of transcripts localized in sympathetic neuron axons are potentially cleaved to

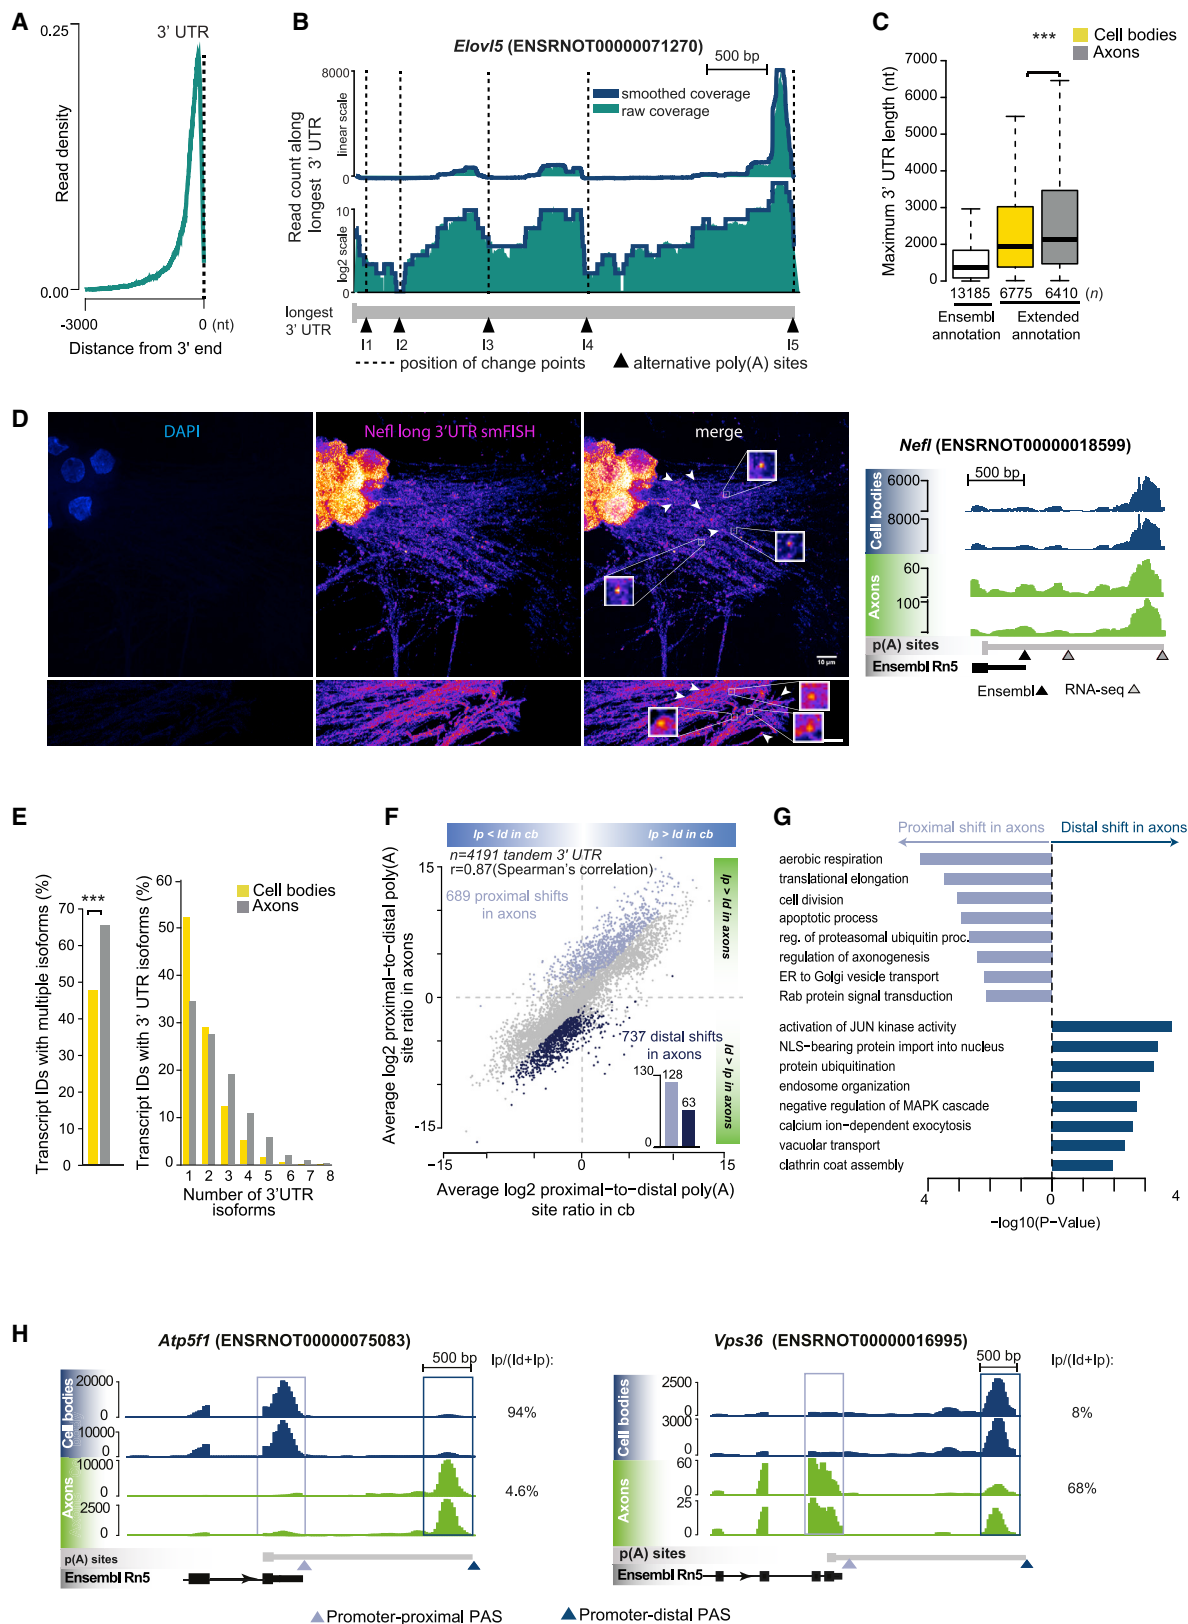

(legend on next page)

simultaneously generate an mRNA isoform carrying the coding sequence and a stable 3' UTR-derived RNA fragment. Analysis of *IMPA1*, a highly abundant axonal transcript (Andreassi et al., 2010), revealed that the 3' UTR is remodeled in axons to generate an isoform that is very efficiently translated in response to NGF and a non-coding RNA that may contribute to the maintenance of axon growth and integrity. Importantly, we discovered that 3' UTR remodeling is performed by a cleavage complex containing the endonuclease Argonaute 2 (Ago2) and the RNA-binding protein (RBP) ELAV-like protein 4 (HuD).

A handful of recent studies have demonstrated distinct expression patterns of 3' UTRs and respective coding sequences for thousands of neuronal (Kocabas et al., 2015) and non-neuronal (Mercer et al., 2011) genes. Because these 3' UTR fragments do not originate from independent transcriptional events (Mercer et al., 2011), it has been suggested that remodeling of 3' UTRs may occur post-transcriptionally. We provide evidence that 3' UTR cleavage takes place in sympathetic neuron axons and demonstrate the impact on local protein synthesis and maintenance of axon integrity.

RESULTS

Identification of 3' UTR isoforms in axons and cell bodies of sympathetic neurons

To characterize the 3' UTR isoforms localized in cell bodies or axons of rat sympathetic neurons, we performed stranded 3' end RNA sequencing (RNA-seq) using mRNA isolated from neurons grown in compartmentalized chambers (Figure S1A). In this model system, distal axons are separated from cell bodies by a 1 mm wide Teflon divider, allowing the isolation of mRNA from distinct cellular compartments (Campenot, 1977; Riccio et al., 1997). Prior to sequencing, mRNA was subject to two rounds of linear amplification (Figure S1B) that led to the accumulation of reads at the 3' end of transcripts independently of the 3' UTR length (Figures 1A and S1C), generating a read coverage profile similar to poly(A)-seq (Shepard et al., 2011). The rat genome is poorly annotated compared with mouse and human; therefore, 3' end RNA-seq data were used to identify unknown isoforms by re-annotating the 3' ends to the Ensembl Rn5 database (v.78). A segmentation algorithm (see STAR methods for

details) was used to recognize regions of continuous coverage, which are expected to coincide with genuine 3' UTRs (Figure 1B). In addition to the existing Ensembl annotations, we identified 26,468 new 3' UTR isoforms and extended the 3' UTR of 7,506 transcripts (Figures 1C, S1D, and S1E). We confirmed the expression of isoforms carrying longer 3' UTRs in axons and cell bodies by using single-molecule fluorescence *in situ* hybridization (smFISH) targeting the long 3' UTR of three transcripts: *Nefl*, *Snrk*, and *Apba2* (Figures 1D and S1F). The reliability of our annotations was further confirmed by checking them against a comprehensive polyadenylation atlas compiled from a number of independent resources (for details, see STAR methods). Nearly 70% of the newly identified 3' ends were found within a distance of 100 nt from the annotations in these resources, demonstrating the suitability of our approach (Figures S1G and S1H). When critical sequencing data were re-analyzed using the more recent Ensembl Rn6 database, we obtained similar results (see STAR methods). Analysis of the poly(A) site (PAS) motifs within 150 nt of the 3' end revealed preferential usage of non-canonical PAS motifs for the longer 3' UTRs (Figure S2A). The 3' rapid amplification of cDNA ends (3' RACE) performed for the *actin beta*, *stathmin 2*, and *cofilin1* transcripts on sympathetic neurons confirmed in all cases that the isoforms detected matched the 3' ends identified by the screen (Figure S2B).

Differential distribution of 3' UTR isoforms in axons and cell bodies

Distinct 3' UTRs are generated by alternative polyadenylation of the nascent mRNA, and the choice of PAS is regulated by tissue- and developmental stage-restricted factors (Gruber and Zavolan, 2019; Lianoglou et al., 2013). To investigate whether specific 3' UTR isoforms were localized in axons or cell bodies, transcripts were divided into two categories: those present solely in cell bodies or those present also in axons (Figures S2C and S2D). We found 9,378 3' UTR isoforms associated with 6,410 transcripts in axons (Figure S2E). On average, axonal transcripts expressed longer 3' UTRs and a higher number of 3' UTR isoforms than the cell body transcripts, with many axonal transcripts expressing three or more alternative 3' UTRs (Figure 1E).

Next, we compared the relative usage of promoter-proximal and promoter-distal PASs between transcripts with multiple

Figure 1. 3' End RNA-seq on RNA isolated from axons and cell bodies

- (A) Accumulation of reads at the 3' end of the transcripts. The read density (number of reads/nt divided by the total number of reads) of 4,975 transcripts between 2,000 and 3,000 nt long is shown. Dashed line indicates the 3' end.
- (B) Identification of novel 3' ends in the longest 3' UTR of *Elovl5*. Raw coverage was smoothed using a running median (window width of 100 nt), and potential 3' ends were identified by segmenting sudden transitions in read depth.
- (C) Maximum 3' UTR lengths for existing annotations in Ensembl Rn5 and for those newly identified by 3' end RNA sequencing (RNA-seq) in this study (**p = 1.010881e-06; two-sided Wilcoxon rank-sum test).
- (D) Left: single-molecule FISH (smFISH) of *Nefl* long 3' UTR in sympathetic neurons cell bodies and axons. Arrowheads indicate mRNA puncta without any pixel dilation. Insets show 5x magnification of boxed area. Scale bar, 10 μ m. Right: genome browser view of *Nefl* in axons and cell bodies.
- (E) Percentage of cell body and axonal transcript IDs showing multiple 3' UTRs (left) and distribution of 3' UTR isoforms per expressed Ensembl transcript ID (right) (**p = 3.116589e-72; two-sided Fisher's exact count test).
- (F) Scatterplot of the relative usage of promoter-proximal and promoter-distal poly(A) sites in cell bodies and axons (FDR < 0.01 between cell body and axonal compartment; Fisher's exact test). Distal shifts in axons compared with cell body (dark blue); proximal shifts in axons compared with cell body (light blue). (Inset) 3' UTR isoforms with proximal or distal shift uniquely detected in axons (see STAR methods for details).
- (G) Statistically enriched GO terms for transcripts showing a proximal (top) or distal (bottom) shift in poly(A) site usage in axons.
- (H) Genome browser view of representative transcripts with a marked shift toward decreased (*Atp5f1*) or increased (*Vps36*) promoter-proximal poly(A) site usage in axons compared with cell bodies.

See also Figure S1.

isoforms located either in cell bodies or axons. Transcripts containing two or more 3' UTR isoforms were considered for further analysis (4,191 tandem pairs of 3' UTR isoforms; Figure 1F), and the difference in log2 proximal-to-distal expression ratios of 3' UTR isoforms between cell bodies and axons was calculated. A difference below -1 or above 1 (false discovery rate [FDR] < 0.01 , Fisher's exact count test) indicated, respectively, a distal or proximal shift of poly(A) usage in axons compared with the cell body. We found 737 isoforms (17.7% of tandem 3' UTR isoforms) that displayed increased usage of distal PAS in axons and therefore expressed long 3' UTR (Figure 1F, dark blue dots) and 689 transcripts (16.5% of tandem isoforms) that preferentially expressed short 3' UTR isoforms in axons (Figure 1F, light blue dots), with high correlation between sample types (Spearman coefficients $r = 0.97$ for cell bodies samples and $r = 0.64$ for axon samples) (Figure S2F). Gene Ontology (GO) functional analysis revealed that terms associated with axon growth and energy and protein metabolisms were statistically overrepresented among axonal transcripts with shorter 3' UTRs, whereas terms associated with more general biological pathways, such as intracellular signaling, were enriched among axonal transcripts with longer 3' UTRs (Figure 1G). A subset of transcripts selected by applying a thresholding method (see the Figure 1F legend and STAR methods for details) displayed extreme differences in isoform usage, 63 transcripts with longer 3' UTR and 128 transcripts with shorter 3' UTR were either uniquely detected or expressed at very high levels in axons (Figure 1F, inset). Examples of transcripts with strikingly distinct poly(A) usage in cell bodies or axons are shown in Figures 1H, S3A, and S3B.

An *IMPA1* isoform with a short 3' UTR is expressed only in axons

The finding that many shorter 3' UTR isoforms were detected solely in axons prompted us to investigate whether they may be the result of local remodeling. We previously discovered that the *IMPA1* transcript is transported to, and highly enriched in, sympathetic neuron axons and that its local translation is necessary for maintaining axon integrity (Andreassi et al., 2010). *IMPA1* is the enzyme that regulates the inositol cycle and plays a key role in both the synthesis of *de novo* inositol and the recycling of inositol polyphosphates generated upon receptor activation (Resnick and Saiardi, 2008). The inositol ring is the structure upon which many intracellular messengers are built, including the calcium-releasing factor $I(1,4,5)P_3$ and several membrane phosphoinositides (Di Paolo and De Camilli, 2006). Importantly, *IMPA1* is one of the targets of lithium in neurons (Berridge et al., 1989) and has been implicated in the pathogenesis of bipolar disorders (Saiardi and Mudge, 2018). The 3' end RNA-seq revealed that in sympathetic neurons, *IMPA1* expresses three isoforms bearing 3' UTRs of different length (Figure 2A, left). Two major isoforms named *IMPA1-Short* (*IMPA1-S*, 3' UTR 1,128 nt) and *IMPA1-Long* (*IMPA1-L*, containing an additional 120 nt axonal localization element, 3' UTR 1,248 nt) were expressed in cell bodies and axons, respectively, while the third newly identified isoform carrying a much shorter 3' UTR was detected only in axons. We named this axon-specific isoform *IMPA1-Cleaved* (*IMPA1-C*, 3' UTR 451 nt). The distribution of *IMPA1* 3' UTR isoforms was further confirmed by 3' RACE on mRNA isolated either

from cell bodies or distal axons of sympathetic neurons grown in compartmentalized chambers (Figure 2A, right). Northern blot analysis showed that the three isoforms were expressed in sympathetic neurons and PC12 cells (Figure 2B).

Lack of detection of short isoforms in cell bodies may be due to the fact that they are generated co-transcriptionally by alternative polyadenylation and rapidly transported to axons. To test whether localization elements present in the *IMPA1-C* 3' UTR target the transcript to axons, we used a reporter assay based on the expression of myrdEGFP, a myristoylated and destabilized form of GFP with a very short half-life and limited intracellular diffusion (Aakalu et al., 2001). We previously demonstrated that a sequence found at the 3' end of *IMPA1-L* was necessary and sufficient to localize the transcript to axons (Andreassi et al., 2010). When sympathetic neurons were electroporated with myrdGFP-*IMPA1-L*, the GFP signal was clearly detected in axons up to 1,600 μ m from the cell bodies. By contrast, the signal from myrdGFP-*IMPA1-C* was restricted to cell bodies and proximal axons (Figures 2C and S4A), indicating that similarly to *IMPA1-S* and *Histone H3* (*HH3*), the short 3' UTRs lacking the localization element cannot target the transcript to distal axons, despite being expressed at similar levels (Figures S4B–S4D). Because *IMPA1-C* was detected only in axons by 3' RACE, but the transport assay suggests that it cannot be localized to distal axons, we hypothesized that the short 3' UTR of *IMPA1-C* may be generated *in situ* by *IMPA1-L* cleavage. Interestingly, several transcripts expressing shorter 3' UTRs and potentially undergoing local remodeling were also found in dendrites of hippocampal neurons (Tushev et al., 2018), suggesting that this could be a widespread phenomenon associated with distally localized mRNAs.

Endonucleolytic cleavage of axonal transcripts

To explore whether the 3' UTR of *IMPA1-L* is cleaved in axons, we used a modified RT-PCR protocol (named RNA oligonucleotide (oligo)-mediated ligation [RML] RT-PCR) that allows the amplification and cloning of 3' UTR fragments generated by cleavage (Figure S5A). We reasoned that the predicted cleavage site would likely be in the proximity of the proximal PAS, as the 3' UTR processing would generate an isoform expressing a shorter polyadenylated 3' UTR. RML RT-PCR of mRNA isolated from severed axons (Figure S5B) and performed on *IMPA1*, *Sms*, and *Maoa*, two transcripts that showed an isoform expression pattern similar to *IMPA1*, revealed that most clones contained fragments corresponding to the cleaved 3' UTR fragments (Figures 3A, S5C, and S5D). Remarkably, the fragments were stable, homogeneous in size, and mapped to precise positions relative to our predicted cleavage site, suggesting that they are not generated by 5'–3' exonucleolytic degradation. By contrast, 3' UTR cleavage was not detected in axonal transcripts that did not show alternative PAS usage, such as *Cops3*, *Fdxr*, and *Maf1* (Figure 3B). Thus, our findings indicate that the axonal specific short isoforms of *IMPA1*, *Maoa*, and *Sms* are generated through a process of 3' UTR remodeling that takes place in axons.

An Ago2 complex mediates *IMPA1-L* 3' UTR cleavage in axons

We next sought to identify the RBPs that mediate the 3' UTR cleavage. A potential candidate was the nuclear cleavage and

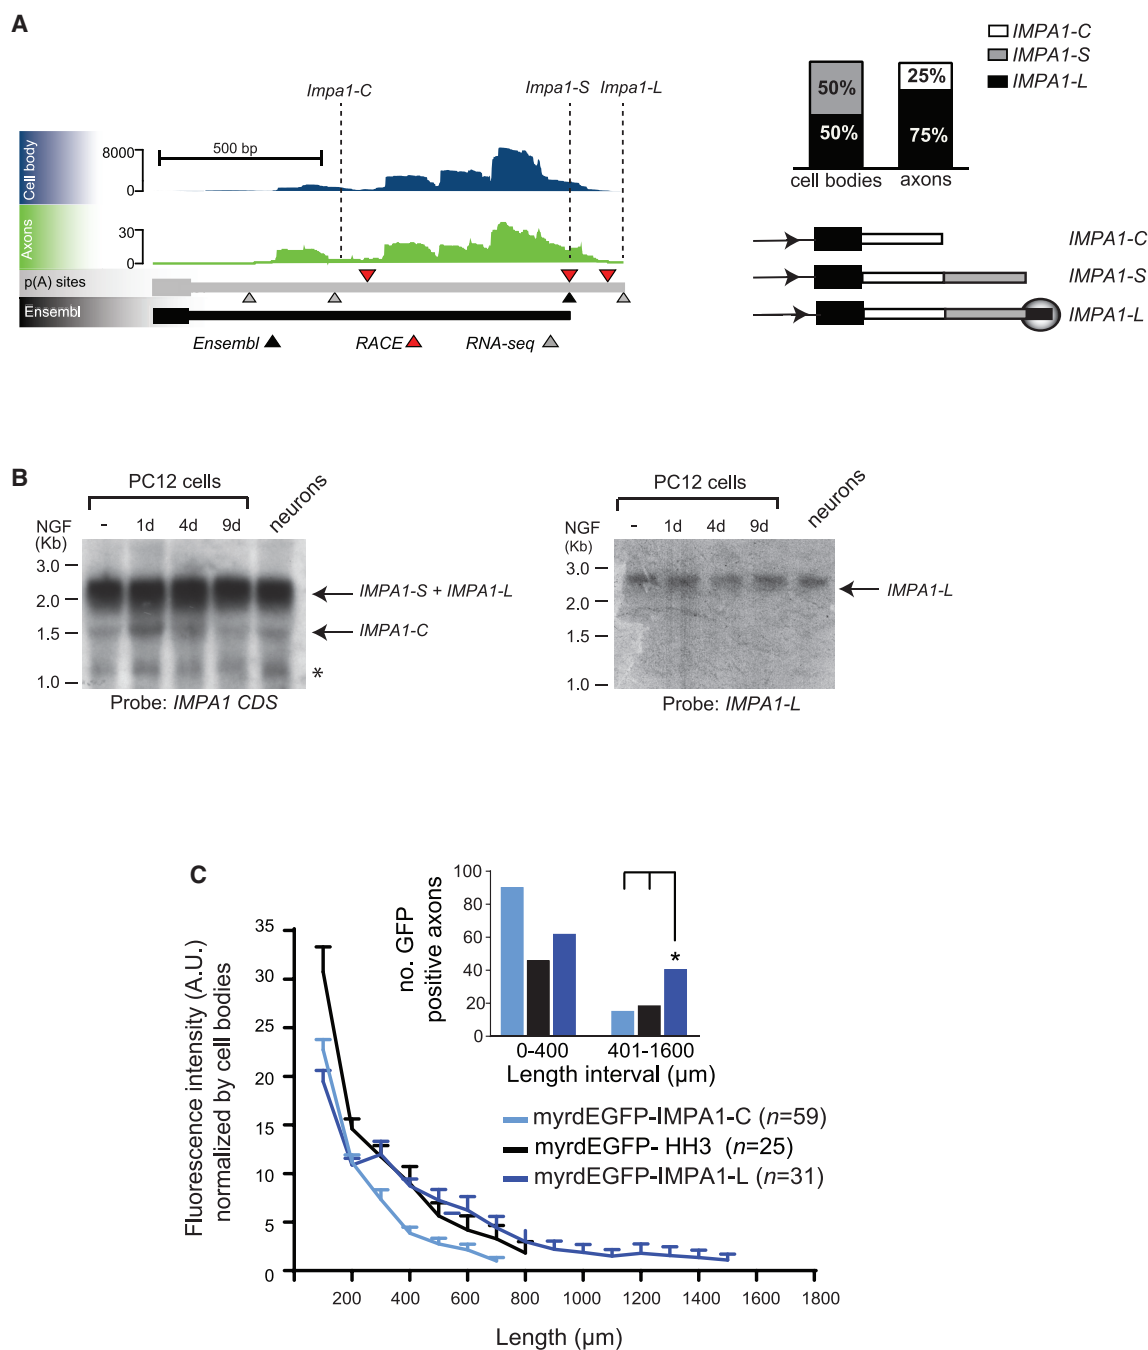

Figure 2. Remodeling of *IMPA1* 3' UTR in axons

(A) Left: genome browser view of *IMPA1* transcripts in axons and cell bodies transcriptomes by 3' end RNA-seq, Ensembl annotation, and 3' RACE (gray, black, and red arrowheads, respectively). Dashed lines indicate 3' end of the isoforms. Right: percentage of RACE clones (top) containing different *IMPA1* 3' UTR isoforms in axons and cell bodies (cell bodies n = 15, axons n = 12), and schematics of the three *IMPA1* 3' UTRs (bottom). Shadowed circle indicates axonal localization signal in *IMPA1-L* 3' UTR.

(B) Northern blot analysis of RNA isolated from naive (-) or NGF-differentiated PC12 cells and sympathetic neurons using probes annealing with *IMPA1* CDS (left) or *IMPA1-L* 3' UTR (right). Note that the resolution of agarose gels and the abundance of the *IMPA1-S* isoform prevent the discrimination of *IMPA1-S* and *IMPA1-L* when using *IMPA1* CDS probe. Asterisk (*) indicates a further isoform with a very short 3' UTR detected by *IMPA1* CDS probe. Representative images from 3 independent experiments.

(C) Quantitative analysis of GFP protein immunofluorescence in axons of sympathetic neurons expressing either myrdEGFP-*IMPA1-L*, myrdEGFP-*IMPA1-C*, or myrdEGFP-Histone H3 (HH3). (Inset) Distribution of GFP-positive axons at the indicated length intervals (*p = 0.0108; chi-square = 6.494, df = 1).

See also Figure S2.

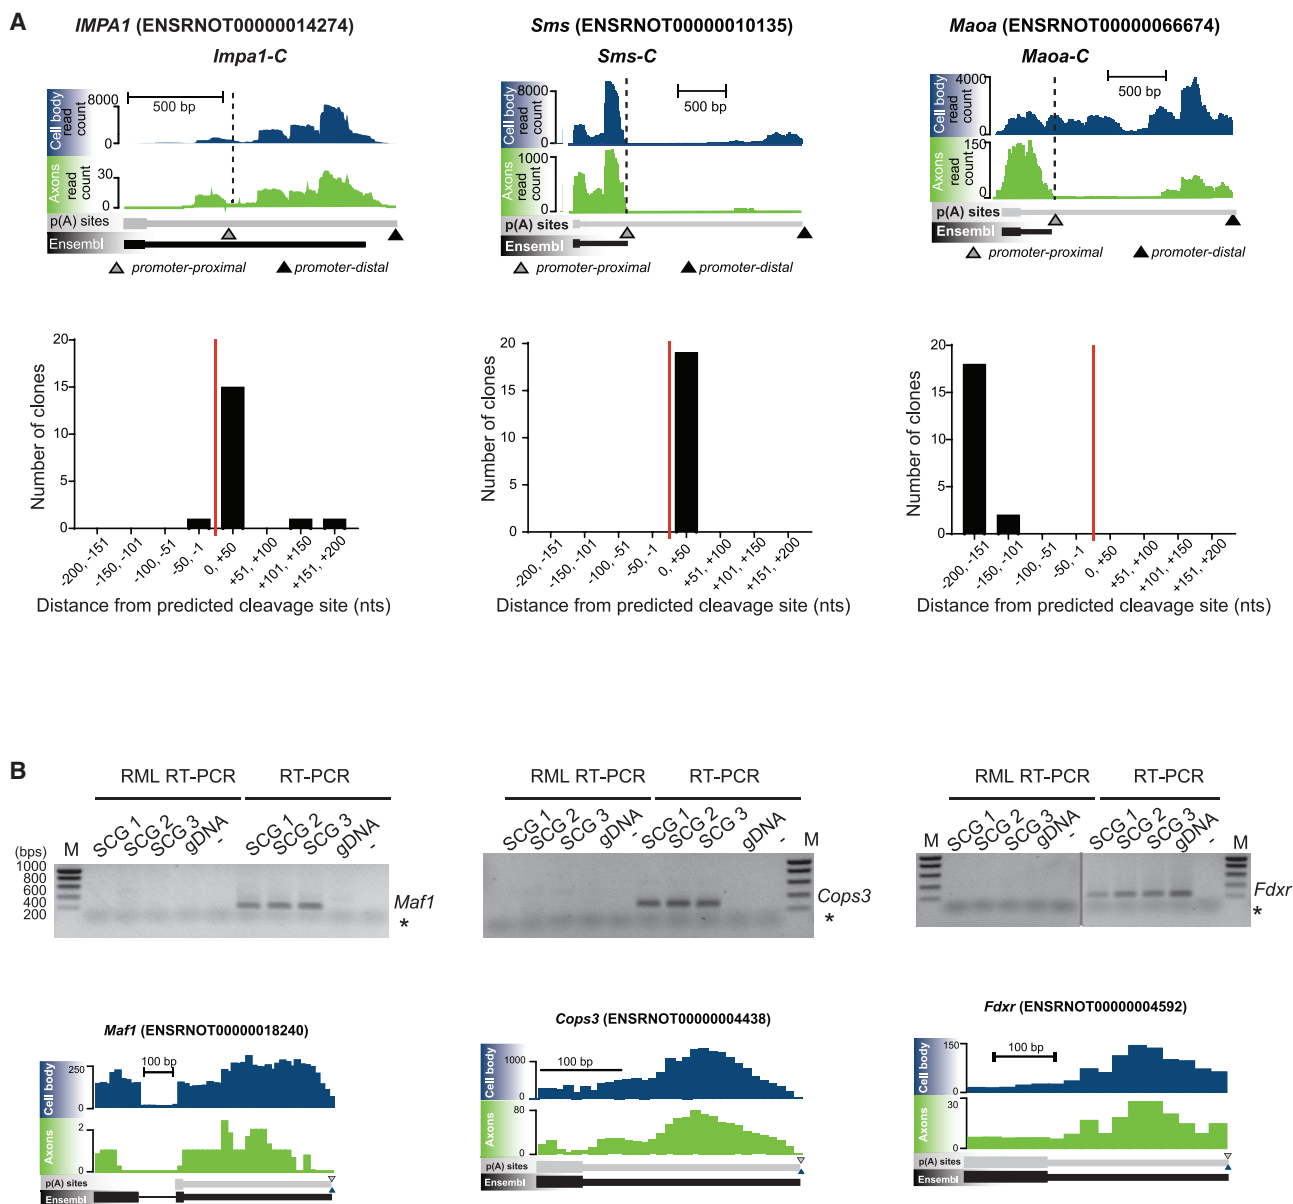

Figure 3. The 3' UTRs of many transcripts are remodeled in axons

(A) Top: genome browser view of *IMPA1*, *Sms*, and *Maoa* transcripts in sympathetic neuron axons and cell bodies transcriptomes by 3' end RNA-seq and Ensembl annotation (gray and black arrowhead, respectively). Dashed lines indicate 3' end of the short isoforms. Bottom: number of clones of cleaved *IMPA1-L*, *Sms*, and *Maoa* 3' UTR fragments purified from axonal RNA and grouped according to distance from the predicted cleavage site (red line). Each bin represents 50 nt.

(B) Absence of cleaved fragments in *Maf1*, *Cops3*, and *Fdxr* transcripts (top, left lanes). The presence of corresponding cDNAs was assessed by regular RT-PCR (top, right lanes). Gray vertical line indicates samples ran on separated gel. Asterisk (*) represents primer dimers bands. Primers to amplify *Fdxr* cDNA are intraxonic therefore they amplify also genomic DNA (gDNA). Noncontiguous lanes from the same experiment are shown side by side, as indicated by the gray line. Bottom: genome browser view of *Maf1*, *Cops3*, and *Fdxr* transcripts in axons and cell bodies transcriptomes by 3' end RNA-seq and Ensembl annotation (gray and black arrowhead, respectively).

See also Figure S3.

polyadenylation specificity factor CPSF3 (Mandel et al., 2006). However, neither *CPSF3* mRNA nor protein was detected in axons (Figure S5E).

Mass spectrometry analysis of proteins associated with polyadenylated transcripts in sympathetic neurons previously performed in our laboratory had revealed that the DNA/RNA heli-

case Upf1 was one of the few RBPs that interacted with axonal transcripts in response to NGF (A. Ludanyi, M.G., and A.R., unpublished data). Upf1 is part of the complex that mediates nonsense-mediated decay (NMD) of mRNA, an RNA surveillance pathway that induces rapid degradation of transcripts harboring a premature termination codon to prevent translation of

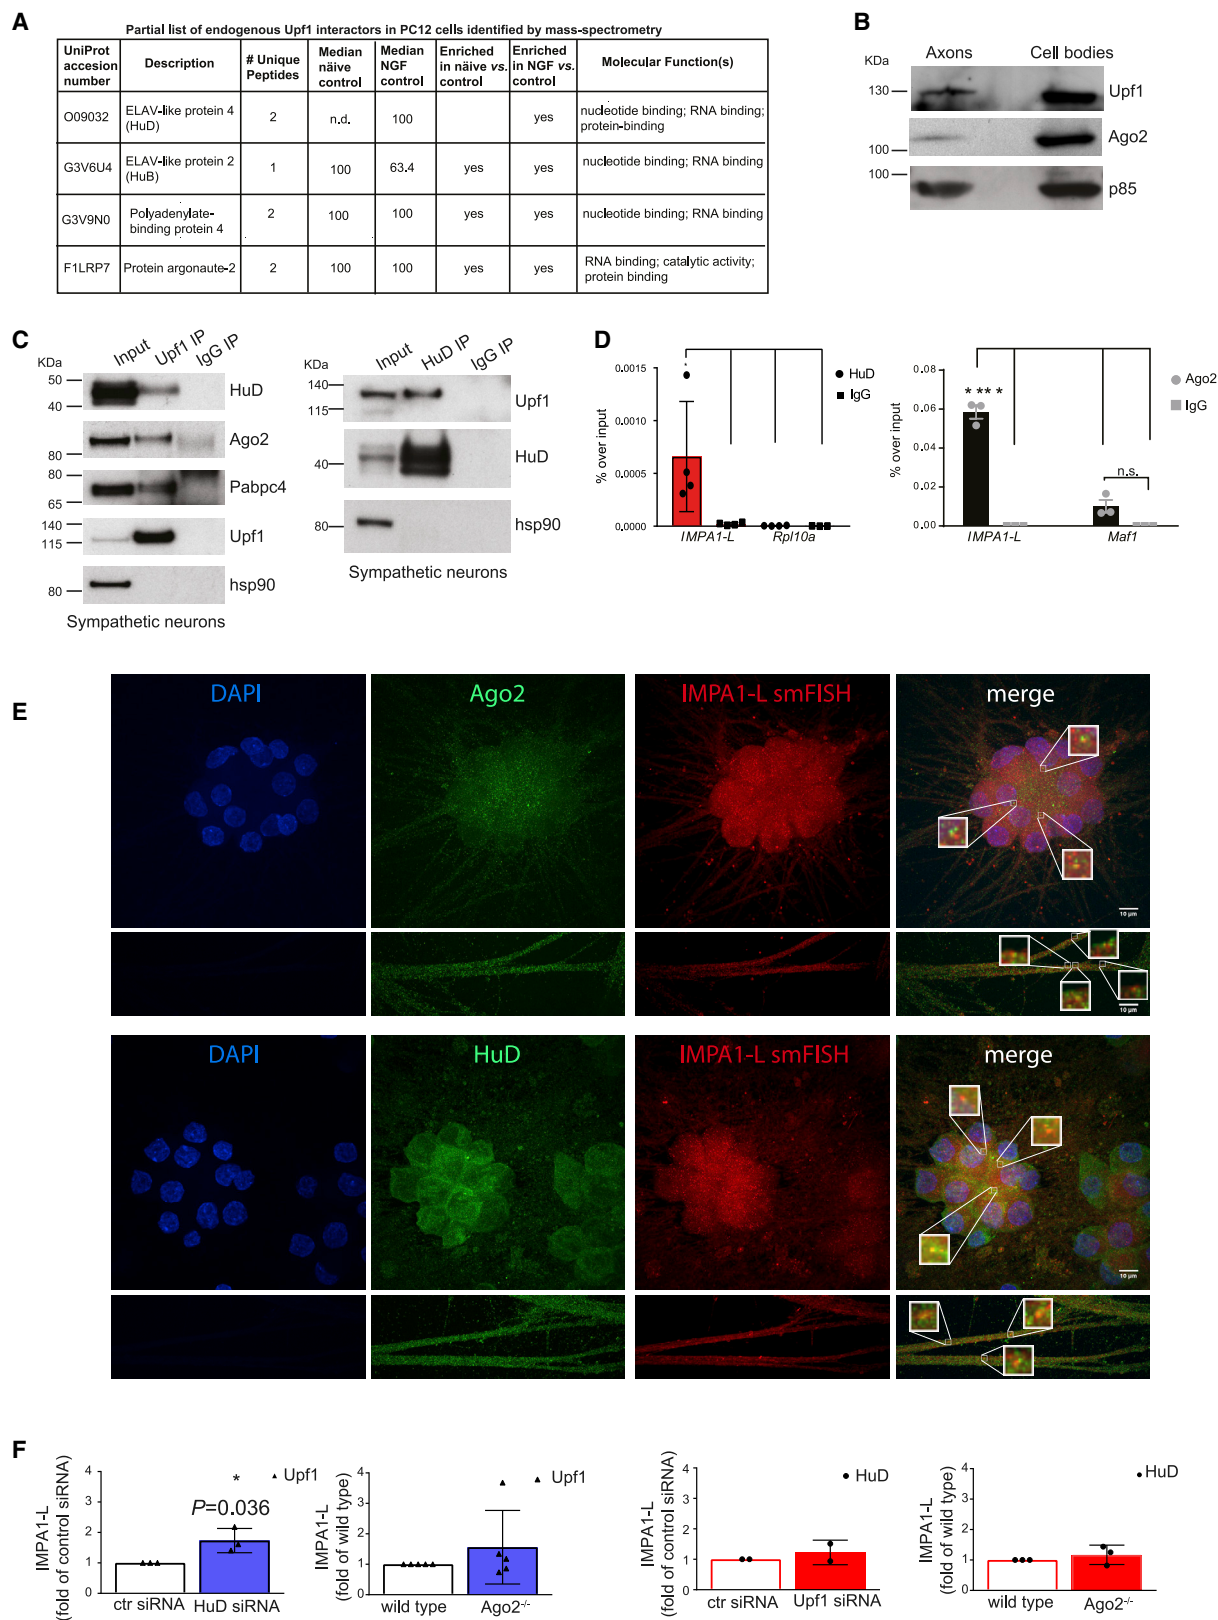

(legend on next page)

truncated proteins (Kurosaki and Maquat, 2013). In addition, binding of Upf1 is enriched on longer 3' UTRs and contributes to maintaining mRNAs in a translationally silent state (Hurt et al., 2013). Since Upf1 does not have cleavage activity and because RBPs are usually found within large multi-protein complexes, we performed mass spectrometry analysis of proteins that co-immunoprecipitated with Upf1 (Figure S6A). We identified 325 unique peptides that mapped on 72 proteins (Tables S1–S3), including known interactors of Upf1, such as Polyadenylate-binding protein 1 (Pabp1), ELAV-like protein 2, and interleukin enhancer-binding factor 2 (BioGRID:<https://thebiogrid.org/111908/summary/homo-sapiens/upf1.html>). Interestingly the endonuclease Ago2 and the neuron-specific HuD were among the most abundant proteins that co-immunoprecipitated with Upf1 (Figure 4A). As for most RBPs, HuD and Ago2 regulate many aspects of RNA metabolism, including alternative splicing, alternative polyadenylation, and mRNA stability and translation (Meister, 2013; Perrone-Bizzozero and Bird, 2013; Yoo et al., 2013). Both Upf1 and Ago2 were clearly detected in sympathetic neuron axons (Figures 4B and 4E), and co-immunoprecipitation experiments confirmed the interaction of Upf1 with HuD, Ago2, and the Poly(A)-binding protein cytoplasmic 4 (Pabpc4) in neurons (Figure 4C). RNA immunoprecipitation (RIP) assays performed on sympathetic neurons showed a robust interaction of Ago2, HuD, and Upf1 with *IMPA1-L* 3' UTR (Figures 4D and S6B–S6D). We detected significantly less binding of Ago2 to *Maf1* 3' UTR (Figure 4D), a transcript that is not predicted to undergo 3' UTR cleavage (Figure 3B). Immuno-RNA FISH confirmed the colocalization of Ago2 and HuD with *IMPA1* transcript (Figure 4E). Further insights into the mechanisms regulating the assembly of the cleavage complex on *IMPA1-L* 3' UTR were provided by RIP experiments performed on PC12 cells lacking either HuD, Ago2, or Upf1 (Figures S6C and S6E). We found that while HuD recruitment to *IMPA1* RNA is independent of Ago2 and Upf1, Upf1 binding is regulated by both Ago2 and to a lesser extent HuD (Figure 4F), suggesting that HuD binding may represent one of the initial steps for the formation of the complex.

Ago2 is the only member of the Argonaute family of proteins with endonuclease activity and is known to bind preferentially to long 3' UTRs (Meister, 2013). To investigate whether Ago2 was the endonuclease responsible for the cleavage of *IMPA1* 3' UTR, PC12 cells lacking Ago2 were generated by CRISPR (Figure S6E). In the absence of Ago2, the cleavage of *IMPA1* 3'

UTR was significantly reduced as assessed by RML qRT-PCR (Figure 5A), indicating that Ago2 is one of the endonucleases responsible for the 3' UTR processing. To further assess the contribution of Ago2 to 3' UTR remodeling, we designed an *in vitro* cleavage assay. Recombinant Ago2 was incubated with a 5' end-labeled RNA oligo encompassing the predicted cleavage site and cytoplasmic lysates of sympathetic neurons. A stable fragment of the expected size was detected (64 nt; Figures 5B and S6F), together with a smaller fragment probably generated by the trimming of the primary cleaved fragment (Cheloufi et al., 2010). When the cleavage assay was performed using a recombinant catalytic mutant Ago2 bearing a mutation of aspartate⁵⁹⁷ to alanine, which abolished the endonuclease activity (Liu et al., 2004), *IMPA1* 3' UTR cleavage was greatly reduced (Figures 5B, S6G, and S6H). Moreover, mutations of the cleavage site identified with the RML RT-PCR assay abolished Ago2-dependent cleavage (Figure 5C, Δcleavage site), while decreasing the binding of Ago2 to *IMPA1-L* 3' UTR (Figure 5D).

Ago2 is a double-strand (ds)RNA endonuclease that typically cuts through microRNA (miRNA) paired to target mRNA (Meister, 2013). However, Ago2 can also cleave miRNA precursors and mimetics by recognizing stem-loop structures (Cheloufi et al., 2010; Harwig et al., 2017). When *IMPA1-L* 3' UTR was run through the RNA folding prediction software RNAfold (Gruber et al., 2008), the sequence surrounding the predicted cleavage site formed a stable stem-loop (Figures 5C, wild type [WT], and S6I). To test whether Ago2-dependent cleavage of *IMPA1-L* 3' UTRs may occur through the binding and cleavage of a dsRNA structure, we synthesized oligos with either an impaired stem structure (Δstem) or an enlarged loop (mutant loop). Ago2-dependent cleavage of these mutants was virtually undetectable (Figure 5C), confirming that the stem-loop structure surrounding the cleavage site is necessary for Ago2 cleavage of *IMPA1*. It should be noted that in the Δstem mutant oligo the sequence surrounding the cleavage site is intact, indicating that Ago2 cleavage of *IMPA1-L* is not dependent on miRNA potentially targeting the cleavage site.

The cleavage assay was performed in the presence of neuronal cytoplasmic lysates, and it is expected that additional RBPs and/or co-factors are required for the Ago2-dependent cleavage reaction and the stabilization of the cleaved fragments. Indeed, silencing of either Ago2, *HuD/B*, or *Pabpc4* in PC12 cells decreased the cleavage of endogenous *IMPA1-L* 3' UTR consistent with the levels of small interfering RNA (siRNA)-mediated silencing for each molecule (Figures 5E and S6J). 3' RACE of *IMPA1* clones performed

Figure 4. A complex containing Ago2, HuD, and Upf1 interacts with *IMPA1* transcript

(A) Partial list of Upf1 interactors identified in PC12 cells by mass spectrometry. n.d., not detected.
(B) Western blots of Upf1, Ago2, and PI3K subunit p85 (as loading control) on axons and cell bodies of sympathetic neurons (n = 3).
(C) Co-immunoprecipitation of Upf1 (left) or HuD (right) with the indicated proteins in sympathetic neurons (n = 3).
(D) RNA immunoprecipitation (RIP) of *IMPA1-L*, *Rpl10a* (as negative control), or *Maf1* mRNA, with HuD (left) or Ago2 antibody (right), and normal IgG antibody in sympathetic neuron lysates. Data are means ± SEM of ΔΔCt values between antibody or immunoglobulin G (IgG) samples and respective inputs expressed as fold of inputs (*p = 0.0465, paired one-tailed t test, t = 2.434, df = 3, n = 4; ****p < 0.0001 two-way ANOVA, Sidak's multiple comparison test t = 22.11, df = 4, n = 3). n.s., not statistically significant.
(E) Immuno-FISH of *IMPA1-L* transcript with Ago2 (top) and HuD (bottom) proteins. mRNA puncta were not subject to pixel dilation. Insets show 5X magnification of boxed area. Scale bar, 10 μm.
(F) RIP of *IMPA1-L* transcript with Upf1 or HuD antibodies. Experiments were performed on PC12 cells either transfected with control (siRNA), *HuD*, or *Upf1* siRNA or on wild-type (WT) or CRISPR-deleted Ago2 (*Ago2*^{−/−}) PC12 cells. (*p = 0.036, unpaired two-tail t test, t = 3.179, df = 4; only statistically significant comparisons are indicated, n as indicated.)

See also Figure S4 and Tables S1–S3.

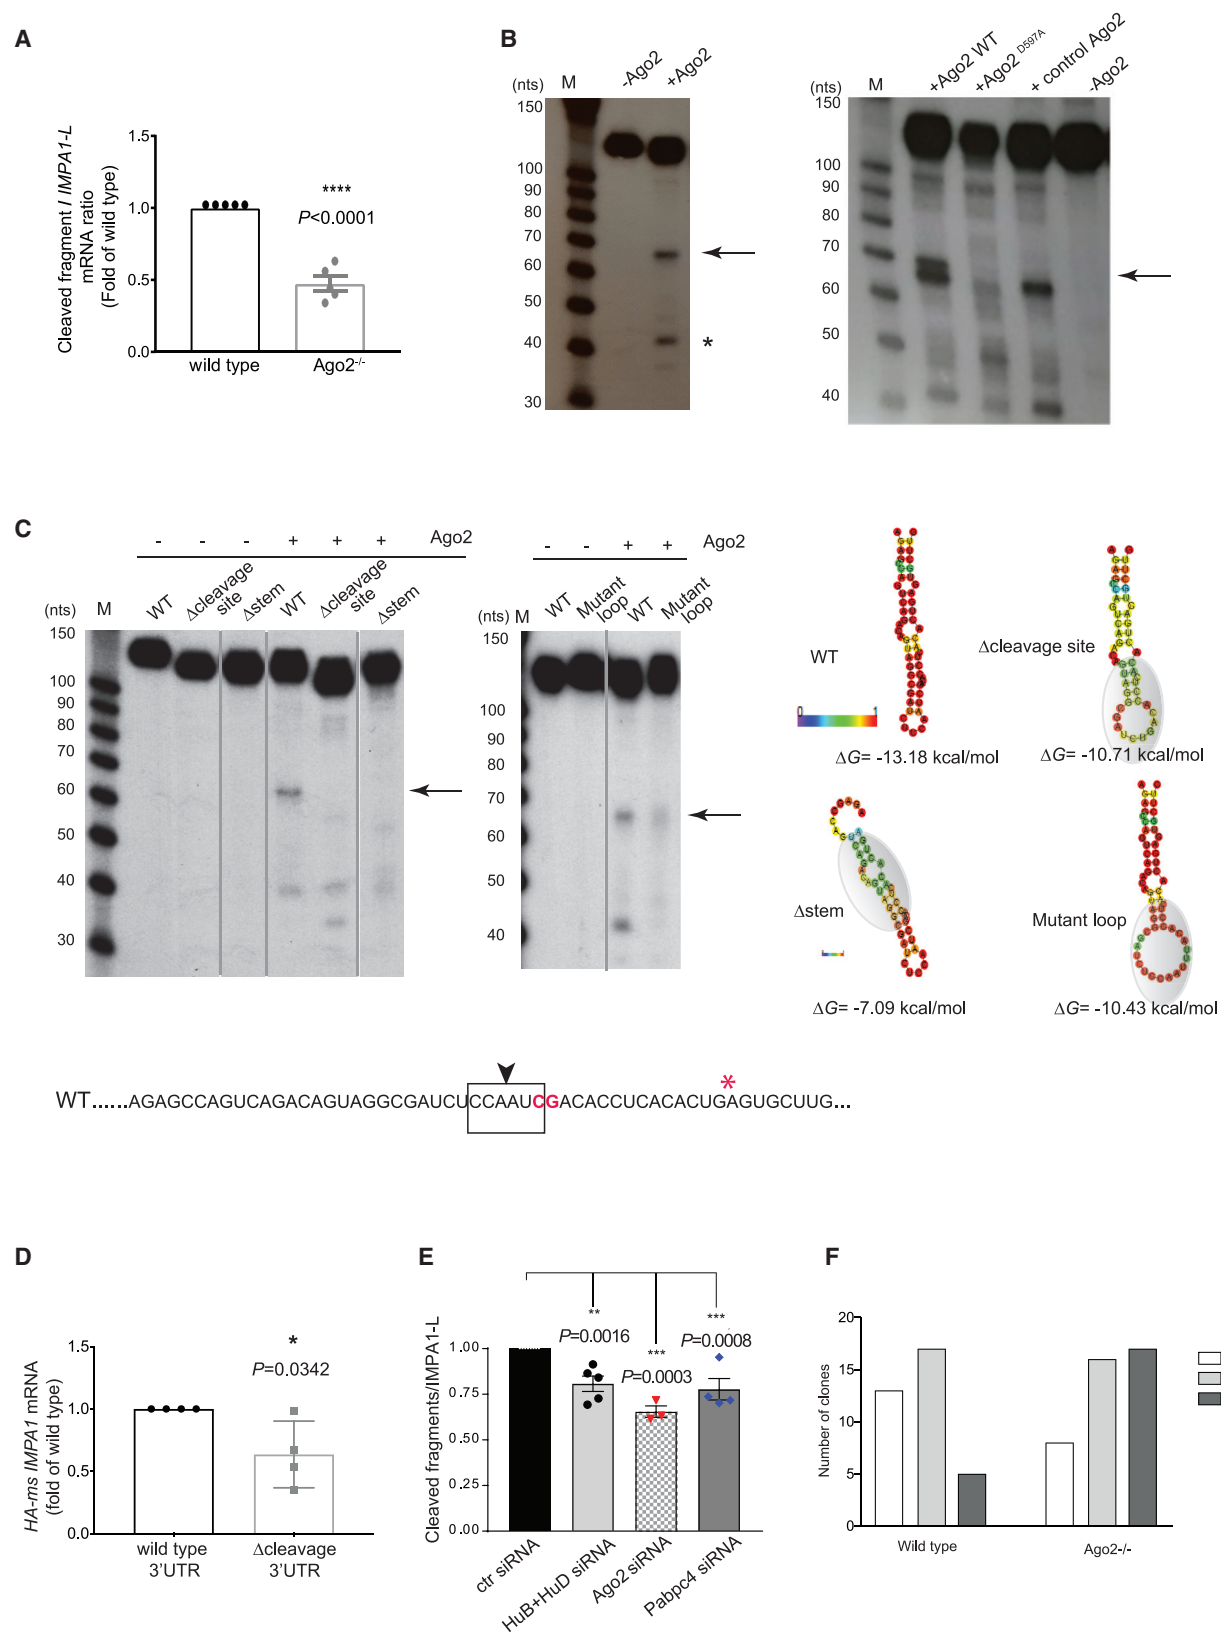

(legend on next page)

in either WT or in PC12 cells lacking Ago2 confirmed that in the absence of Ago2, the number of clones expressing the cleaved 3' UTR (*IMPA1-C*) was significantly lower, whereas the number of clones expressing *IMPA1-L* increased (Figure 5F).

Taken together, these data indicate that a protein complex containing HuD and Ago2 cleaves the 3' UTR of a transcript localized in axons of sympathetic neurons. They also show that the 3' UTR fragment resulting from the cleavage is stable and unlikely to be a byproduct of RNA degradation.

Axonal remodeling of *IMPA1-L* 3' UTR increases *IMPA1* mRNA translation and is necessary to maintain axon integrity

How the deposited data were processed for this re-analysis (not part of the article)

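Stranded 3′ end RNA-seq was deposited for 8 libraries of rat sympathetic neurons in compartmentalized chambers, sequenced in 36 runs, with 2 replicates for each combination of compartment (axons or cell bodies) and neurotrophin (NGF or NT3). Each library was placed in its group by its deposited labels, and the NGF libraries were taken as those of the paper. The authors mapped the reads to rn5 with TopHat2, re-annotated 3′ UTR isoforms and counted reads in the terminal window of each isoform. The deposited values were expected counts, found to be whole multiples of 0.0501, to within 0.01 of a step, in 100% of cells, and were not scaled to library size. They were rounded to whole numbers for the tests on counts. Summed counts were 8319610 to 9130399 in the NT3 axon libraries and 94106824 to 94703050 in the NT3 cell body libraries.

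The methods' mixture of 2 Gaussian components was fitted with mclust 6.1.1 to log2(count + 1) in each library. The planned unequal variances could not be fitted, and equal variances were used. Tandem pairs joined the outermost expressed isoforms of inferred place of each transcript expressed in axons. S1 is the log2 ratio of proximal to distal counts, with a pseudocount of 1, in cell bodies minus that in axons, and S2 is the same difference for the proximal share, each a mean over replicates. A shift needed S1 of at least 1 in size, S2 of at least 15% in size and an adjusted p under 0.01 from Fisher's exact test on counts summed over replicates, and the stringent set a proximal share in cell bodies of at most 20% or at least 80%. The sign follows the formula in the methods. Where the place of an expressed isoform 0 was open it was left out: 763 transcripts with several expressed isoforms then had no pair, and 953 had a pair of numbered isoforms (21.0% of pairs). Of these 953, 92 had a proximal and 92 a distal shift, and 49 and 66 of them kept the call with isoform 0 last.

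Counts summed over the isoforms of a transcript were compared with edgeR 4.0.16 (quasi-likelihood test, trimmed-mean scaling, filterByExpr) in R 4.3.3, with DESeq2 1.42.0 as an alternative. Comparisons of NGF with NT3 used 1 fit of all 8 libraries. Adjusted p-values are Benjamini-Hochberg. Figures were drawn with matplotlib 3.10.9. On simulated data with the spread of the cell body libraries, edgeR recovered 65% of 100 transcripts changed 2-fold and 100% of 100 changed 8-fold, and called 11 unchanged ones. With the spread of each compartment it recovered 0% of both. For tandem pairs with the spread of each compartment, Fisher's test recovered 97% of 200 changed pairs and called 964 unchanged pairs, and edgeR recovered 0% and called 0. This simulation gave all isoforms of a compartment the same spread and drew both isoforms of a pair independently. In the data, the squared coefficient of variation between NGF axon replicates beyond counting error fell with the count. It was 1.14 at 50 to 100 counts and 0.176 above 1000 counts. The 964 calls are therefore not an estimate of the false calls in the data, nor is the 0% one of the recovery by edgeR in them. The biological coefficient of variation was 81.1% between NGF axon replicates and 15.1% between NGF cell body replicates.

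Names were used for 27 transcripts whose IDs stand in the paper's figures. The rule for named genes, set before the data were examined, took these, the genes the paper studies with other assays and the largest changes with a gene symbol. The files do not pair other IDs with symbols, and 0 of 47357 genes of the RefSeq table had an Ensembl ID, so the other named genes and the planned gene lists could not be matched and were not tested. At most 2 unnamed IDs are given per direction. Isoform lengths and positions are not in the files, so 3′ UTR lengths and the distance between 3′ ends were not tested. The alternatives tried are listed with their effect in the closing section.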

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

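All tests in this part were set out before their results were seen. The NT3 libraries are not reported in the paper. Of the tandem shifts called with NGF, 156 of 535 proximal and 58 of 481 distal shifts were also called with NT3 in the same direction. Independent calls would give 43.5 and 21.0, and 24 and 34 were called in the opposite direction. The calls cannot be taken as independent, since a call needs a minimum change in the proximal share. A pair with a very low share in cell bodies can therefore be called only proximal, and a pair with a very high share only distal. Where cell body shares are alike with NGF and NT3, spread between axon libraries can thus give calls in the same direction. The excess over 43.5 and 21.0 therefore does not show that shifts are shared. The transcript ENSRNOT00000055310, for which the files give no gene symbol, had a log2 fold change of 11.18 in axons over cell bodies (standard error 0.180, adjusted p = 0.0038 from edgeR) and took 25.9% and 29.9% of all counts in the NGF axon libraries. The transcript ENSRNOT00000015034 had a log2 fold change of 10.73 (standard error 0.357, adjusted p = 0.00932 from edgeR) and took 4.17% and 3.13% of them.

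Most shifts called with NGF were not called with NT3. Calls from 1 axon and 1 cell body library recurred in 28.3% of cases in the other replicate of the same neurotrophin and in 27.8% in replicates of the other neurotrophin. This difference of 0.529 percentage points joins opposite directions. Calls from NGF libraries recurred at 27.0% and 32.1% with NGF and at 14.4% to 25.6% with NT3. Calls from NT3 libraries recurred at 19.1% and 35.1% with NT3 and at 31.6% to 38.8% with NGF. The NT3 libraries also gave fewer calls (387 and 712) than the NGF libraries (879 and 1044). The pooled difference therefore cannot decide whether the neurotrophin is a reason, which stays open. Between the 2 NGF axon replicates 713 shifts were called, 0.742 times the mean of 961.5 between 1 axon and 1 cell body library, and 16 were called between the cell body replicates. Spread between axon replicates therefore remains a candidate explanation.

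The proximal to distal ratio differed more between axon replicates (rho 0.667) than between cell body replicates (rho 0.990). With cell body reads thinned to the axon number in each pair, rho between cell body replicates was 0.892 (0.887 to 0.896 over 10 thinnings), which argues against lower depth as the whole cause. The squared coefficient of variation between axon replicates beyond counting error was 1.14 for isoforms of 50 to 100 counts and 0.176 above 1000 counts, a ratio of 6.45, as few starting molecules amplified into many reads would give. Between cell body replicates it also fell, from 0.0508 to 0.0161, so the fall is not specific to axons, and few starting molecules remain a candidate explanation only. A biological difference between the cultures behind each replicate was not tested and stays open.

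Axonal transcripts more often had several isoforms, counted over both compartments. Within 10 equal groups by cell body abundance the common odds ratio was 1.15 (95% interval 1.05 to 1.26), compared with 2.19 without the groups. Higher abundance of axonal transcripts is therefore a candidate explanation for most of the difference, and a biological one was not tested.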

How the results depend on the processing

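Alternatives were set before the data were examined, except these, chosen after: isoform 0 placed last, isoform 0 left out, thresholds in each replicate, edgeR on all 8 libraries for tandem pairs, and removal of the top axon isoform. Of the alternatives for main results, 128 kept the direction and side of the threshold (tests), the spread (values) or 1.5 times (counts), and 66 did not. The odds ratio for several isoforms kept its direction but fell from 2.19 to 1.30 with only isoforms expressed in axons counted and to 1.60 with the minimum of 10 counts. Below, unless stated, the cause was not tested. Not run, for lack of positions, lengths or gene names in the deposited data: pairs with 3′ ends far apart, the 3′ UTR length comparison and all gene list alternatives. The paper states that its annotation is held in a public code repository, which was not used here.

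With a minimum of 10 counts in both replicates, 10360 isoforms were expressed in axons, and shifts numbered 306 proximal and 209 distal (81 and 39 stringent). With at least 20 counts per pair in every library, rho was 0.994 in cell bodies and 0.785 in axons, and shifts numbered 286 and 212 (88 and 45 stringent), from fewer pairs. With the 2 isoforms of highest count there were 249 and 285 (49 and 45 stringent). The sign of S1 then changed, with S1 under 1 in size and no call, for Vps36 (0.0311), Cd1d1 (-0.0177), Pbx1 (0.79), Rpl7l1 (0.65), Pcnp (0.00481), Maoa (0.25), Stmn2 (0.0904) and Actb (-0.00755). Such pairs often had near-equal counts, as in Vps36 (proximal share 50.5% in cell bodies and 50.0% in axons). Windows can share reads, so these values do not decide whether the outermost pair shifted. Neighboring pairs gave 842 and 883. Thresholds in each replicate gave 238 and 179 (45 and 29 stringent). Without 1 replicate, stringent distal shifts ranged from 75 (without axon replicate 2) to 142, and S1 of Vimp from -0.93 (reversed, without axon replicate 2) to 10.09 (without axon replicate 1). With isoform 0 last S1 of Maoa reversed to 0.37, and with isoform 0 left out that of Cd1d1 to -0.56 and of Actb to -0.00755. Nefl was not called with isoform 0 last (S1 -0.00853) or with the isoforms of highest count (S1 -0.11), nor Stmn2 with thresholds in each replicate or the minimum of 10 counts. With that minimum the pair of Stmn2 became isoforms 1 and 7 (proximal share 99.97% in cell bodies and 100% in axons). EdgeR's quasi-likelihood test called 0 proximal and 0 distal shifts (0 and 0 stringent; 1106 pairs at unadjusted p under 0.05), 0 of 108 isoforms of named transcripts where Fisher's test called 91, and 0 proximal and 0 distal shifts shared with NT3. With all 8 libraries it called 2 proximal and 5 distal shifts (0 and 1 stringent). Rho of S1 between NGF and NT3 was 0.288, and 0.231 to 0.290 without 1 replicate.

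For transcripts in axons over cell bodies (260 higher, 0 lower), DESeq2 called 2489 and 2519, total counts without trimmed-mean scaling 405 and 5710, and all 8 libraries 1043 and 458. Without a filter 33 were higher. Lower were 6 with the isoform of highest count, 2 with thinned counts and 3 without the top axon isoform. Without 1 replicate, 6 to 4024 were higher and 0 to 6735 lower: without an axon replicate the spread comes from the cell body libraries alone and the lone axon library is assumed to vary like them. With total counts the log2 fold change reversed for Actb (-0.60), Stmn2 (-0.85) and Cops3 (-1.50), and that of Maoa reversed with DESeq2 (0.22) and all 8 libraries (1.32). For NGF against NT3 edgeR called 0 transcripts in axons (2336 at unadjusted p under 0.05), 0 in cell bodies (89) and 0 for the interaction (1307). DESeq2 called 878 higher and 1602 lower in axons, 7 and 7 in cell bodies, and 361 and 695 for the interaction. Without 1 replicate, 0 to 534 were higher and 0 to 808 lower in axons.

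The labels do not say whether replicates of the same number share cultures across compartments. The correlation of the difference between replicates was 0.0217 between NGF axons and cell bodies. Over the other pairs of groups it was -0.0320 to 0.0471, except 0.266 between NGF and NT3 cell bodies. With a biological coefficient of variation of 81.1% between NGF axon replicates, a value near 0 cannot exclude shared cultures. With the replicate as a block, edgeR called 0 proximal and 0 distal shifts (0 and 0 stringent; 299 pairs at unadjusted p under 0.05), and 366 transcripts higher and 10 lower in axons. With the block within each compartment it called 0 transcripts for NGF against NT3 in axons (2476 at unadjusted p under 0.05), 0 in cell bodies (270) and 0 for the interaction (1736).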

Differences from the paper's values

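Expressed isoforms in axons numbered 15788, and the paper's value is 9378. Of the alternatives set before the data were examined, the mixture without counts of 0 (14028), the minimum of 10 counts (10360) and the NT3 libraries (13202) came within 1.5 times of it, and the posterior probabilities of the mixture (19013) and leaving out a replicate (15495 and 16123) did not. The paper's numbers of distal shifts are 737 and 17.7% of pairs, against 481 and 10.6%. Neighboring pairs (883), all transcripts with several isoforms (535) and S1 and S2 from summed counts (588, or 13.0%) came within 1.5 times of the number or, for summed counts, of both, and the other alternatives did not. With isoform 0 last, chosen after seeing the values, there were 520, and 0 of the 11 figure examples called were dropped. The paper's number of stringent distal shifts is 63, against 139. The isoforms of highest count (45), at least 20 counts per pair (45) and leaving out axon replicate 2 (75) came within 1.5 times, and the other alternatives did not.

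The paper's correlations between replicates are 0.97 for cell bodies and 0.64 for axons, against 0.990 and 0.667. With the pseudocount of 0.5 the values were 0.990 and 0.666, and with at least 20 counts per pair 0.994 and 0.785. The paper's 4191 pairs are another set than the 4535 here, and pairs are not independent, so these differences could not be tested. The paper's Table S5 gives 99300000 and 80800000 mapped reads for axons, and 27200000 and 24900000 sequences, a number it does not define, against summed counts of 13426779 and 13722967. These are different quantities, and no alternative applies. The paper's text on Fig. 1F calls a difference in log2 ratio below -1 a distal and above 1 a proximal shift, and the signs here are the reverse, following the formula in the methods.

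The figures do not number their isoforms, and the outermost expressed isoforms of inferred place are used here. The proximal share of Hspa1a was 25.8% in cell bodies and 0.617% in axons, against the paper's about 73% and about 2% in Fig. S3A, read by eye. Of the alternatives set before the data were examined, the pair of highest count (72.3% and 1.54%) came within 1.5 times and the others did not. The pair with isoform 0 left out (73.9% and 1.76%), which was chosen after seeing the values and drops 2 of the 11 examples called, did too. For Isca1 in cell bodies it was 9.73%, against the paper's about 15% in Fig. S3B, read by eye. The pair of highest count (17.9%) and leaving out cell body replicate 1 (10.2%) came within 1.5 times, and the other alternatives did not. For Mtmr7 in axons it was 100%, against the paper's about 14% in Fig. S3A, read by eye, and no alternative came close among those in which it had a pair (25.2% with the pair of highest count). For Pcnp in cell bodies it was 1.78%, against the paper's about 0.3% in Fig. S3B, read by eye, and no alternative came close. For Slc30a4 in cell bodies it was 2.60%, against the paper's about 1% in Fig. S3B, read by eye. Leaving out cell body replicate 1 (1.92%) gave no difference beyond the spread, the other alternatives set before the data were examined did where they had a pair (the minimum of 10 counts and at least 20 counts per pair had none), and isoform 0 last, chosen after seeing the values and dropping 0 of the 11 examples called, gave 0.990%.

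Of the 14 examples of shifts in the figures, 11 were called in the same direction. Mtmr7, shown with a distal shift, was not called under any alternative run. Pcnp, shown with a proximal shift, was called only with isoform 0 left out (S1 -2.46), chosen after seeing the values. C1qtnf1, shown with a proximal shift, had no ordered pair and was called with isoform 0 last (S1 -5.36), also chosen after. The paper describes an Impa1 isoform found in axons alone. None of the 5 deposited isoforms was at 0 in cell bodies, where the lowest, isoform 1, had 1009 and 1051 counts, and none could be matched to it. Windows can share reads, so a count in cell bodies does not show that the isoform was made there. The paper also rests its finding on 3′ RACE in each compartment, so these counts do not contradict it. Citing an earlier study, the paper calls Impa1 highly enriched in axons. Here its log2 fold change in axons over cell bodies was -3.25 (adjusted p = 0.0798 from edgeR), with 87 and 81 counts in the NGF axon libraries. That fold is relative to the counts of each compartment, and the earlier study was not examined here. The paper calls Maf1 an axonal transcript and assessed its cDNA by RT-PCR, another assay. In the sequencing libraries Maf1 had 0 counts in both NGF axon libraries and 7 and 8 in the NT3 axon libraries. It had only 384 and 375 counts in the deeper NGF cell body libraries, so a low level in NGF axons cannot be excluded.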

Other observations

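The paper tests cleavage of Impa1, Sms and Maoa by another assay in severed axons, which is not analysed here. In the sequencing libraries, Sms, spermine synthase, used its proximal isoform for 46.0% ± 0.539 (SD, n = 2) of the counts of its outermost pair in cell bodies and for 97.5% ± 0.446 (SD, n = 2) in axons, past the thresholds in each replicate. With its 2 isoforms of highest count, 1 and 0, the share was 17.9% and 27.1%, S1 was -0.78 and no shift was called. Its isoform 3, the most distal one, took 17.3% ± 2.55 of Sms counts in cell bodies and 0.686% ± 0.194 in axons (SD, n = 2 each). Maoa, monoamine oxidase A, had 38.6% ± 0.348 in cell bodies and 74.8% ± 30.7 in axons (SD, n = 2 each), and S1 changed from -3.06 to -0.85 without axon replicate 2. The place of its isoform 0 was open, and with isoform 0 as the most distal one S1 was 0.37 and no shift was called. EdgeR's quasi-likelihood test of the pair gave adjusted p = 0.0804 for Sms and 0.555 for Maoa.

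For the transcripts the paper uses as controls, Cops3 had 1 isoform with 575 and 557 counts in cell bodies and 35 and 24 in axons. Fdxr had 1 isoform with 97 and 72 counts in cell bodies and 15 and 23 in axons. Maf1 had 1 isoform with 384 and 375 counts in cell bodies.

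Of the 11 figure examples called with NGF, 5 were called in the same direction with NT3 (Atp5f1, Cd1d1, Isca1, Pbx1 and Sh3pxd2a), 0 in the opposite direction and 6 not at all. The proximal share of Sub1 was 86.9% and 90.2% in NT3 cell bodies and 95.8% and 92.7% in NT3 axons, and that of Rpl7l1 was 0.164% and 0% in NT3 axons, the last from 2.96 counts of the pair. Stmn2 was called proximal with NT3 (S1 -1.85), and Nefl was not called (S1 0.25).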
